# An improved organotypic cell culture system to study tissue-resident macrophages *ex vivo*

**DOI:** 10.1016/j.crmeth.2022.100260

**Published:** 2022-07-26

**Authors:** Philipp Aktories, Philippe Petry, Paulo Glatz, Geoffroy Andrieux, Alexander Oschwald, Hannah Botterer, Oliver Gorka, Daniel Erny, Melanie Boerries, Philipp Henneke, Olaf Groß, Marco Prinz, Katrin Kierdorf

**Keywords:** macrophages, organotypic cell culture, tissue normoxia, Kupffer cells, microglia, alveolar macrophages, peritoneal macrophages, bone marrow-derived macrophages, tissue-resident macrophages

## Abstract

Tissue-resident macrophages (TRMs) perform organ-specific functions that are dependent on factors such as hematopoietic origin, local environment, and biological influences. A diverse range of *in vitro* culture systems have been developed to decipher TRM functions, including bone marrow-derived macrophages (BMDMs), induced pluripotent stem cell (iPSC)-derived TRMs, or immortalized cell lines. However, despite the usefulness of such systems, there are notable limitations. Attempts to culture primary macrophages often require purification of cells and lack a high cell yield and consistent phenotype. Here, we aimed to address these limitations by establishing an organotypic primary cell culture protocol. We obtained long-term monocultures of macrophages derived from distinct organs without prior purification using specific growth factors and tissue normoxic conditions that largely conserved a TRM-like identity *in vitro*. Thus, this organotypic system offers an ideal screening platform for primary macrophages from different organs that can be used for a wide range of assays and readouts.

## Highlights

• A modified cell culture protocol allows long-term culture of TRM-like cells
• Protocols have been developed for brain, liver, peritoneum, and lung
• TRM-like cells maintain core features of their TRM counterparts *in vivo*
• TRM-like cells can be used for various functional assays *in vitro*

## Motivation

Efficient cell culture systems, especially for primary TRMs, are rare, and most of them have limitations such as low cell yield or artificial cell activation. In this study, we aimed to address several of these limitations and establish an organotypic cell culture protocol that can be easily established in many labs and applied to many different TRMs. With this cell culture approach, we would like to provide a reliable source for immunologists to study primary TRMs from different organs *in vitro.*

## Introduction

Tissue-resident macrophages (TRMs) are modulated by the specific environment of their host tissue, such as Kupffer cells (KCs) in the liver, microglia (MG) in the brain, peritoneal macrophages (PMs) in the peritoneum, or alveolar macrophages (AMs) in the lung (Guilliams et al., 2020). Most adult TRMs are long lived and derived from embryonic progenitors (Ginhoux et al., 2010; Gomez Perdiguero et al., 2015; Guilliams et al., 2013; Hoeffel et al., 2015; Schulz et al., 2012), with some exemptions, such as TRMs in oral mucosa or intestine (Bain et al., 2014; Capucha et al., 2015). TRMs serve specialized functions to maintain tissue homeostasis all while poised to rapidly transition to an inflammatory phenotype upon injury or infection (Kierdorf and Dionne, 2016). Subsequently, TRMs initiate tissue repair processes to restore tissue homeostasis (Wynn and Vannella, 2016). Chronic inflammatory pathologies are characterized by a detrimental contribution of macrophages (Voet et al., 2019). Given that the identity and tissue specificity of TRMs are imprinted by the tissue environment (Bonnardel et al., 2019; Hagemeyer et al., 2016; Kolter et al., 2020; Schulz et al., 2012), their steady-state and activation phenotypes can be radically different. Thus, investigating these biologically relevant nuances continues to be a topic of interest within the field of immunology.

Cell culture protocols have been developed to explore TRM function. Thus far, many studies have relied on bone marrow-derived macrophages (BMDMs), which do not per se represent TRM heterogeneity (Bailey et al., 2020; Stanley and Heard, 1977). Other approaches include oncogene-transformed cell lines (Blasi et al., 1990; Kreuzburg-Duffy and Macdonald, 1991), which allow an easy maintenance and a high cell yield, but often with an activated phenotype (Bocchini et al., 1992; Napoli et al., 2009). During the past decade, induced pluripotent stem cells (iPSCs) and iPSC-derived organoids presented a novel opportunity to generate and study TRMs *in vitro* (Lee et al., 2018; Takata et al., 2017), although these challenging techniques require a high level of expertise and financial resources. Available *in vitro* protocols for primary TRMs rely on complex dissociation (e.g., enzymatic digestion) and purification steps (e.g., fluorescence activated cell sorting [FACS] or magnetic-activated cell sorting [MACS]). These steps can result in cell activation, as recently demonstrated for MG of the CNS (Haimon et al., 2018; Mattei et al., 2020). Further, even optimized culture protocols result in low cell yields, and functional assays on sorted cells are limited and restricted to a few hours or days post isolation. In light of these limiting factors, we aimed to develop a more organotypic, high-yield, cost-efficient, and long-term monoculture protocol for TRMs of different tissues.

Here, we established a primary organotypic cell culture for TRMs without prior cell purification. “TRM-like” cells (TRM-LCs) can be sustained for weeks, show negligible contamination with other cell types, and largely share gene expression profiles and surface markers with their *in vivo* counterparts. As a result, the generated TRM-LCs offer efficient readouts in functional and metabolic assays. Thus, TRM-LCs offer immunologists an optimized *in vitro* platform to study the functions of the body’s various TRM populations.

## Results

### Combination of adapted culture conditions allows *in vitro* maintenance of pure TRM-LCs from distinct organs

To overcome the above-mentioned obstacles for TRM cultures, we adapted three major culture conditions: (1) pre-coating with polyethylenimine (PEI) to facilitate a high cell yield; (2) cell culture media supplemented with specific growth factors and only one partial medium change to preserve host tissue-derived trophic factors; and (3) organotypic oxygen levels to avoid activation and metabolic alterations.

We generated MG-like cells (MG-LCs), KC-like cells (KC-LCs), AM-like cells (AM-LCs), and PM-like cells (PM-LCs) by plating single-cell suspensions of their respective organs (Figure 1A; STAR Methods). To verify the cellular composition of the obtained cell pellets for culture (Figure S1), we found that the main myeloid populations included in the cell pellets were TRMs, except for the cell pellet of the liver, where granulocytes were more abundant (Figure S1B). Cells from each organ were plated in PEI-coated tissue culture flasks (Figure 1A), where the PEI coating effectively eliminated contaminating host cells and supported monocultures of TRM-LCs within 14 days.

**Figure 1:**
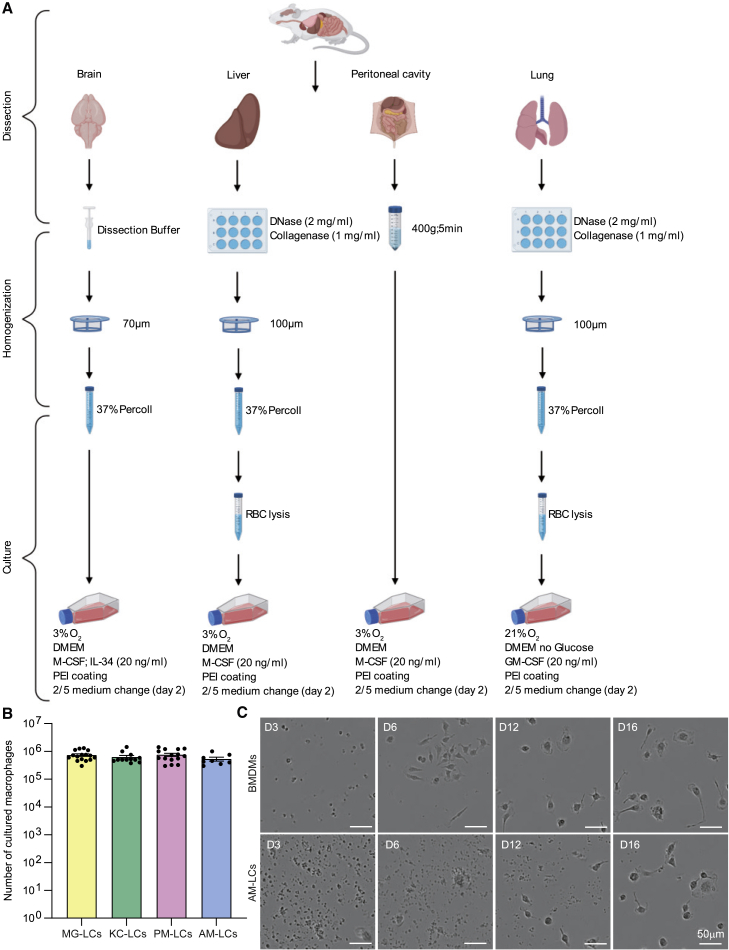
TRM-LCs are efficiently maintained in culture by a combination of supportive culture coating, specific medium supplementation, and tissue normoxic oxygen levels (A) Isolation protocol for TRM-LCs from brain, liver, peritoneum, and lung. RBC, red blood cell. (B) Absolute cell numbers of MG-LCs (yellow), KC-LCs (green), PM-LCs (pink), and AM-LC (blue) after 2 weeks in culture. Mean ± SEM is shown; cells per culture flask are shown, n = 8–17/group. (C) Bright-field images of BMDMs (upper row) and AM-LCs (lower row) are shown from day (D) 3, 6, 12, and 16 in the Incucyte system. One of two independent experiments is shown. Scale bars, 50 μm. See also Figure S1 and Videos S1 and S2.

The medium was supplemented with growth factors in a tissue-specific manner: macrophage colony-stimulating factor (M-CSF) for KC- and PM-LCs, M-CSF and interleukin (IL)-34 for MG-LCs, and granulocyte-macrophage colony-stimulating factor (GM-CSF) for AM-LCs (Figure 1A) (Greter et al., 2012; Guilliams et al., 2013; Kana et al., 2019; Yoshida et al., 1990). To account for other organ-derived trophic factors, a single partial medium change (2/5) was performed 2 days after plating to preserve these factors in the medium (Figure 1A). Furthermore, KC-, PM-, and MG-LCs were supplemented with high glucose (4.5 g/L), while AM-LCs were glucose deprived to reflect the low glucose availability in the lung alveoli (Woods et al., 2020) (Figure 1A). Atmospheric oxygen levels constitute a hyperoxic condition for most cells in culture (Carreau et al., 2011; Jagannathan et al., 2016). In the brain, liver, and peritoneal cavity, physiological oxygen levels are between 3% and 6%, whereas lung alveoli contain approximately 14.5% (Carreau et al., 2011; Jagannathan et al., 2016). Consequently, we adapted the oxygen levels of our cultures to replicate the concentrations *in vivo*. KC-, PM-, and MG-LCs were cultured at 3% oxygen, while AM-LCs were cultivated at atmospheric oxygen levels (Figure 1A). After 14 days, cell cultures of each macrophage population were obtained, with population sizes ranging between 300,000 and 1,500,000 cells per flask (Figure 1B).

To follow the culture development, we imaged AM-LCs compared with BMDMs over the course of 2 weeks after the partial medium change with an Incucyte system (Figure 1C). As the Incucyte system must be utilized at atmospheric oxygen levels, AM-LCs were imaged here. BMDMs reached confluence after 7 days, with all cells acquiring characteristic macrophage morphology (Figure 1C; Video S1). In contrast, AM-LCs took much longer to develop into densely populated cultures. After an initially low amount of cell seedings and a high abundance of cell debris, cells that resembled macrophages appeared a few days post plating and proliferated in clusters (Figure 1C; Video S2). After 16 days, AM-LCs were seen with typical macrophage morphology and the cells did not expand further.

Video S1. Time lapse of cultured BMDMs over 2 weeks in the Incucyte system, related to Figure 1 Bright-field images were taken every 2 h. One of two independent experiments is shown. Scale bar, 400 μm.

Video S2. Time lapse of cultured AM-LCs over 2 weeks in the Incucyte system, related to Figure 1 Bright-field images were taken every 2 h. One of two independent experiments is shown. Scale bar, 400 μm.

After 2 weeks, the organotypic system produced densely populated TRM-LCs from all organs of interest. TRM-LCs developed with round, bipolar, but also ramified, morphologies, all of which are typical of TRMs *in vitro* (Figure 2A). Pappenheim staining of TRM-LC cytospins showed light purple staining of mononuclear myeloid cells without distinct structures of heterochromatin or signs of polymorphic nuclei, excluding a contamination with neutrophils or eosinophils (Figure 2B). Transmission light imaging of TRM-LCs with a confocal microscope once again showcased typical bipolar/ramified macrophage morphologies with phagocytic inclusions (Figure 2C). Immunostaining for ionized calcium-binding adapter molecule 1 (Iba1), expressed by many macrophages, except AMs (Köhler, 2007), revealed pure cultures of Iba1^+^ cells at day 14. Of note, AM-LCs upregulated Iba1 *in vitro* (Figure 2D). In addition, TRM-LCs showed abundant expression of the lysosomal marker CD68, broadly expressed in TRMs, as well as surface binding of isolectin B4, described for myeloid cells (Figure 2E). Hence, we confirmed that our approach allows us to obtain densely populated macrophage cultures from an organ of interest, without the need for purification by cell sorting.

**Figure 2:**
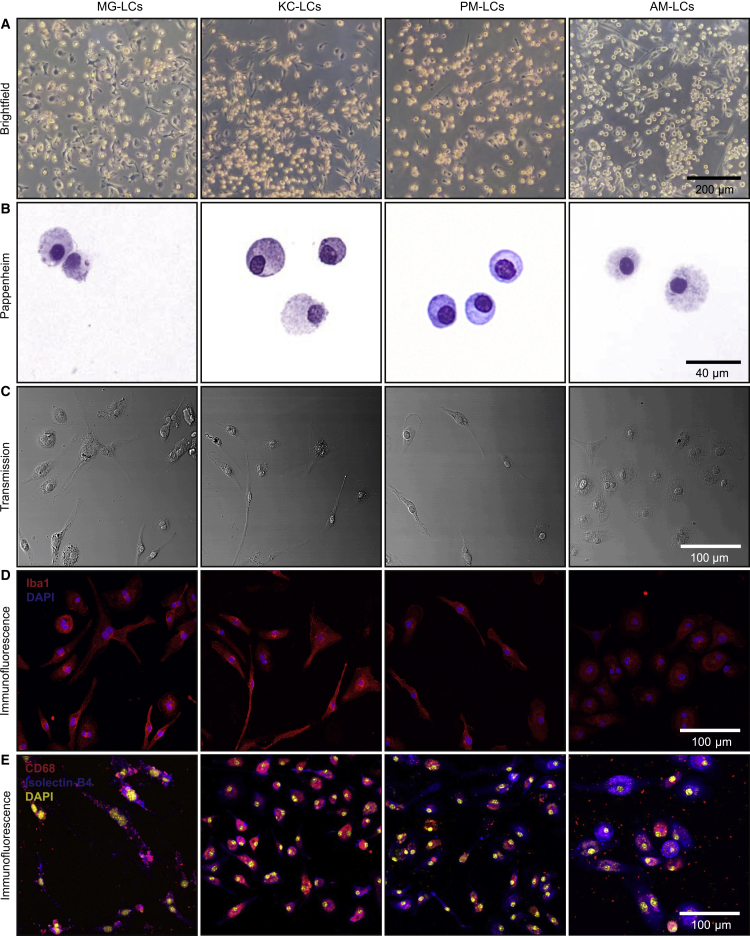
TRM-LCs develop a typical cell morphology and macrophage marker expression after 2 weeks in defined culture conditions (A) Bright-field images of TRM-like cell cultures after 2 weeks. One of three independent experiments is shown. Scale bar, 200 μm. (B) Pappenheim stainings of cytospins from TRM-LCs. Scale bar, 40 μm. (C) Confocal transmission light images of TRM-LCs. One of three independent experiments is shown. Scale bar, 100 μm. (D) Confocal immunofluorescence images of TRM-LCs. Iba1 is shown in red and DAPI is shown in blue. One of three independent experiments is shown. Scale bar, 100 μm. (E) Confocal immunofluorescence images of TRM-LCs after 2 weeks. CD68 is shown in red, isolectin B4 is shown in blue, and DAPI is shown in yellow. One independent experiment is shown. Scale bar, 100 μm.

### Cultured TRM-LCs maintain core macrophage surface markers of respective TRM populations *ex vivo* with some alterations

As described before, the isolation and subsequent *in vitro* culturing of TRMs often result in the loss of identifying surface markers, due to either the lack of host tissue cells or artificial activation. We compared cell-surface markers of purified MG, KCs, PMs, and AMs (“*ex vivo*”) with cultured TRM-LCs 14 days post plating (“*in vitro*”). Freshly isolated MG were identified as CD45^low^CD11b^+^ cells (Figure 3A), whereas cultured MG-LCs were CD45^high^CD11b^high^. MG-LCs also tended to be larger and had a higher granularity and autofluorescence, likely due to phagocytosed material *in vitro*. KCs were identified as CD45^+^CD11b^+^F4/80^+^TIM-4^+^ cells; but KC-LCs lost TIM-4 *in vitro* (Figure 3B). In the peritoneal lavage, PMs can be divided into large PMs (LPMs) (CD45^+^CD115^+^CD11b^+^F4/80^high^) and small PMs (SPMs) (CD45^+^CD115^+^CD11b^+^F4/80^low^) (Figure 3C); however, our culture system produced a pure macrophage population of CD45^+^CD115^+^CD11b^+^F4/80^high^ macrophages, suggesting that the system preferentially harbors LPM-LCs (Figure 3C). Freshly isolated AMs were identified as CD45^+^SiglecF^+^CD11b^low^ (Figure 3D) but showed higher CD11b expression and lower SiglecF expression *in vitro* (Figure 3D). TRM-LCs maintain several surface markers even after an extended culturing period, but with some alterations.

**Figure 3:**
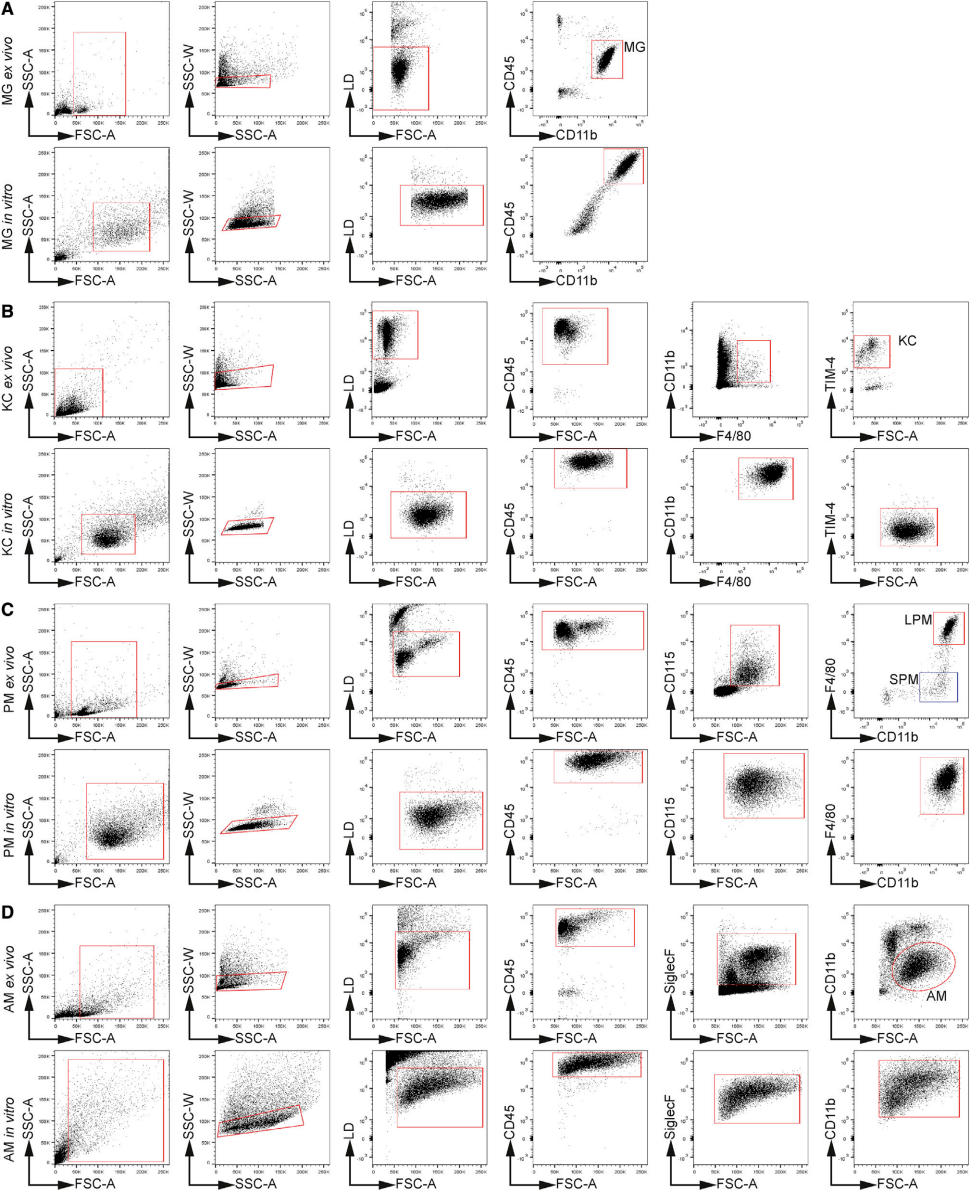
TRM-LCs can be identified *in vitro* by organ-specific FACS gating strategies Gating strategies are shown from left to right; gates are indicated in red. One of three independent experiments is shown. Gating strategies are shown for *ex vivo* isolated MG (upper row) and *in vitro* cultured MG-LCs (lower row) (A); for *ex vivo* isolated KCs (upper row) and *in vitro* cultured KC-LCs (lower row) (B); for *ex vivo* isolated PMs (upper row), with blue gate indicating SPMs, and *in vitro* cultured PM-LCs (lower row) (C); and for *ex vivo* isolated AMs (upper row) and *in vitro* cultured AM-LCs (lower row) (D). See also Figure S2.

Next, we examined classical core macrophage surface markers and macrophage activation markers to exclude artificial activation *in vitro*. In cultured MG-LCs, we found a slight increase in the surface levels of the glycoprotein F4/80 compared with the *ex vivo* isolated MG, whereas other TRM-LCs showed consistent F4/80 levels compared with freshly isolated cells (Figure S2A). CD115 or colony-stimulating factor 1 receptor (Csf1r) is expressed on cultured and freshly isolated MG, KCs, and PMs, but was lost in AM-LCs (Figure S2B). Interestingly, major histocompatibility complex class II (MHC-II) is not expressed by MG-LCs *in vitro* and MG directly isolated from CNS. On the other hand, KC-, PM-, and AM-LCs still expressed MHC-II but at reduced levels compared with their *ex vivo* isolated counterparts (Figure S2C). Integrin subunit αx (Itgax or CD11 c) expression was low in adult MG from brain tissue and undetectable in cultured MG-LCs (Figure S2D), while *ex vivo* expression of CD11c was maintained in the other TRM-LCs. Notably, CD11c was more highly expressed on PM-LCs *in vitro* than on freshly isolated PMs (Figure S2D). Sialic acid-binding Ig-like lectin F (SiglecF) was highly expressed on freshly isolated AMs (Figure S2E). This AM-specific expression was preserved in culture, albeit to a reduced level (Figure S2E). T cell membrane protein 4 (TIM-4) was highly expressed on PM and KC populations *ex vivo* (Figure S2F), but both PM- and KC-LCs *in vitro* appeared to lose TIM-4 (Figure S2F). To verify that the surface-marker profile was not dictated by the culture conditions only, but rather maintained from the host tissue, we analyzed expression for F4/80, CD115, MHC-II, CD11c, SiglecF, and TIM-4 on BMDMs cultured under the distinct TRM-LC culture conditions (Figure S2G). We could not identify a culture-condition-specific signature on BMDMs resembling the surface expression of specific TRM-LCs (Figure S2G). Therefore, TRM-like macrophage populations seem to be not activated as a result of the culture system, despite the alteration of certain surface markers between the cultured TRM-LCs and their *in vivo* counterparts.

### TRM-LCs share a core transcriptomic signature with their TRM counterparts but with adaptations induced *in vitro*

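RNA was sequenced from FACS-sorted MG, KCs, PMs and AMs (ex vivo) and from MG-, KC-, PM- and AM-LCs after 14 days of culture (in vitro), with 3 libraries in each of the 8 groups. The paper gives the age of the mice as 8 weeks, while the sample labels give a range of 8 to 12 weeks. The authors deposited the number of reads that STAR counted on each gene of mm10, without normalization, for 45706 genes listed by Ensembl identifier. A gene symbol was found in the reference annotation for 45143 of these identifiers, and 16638 of the genes had no read in any of the 24 libraries. Between 29569486 and 47105111 reads per library were counted on genes, with a median of 35965750, and between 16280 and 19220 genes per library had at least 1 read. The 10 genes with the most reads took, as a mean of 3 libraries, 11.1% of the reads in MG and 16.3% in MG-LCs, 11.6% in KCs and 18.3% in KC-LCs, 22.9% in PMs and 20.6% in PM-LCs, and 13.8% in AMs and 25.8% in AM-LCs. At these depths, a gene without a read in a library had a normalized expression of at most 0.0637 to 0.101 CPM (counts normalized to library size), depending on the library (3 reads, the upper limit at 95% confidence). This floor covers counting error only. Libraries of the same group differed by more than counting error, with a chi-squared per degree of freedom between pairs of replicates from 16.0 in MG to 1109 in MG-LCs. Expression values are given as CPM normalized by edgeR's TMM method over all 24 libraries. A log2 fold change above 0 stands for higher expression ex vivo, and a negative one for higher expression in vitro.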

Next we performed transcriptomic profiling of the TRM-LCs and compared them with their respective *in vivo* counterparts. 

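For the PCA, log2 CPM with a prior count of 2 were computed for the 17408 genes that passed edgeR's filter on low counts, and each gene was scaled to unit variance. The first component held 29.1% of the variance and the second 12.7%. The mean distance between libraries of the same group was 114.8, against 189 between libraries of different groups (one-sided permutation test of the group labels, p = 1e-05, the smallest p that 100000 resamples can give). The nearest library was of the same group for 18 of the 24 libraries and of the same state, ex vivo or in vitro, for all 24. With the 500 most variable genes in place of all genes, which moved this result the most, the nearest library was of the same group for 22 libraries. The distance between replicates varied from group to group, with means of 62.2 for MG, 168 for KCs, 153 for MG-LCs and 143 for PM-LCs. In the MG-LCs, 8 fibroblast and mesothelium genes added up to 30930 CPM in replicate 1, against 7.39 CPM in replicate 2 and 1012 CPM in replicate 3.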

Analyzed samples clustered separately according to their groups with only minor variations in a principle-component analysis (PCA); however, we saw that TRM-LCs (“*in vitro*”) and sorted TRMs (“*ex vivo*”) clustered apart (Figure 4A). We compared the number of shared and differentially expressed genes between TRM-LCs *in vitro* and their *in vivo* counterparts (Figure 4B; Table S1). 

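Here, a gene was counted as differentially expressed when its adjusted p was under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and its absolute log2 fold change was above 1.5, and as shared otherwise. In MG, 14416 genes were tested, of which 1941 were expressed higher ex vivo and 2362 higher in vitro. In KCs, 2005 of 13629 genes were higher ex vivo and 1039 higher in vitro. Of the 13581 genes tested in PMs, 1028 were higher ex vivo and 1379 higher in vitro, and of the 13196 genes tested in AMs, 1137 were higher ex vivo and 1700 higher in vitro. Applying the threshold to the fold change itself, above 1.5, as the legend of Fig. 4B words it, moved the counts in AMs the most, to 2701 genes higher ex vivo and 3033 higher in vitro. The 3 ex vivo libraries did not overlap with the 3 in vitro libraries for 4251 of the differentially expressed genes in MG, 3027 in KCs, 2392 in PMs and 2820 in AMs. Among all genes tested, the share without overlap was 65.4% in MG, 54.1% in KCs, 48.8% in PMs and 61.7% in AMs, where chance gives 10%. Genes with an average log2 CPM above 5 and no overlap were ranked by the estimated log2 fold change. Ex vivo, BC035044 came first in MG, C4b in KCs, Retnla in PMs (9.63) and Fabp1 in AMs (9.02). BC035044 had 1 read in MG-LCs and C4b had none in KC-LCs, so their places depend on the count that the model adds, and they were at least 950-fold and 8824-fold higher ex vivo. Next to them, Crybb1 had a log2 fold change of 11.15 in MG, with 238 CPM in MG and 0.102 CPM in MG-LCs, and Clec4f one of 17.60 in KCs, while C6, with 1 read in KC-LCs, was at least 16028-fold higher in KCs. In vitro, Pcp4l1 came first in KC-LCs, with 128 ± 37.3 CPM (SD, n = 3) in KC-LCs and no read in KCs, at least 1573-fold higher. The genes that came first in vitro in the other populations, each with at most 1 read in the sorted libraries, were unevenly spread over the TRM-LC libraries. Col3a1 was at 5090 ± 8557 CPM (SD, n = 3) in MG-LCs, Des at 143 ± 182 CPM (SD, n = 3) in PM-LCs and Dcn at 223 ± 334 CPM (SD, n = 3) in AM-LCs. Each of these had its highest expression in the library with the most fibroblast and mesothelium RNA, at 2208 CPM over 8 genes in PM-LCs (replicate 2) and 1667 CPM in AM-LCs (replicate 3). Col3a1 and Dcn are themselves among these 8 genes, so the match is partly fixed for them, and only Des is independent of the sum.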

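Counted this way, 10113 genes, or 70.2% of the genes tested, were shared between sorted MG and MG-LCs. By the adjusted p alone, with no threshold on the fold change, 53.6% were shared. The share depends on the genes tested, and the text of the paper does not state its filter. The share rose to 83.7% over the 25086 genes with at least 1 read in any of the 6 libraries. With limma-voom on the 21732 genes with a count in at least 2 libraries, chosen after seeing the data, it was 74.1%. With the main test and filter, the share lay between 64.9% and 85.0% when each of the 6 libraries was left out in turn.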

For MG-LCs we found that 60% of the genes were still shared with FACS-sorted MG (Figure 4B). Similarly, we detected between 71% and 74% of genes to be shared between KC-, PM-, and also AM-LCs with their corresponding TRM population. 

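In KCs, 10585 genes or 77.7% of the genes tested were shared with KC-LCs, in PMs 11174 genes or 82.3% and in AMs 10359 genes or 78.5%. With the fold change itself above 1.5, the shares were 66.2% for KCs, 71.4% for PMs and 56.5% for AMs, and without the filter on low counts they were 87.2%, 89.2% and 86.6%, respectively. Leaving out each library in turn gave 75.1% to 85.8% for KCs, 78.9% to 88.7% for PMs and 77.9% to 82.0% for AMs.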

When we compared expression levels of differentially expressed genes in *ex vivo* isolated TRMs with TRM-LCs, we found that several signature genes were indeed expressed higher in freshly isolated TRMs, but the specific tissue signature was not lost in TRM-like cultures (Figure 4C). 

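To measure the tissue signature in both states, the genes of each sorted population with an adjusted p under 0.05 and a log2 fold change above 1.5 against each of the other 3 sorted populations were taken as its signature (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from the 12 ex vivo libraries only. These were 707 genes for MG, 546 for KCs, 351 for PMs and 520 for AMs. In the 12 in vitro libraries, each TRM-LC population was then compared with the mean of the other 3. AM-LCs expressed 212 of the AM signature genes, or 40.8%, at significantly higher levels than the other TRM-LCs (adjusted p under 0.05), against 8.38% of all 14813 genes tested. Only AM-LCs were cultured with GM-CSF, at atmospheric oxygen and without glucose, so tissue and culture conditions cannot be told apart in this comparison. Of the MG signature genes, 17 or 2.40% were higher in MG-LCs (all genes, 0.338%), and of the PM signature genes, 19 or 5.41% were higher in PM-LCs (all genes, 0.405%). No KC signature gene was significantly higher in KC-LCs, where 38 had an unadjusted p under 0.05 and a higher expression. Of the 546 genes, 369 could be tested in vitro, and 0.0135% of all genes were significantly higher in KC-LCs. The median log2 fold change of the signature genes in vitro, over the genes that could be tested there, was 0.98 for MG, -0.32 for KCs, 0.94 for PMs and 1.30 for AMs. When a gene had to be higher than in each of the other 3 TRM-LC populations, which moved the shares of PMs and AMs the most, the retained share was 0% for MG, 0.285% for PMs and 12.5% for AMs. For MG, the share was also 0% without replicate 3 of the MG-LCs, and it was 13.6% without replicate 2.

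**Figure D1:**
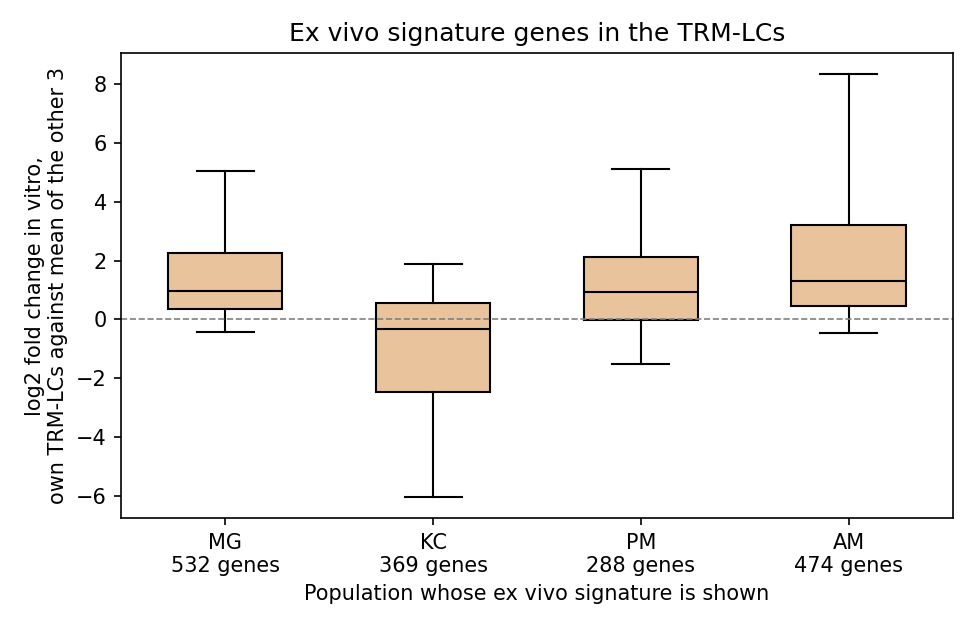
Log2 fold change in vitro of the signature genes of each sorted population, in its own TRM-LCs against the mean of the other 3 TRM-LC populations (boxes, quartiles with the median as a line; whiskers, percentiles 5 and 95). The number of signature genes tested in vitro is given under each population (532 for MG, 369 for KCs, 288 for PMs and 474 for AMs), and the median lies above 0 for MG, PMs and AMs and below 0 for KCs.

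**Figure D2:**
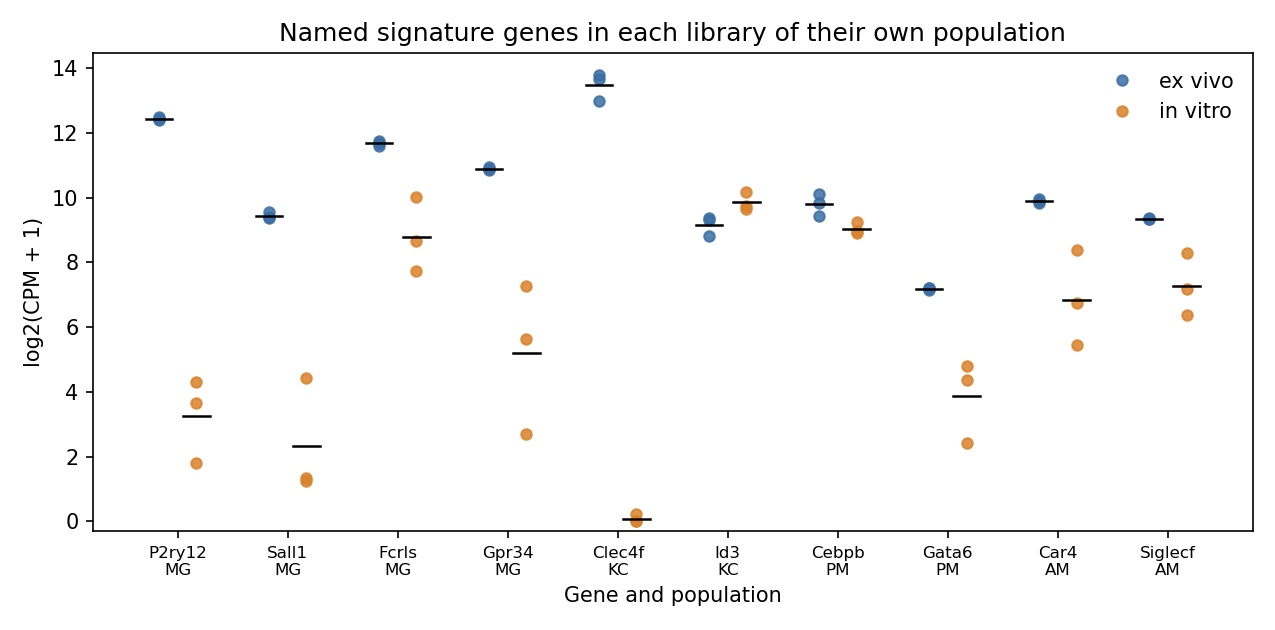
Expression of 10 signature genes named in the text as log2(CPM + 1) in each of the 3 ex vivo (blue) and 3 in vitro (orange) libraries of their own population (points, libraries; lines, means). All 3 ex vivo libraries lie above the 3 in vitro libraries for each gene except Id3, where they lie below.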

For example, when we compared sorted MG with MG-LCs, we found that signature genes such as *P2ry12* or *Sall1* showed a high fold change, whereas others were regulated only to lower levels, such as *Fcrls*, *Gpr34*, or *Hexb* (Table S1). 

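P2ry12 (chromosome 3, 59216272 to 59262871) was expressed at 5514 ± 159 CPM (SD, n = 3) in MG and 11.0 ± 8.22 CPM (SD, n = 3) in MG-LCs, a log2 fold change of 8.93 (standard error 0.99, adjusted p = 0.00188, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Sall1 (chromosome 8, 89027235 to 89044162), the log2 fold change was 6.43 (standard error 1.31, adjusted p = 0.0105, same test), with 694 CPM in MG and 7.86 CPM in MG-LCs. The changes of Gpr34 (chromosome X, 13632089 to 13640858) and Fcrls (chromosome 3, 87250758 to 87263738) were smaller, with log2 fold changes of 4.74 (adjusted p = 0.0184) and 2.55 (adjusted p = 0.02). Expression of these 4 genes was higher in each of the 3 MG libraries than in each of the 3 MG-LC libraries. MG-LCs held 16.6% of the mean Fcrls expression of sorted MG, 3.66% of that of Gpr34, 1.13% of that of Sall1 and 0.200% of that of P2ry12. Among the TRM-LCs, the mean was highest in MG-LCs for all 4, but the lowest MG-LC library was under the highest library of the other TRM-LCs for P2ry12 (2.49 and 9.80 CPM), Fcrls (210 and 274 CPM) and Gpr34 (5.51 and 22.1 CPM). The 3 MG-LC libraries differed widely in these genes, up to 1028 CPM for Fcrls and 154 CPM for Gpr34. With 1 ex vivo library left out, the adjusted p was 0.0692 to 0.0739 for Fcrls and 0.0618 to 0.0621 for Gpr34, and over all alternatives it ranged from 3.62e-14 to 0.0739 and from 1.56e-11 to 0.0621, respectively, lowest with limma-voom and 3 surrogate variables, which was chosen after seeing the data. That model fits almost as many coefficients as there are libraries, so its low p-values carry little weight.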

In line with this, the KC signature gene *Clec4f* was expressed higher in FACS-sorted KCs compared with cultured KC-LCs, whereas *Id3* remained unaltered (Table S1). 

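Clec4f (chromosome 6, 83644542 to 83656187) had 11733 ± 3149 CPM (SD, n = 3) in KCs and 0.0560 ± 0.0970 CPM (SD, n = 3) in KC-LCs, where no library held more than 7 reads of it. Its log2 fold change was 17.60 (standard error 1.19, adjusted p = 0.000182, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and all 3 KC libraries lay above all 3 KC-LC libraries. Id3 (chromosome 4, 136143497 to 136145755) was at 583 ± 115.1 CPM (SD, n = 3) in KCs and 941 ± 196 CPM (SD, n = 3) in KC-LCs. Its log2 fold change of -0.66 (standard error 0.28) did not pass the threshold (adjusted p = 0.109, same test), although all 3 KC-LC libraries lay above all 3 KC libraries. Over all alternatives, its adjusted p ranged from 0.0484 to 0.324, and it was under 0.05 only with limma-voom and 1 surrogate variable, which was chosen after seeing the data. The exact permutation test cannot go below p = 0.1 with 3 libraries against 3.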

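Gata6 (chromosome 18, 11052064 to 11085635) was expressed at 144 ± 3.92 CPM (SD, n = 3) in sorted PMs and 17.0 ± 11.6 CPM (SD, n = 3) in PM-LCs, 11.8% of the mean in PMs. The 3 PM-LC libraries held 4.36, 27.1 and 19.7 CPM, with the highest value in replicate 2, the library with the most fibroblast and mesothelium RNA. The difference between PMs and PM-LCs is a log2 fold change of 3.07 (standard error 0.60, adjusted p = 0.00879, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fitted together with all 24 libraries, its adjusted p was 0.099, within a range of 2.06e-07 to 0.099 over the alternatives. Cebpb (chromosome 2, 167688915 to 167690418) changed less, from 903 ± 202 CPM (SD, n = 3) in PMs to 528 ± 68.2 CPM (SD, n = 3) in PM-LCs, with a log2 fold change of 0.77 (standard error 0.22, adjusted p = 0.0346, same test). For both genes, all 3 PM libraries lay above all 3 PM-LC libraries. With 1 library left out, the adjusted p of Cebpb ranged from 0.0198 to 0.12.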

Even though PMs expressed significantly higher levels of *Cebpb* and *Gata6* compared with PM-LCs, the detected fold change was only small between the sample groups (Table S1). Similarly, freshly isolated AMs expressed significantly higher levels of *Car4* and *Siglecf* compared with AM-LCs *in vitro*, but with a low fold change between both groups, indicating that these signature genes were still expressed (Table S1). 

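Car4 (chromosome 11, 84957786 to 84966044) was expressed at 953 ± 33.0 CPM (SD, n = 3) in AMs and 160 ± 153 CPM (SD, n = 3) in AM-LCs, and Siglecf (chromosome 7, 43351341 to 43359531) at 652 ± 9.48 CPM (SD, n = 3) in AMs and 179 ± 118 CPM (SD, n = 3) in AM-LCs. The log2 fold change was 2.57 for Car4 (standard error 0.67, adjusted p = 0.016, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.86 for Siglecf (standard error 0.44, adjusted p = 0.0107, same test), with all 3 AM libraries above all 3 AM-LC libraries for both genes. Expression in AM-LCs was 16.8% of the mean in AMs for Car4 and 27.5% for Siglecf. In the other 3 TRM-LC populations, no library was above 0.590 CPM for Car4 or above 22.8 CPM for Siglecf, while the lowest AM-LC library was at 42.4 CPM and 82.0 CPM, respectively. Fitted together with all 24 libraries, the adjusted p was 0.0952 for Car4 (0.00143 to 0.0952 over the alternatives) and 0.107 for Siglecf (9.27e-06 to 0.107 over the alternatives).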

Of note, we also confirmed SiglecF protein expression on the surface of AM-LCs (Figure 3D). 

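Gene families defined by gene symbol before the data were examined stood in for GO terms, and each was tested against all other genes with limma's camera test (preset inter-gene correlation of 0.01, two-sided, Benjamini-Hochberg adjustment over 60 tests of 15 families in the 4 populations). RNA splicing factors, such as the Srsf, Hnrnp and Sf3 genes, had a median log2 fold change of 0.39 in AMs (131 genes, adjusted p = 0.00034) and 0.36 in PMs (131 genes, adjusted p = 0.00423), with 77.9% of the genes higher ex vivo in each. In KCs the median was 0.31 (adjusted p = 0.238) and in MG 0.21 (adjusted p = 0.187), with 59.9% and 59.4% of the genes higher ex vivo. A library was counted as following the direction of the test when its mean over the family differed in that direction from the mean of the other state. This held for 6 of 6 libraries in each population, which does not exclude an overlap between the states. For the genes of mRNA splicing from Reactome, the median was -0.15 in MG and -0.06 in KCs, opposite in direction. With the inter-gene correlation estimated from the data, which moved the tests in PMs and AMs the most, the adjusted p was 0.52 in PMs (range over the alternatives, 0.00208 to 0.52) and 0.554 in AMs (0.000127 to 0.554). The median among random lists of genes of similar expression was lower than that of the splicing factors in 99.5% of 2000 lists in MG and 99.95% in KCs.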

Further comparing TRM-LCs with their corresponding TRM population *in vivo*, we defined differentially regulated gene ontology (GO) terms associated with RNA splicing and mRNA processing within the top 10 GO terms, which were expressed higher in freshly isolated TRM populations (Figure 4D). In contrast to other TRMs, freshly isolated KCs expressed higher levels of several GO terms associated with immune regulation compared with the KC-LCs (Figure 4D). 

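In KCs, the MHC class II genes had a median log2 fold change of 3.41, with all 10 genes higher ex vivo (adjusted p = 1.35e-04, camera test with Benjamini-Hochberg adjustment). The complement genes had a median of 2.14 over 21 genes (adjusted p = 7.26e-07), and the immunoglobulin and B cell receptor genes a median of 9.10 over 18 genes (adjusted p = 3.70e-15). For each of these families, 6 of 6 KC libraries followed the direction of the test. For a larger set of genes of MHC class II antigen presentation from Reactome, the median was -0.16 (adjusted p = 0.663), within a range of 9.57e-08 to 0.663 over the alternatives. Ex vivo minus in vitro in KCs was also compared with the mean of the same difference in the other 3 populations. This interaction had an adjusted p of 1.20e-08 for the MHC class II genes, 1.5e-07 for complement and 0.0203 for the immunoglobulin and B cell receptor genes (camera test over 60 tests), with a middle value of the 3 medians in the other populations of -0.09, -1.77 and 1.16. Of 8 hepatocyte genes, 7 were higher in all 3 KC libraries than in all 3 KC-LC libraries, and of 8 B cell genes, 4 were higher in all 3 KC libraries than in all libraries of the other sorted populations.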

Overall, we did not find other differentially regulated GO terms associated with macrophage function or macrophage differentiation in the top 10. 

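Among the other families, lysosome genes were higher in vitro in all 4 populations, with median log2 fold changes of -1.07 in MG (adjusted p = 0.00103), -0.98 in KCs (1.31e-05), -1.33 in PMs (3.70e-15) and -0.94 in AMs (6.21e-09, camera test with Benjamini-Hochberg adjustment, 6 of 6 libraries in this direction in each). Genes of cholesterol synthesis were higher in vitro in MG (-1.82, adjusted p = 1.97e-07), KCs (-1.94, adjusted p = 3.09e-08) and PMs (-0.73, adjusted p = 0.00604), in 6 of 6 libraries each. The genes of oxidative phosphorylation were higher in vitro in MG, KCs and AMs, with medians of -1.56, -0.84 and -0.56 and adjusted p of 5.91e-18, 5.13e-07 and 2.47e-05, in 6 of 6 libraries each. Relative to random lists of genes matched for transcript length and expression, the difference was -0.63, -0.27 and -0.15. Cell cycle genes fell by 5.07 on the log2 scale in sorted MG against MG-LCs (adjusted p = 3.58e-12, 6 of 6 libraries). Counted over the 15 families, the test passed the threshold 9 times in MG, 12 in KCs, 7 in PMs and 8 in AMs. Regrouping the 6 libraries of a population, so that each group mixed ex vivo and in vitro libraries, gave up to 8, 12, 10 and 10 families past the threshold in MG, KCs, PMs and AMs.

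**Figure D3:**
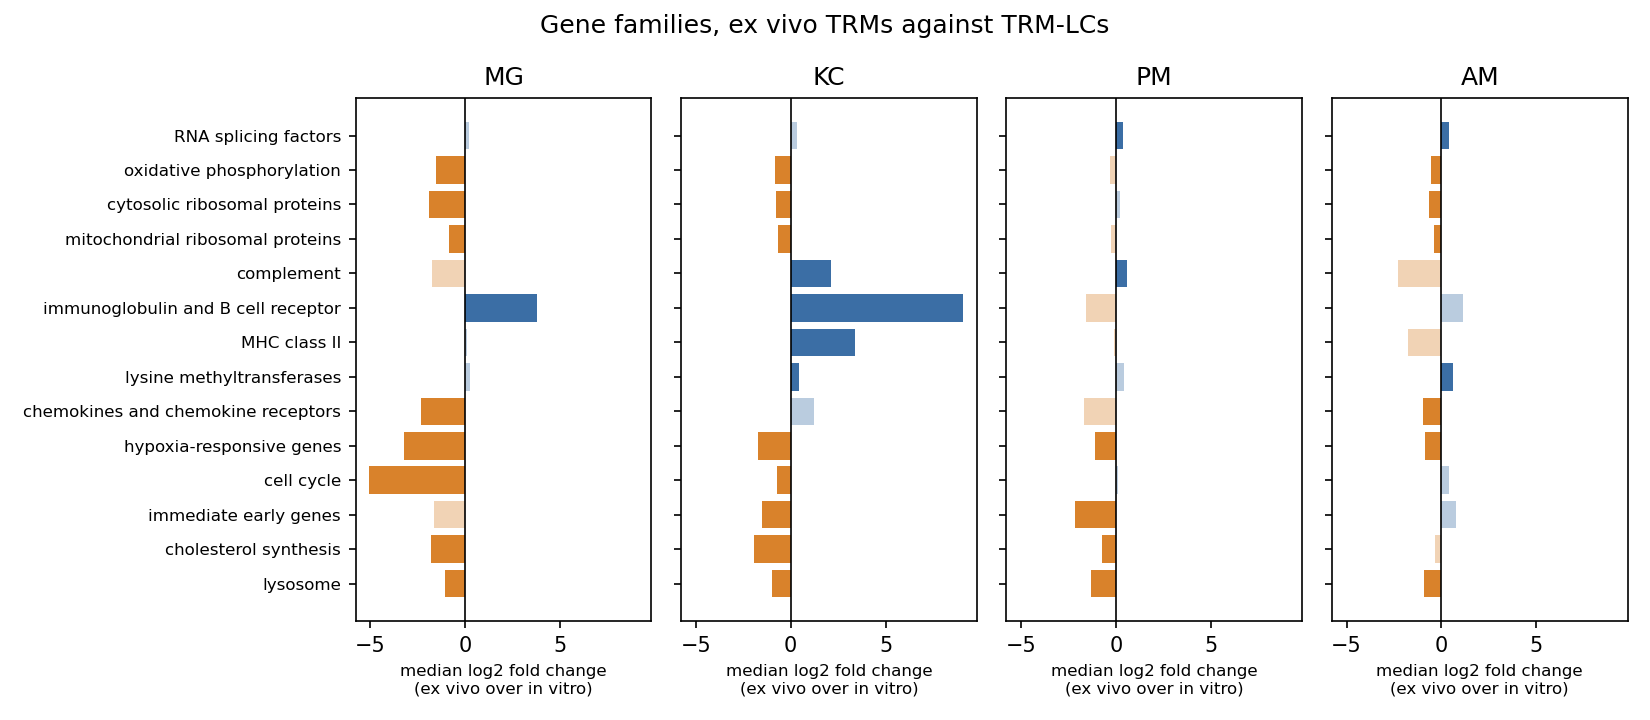
Median log2 fold change (ex vivo over in vitro) of 14 gene families in MG, KCs, PMs and AMs (bars; blue, higher ex vivo; orange, higher in vitro; pale, adjusted p of the camera test of 0.05 or more). The bars of the lysosome and hypoxia-responsive genes lie on the in vitro side in all 4 populations.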

We next compared shared regulated genes between all TRM-LCs to elucidate if there is a potential “core *in vitro* macrophage signature.” 

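Across genes, the log2 fold changes of each pair of populations were correlated with Pearson's r between 0.269 (KCs and AMs) and 0.493 (KCs and PMs), where genes are not independent replicates. Of the 11777 genes tested in all 4 populations, 2272 or 19.3% were on the ex vivo side in all 4 and 2745 or 23.3% on the in vitro side. If the populations had changed independently of each other, 4.87% and 7.88% of the genes would have been so. Differential expression in at least 1 population was found for 4359 genes higher ex vivo and 4077 genes higher in vitro, of which 651 were in both lists.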

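Differentially expressed in the same direction in all 4 populations were 63 genes higher ex vivo and 173 genes higher in vitro. These are 1.45% and 4.24% of the genes that changed in that direction in any population. From the number of genes in each population, 0.443 and 1.70 genes would be found in all 4 if the populations had changed independently. The intersection is sensitive to the threshold and to the test. With the fold change itself above 1.5, it held 196 genes higher ex vivo and 424 higher in vitro, and with limma-voom 114 and 171. Leaving out 1 ex vivo or in vitro replicate number from all populations gave 18 to 132 genes higher ex vivo and 122 to 158 higher in vitro.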

We identified only 254 induced genes and 275 downregulated genes in *ex vivo* TRMs compared with TRM-LCs, indicating no common core signature (Figure S3A). 

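Of the 25 tested chemokines and chemokine receptors, Ccl2, Ccl3, Ccl4 and Ccl7 were among the genes higher in vitro in all 4 populations and none among those higher ex vivo (Fisher's exact test, p = 0.000447, adjusted p = 0.00670 with Benjamini-Hochberg adjustment over 30 tests). As a family, chemokines and chemokine receptors had a median log2 fold change of -2.33 in MG (adjusted p = 0.0410), -1.71 in PMs (adjusted p = 0.116), -0.97 in AMs (adjusted p = 0.0437) and 1.24 in KCs (adjusted p = 0.314, camera test with Benjamini-Hochberg adjustment), each with 6 of 6 libraries in its direction. Lysine methyltransferases, which stood in for terms on epigenetic modulation, had medians of 0.60 in AMs (adjusted p = 0.00173), 0.45 in KCs (adjusted p = 0.0414), 0.39 in PMs (adjusted p = 0.241) and 0.26 in MG (adjusted p = 0.253), also in 6 of 6 libraries each. Among the genes changed in all 4 populations, this family held Setd1b on the ex vivo side and Smyd2 on the in vitro side.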

GO terms associated with chemotaxis and motility were expressed lower in *ex vivo* isolated TRMs compared with TRM-LCs, whereas GO terms associated with epigenetic modulations were downregulated (Figure S3B). 

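The profiles of the 4 TRM-LC populations, each relative to the mean of all TRM-LCs, were compared across 17408 genes with the profiles of the 4 sorted populations. Matched by tissue, Pearson's r was 0.32 for MG, 0.02 for KCs, 0.27 for PMs and 0.40 for AMs. The mean r of 0.26 was the highest of all 24 ways to match the TRM-LC populations with the sorted ones (exact one-sided permutation test, p = 0.0417, the smallest p that 24 matchings allow), and the next highest was 0.18. The mean distance between the populations in vitro was 63.1% of that ex vivo. The paper takes the small number of genes regulated in all TRM-LCs as no common core signature. It states from there that the profiles of TRM identities seem to be maintained in culture, and goes on to qPCR of 8 signature genes.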

Given that, we could henceforth prove that core transcriptomic profiles of TRM identities seem to be maintained in our organotypic system.

**Figure 4:**
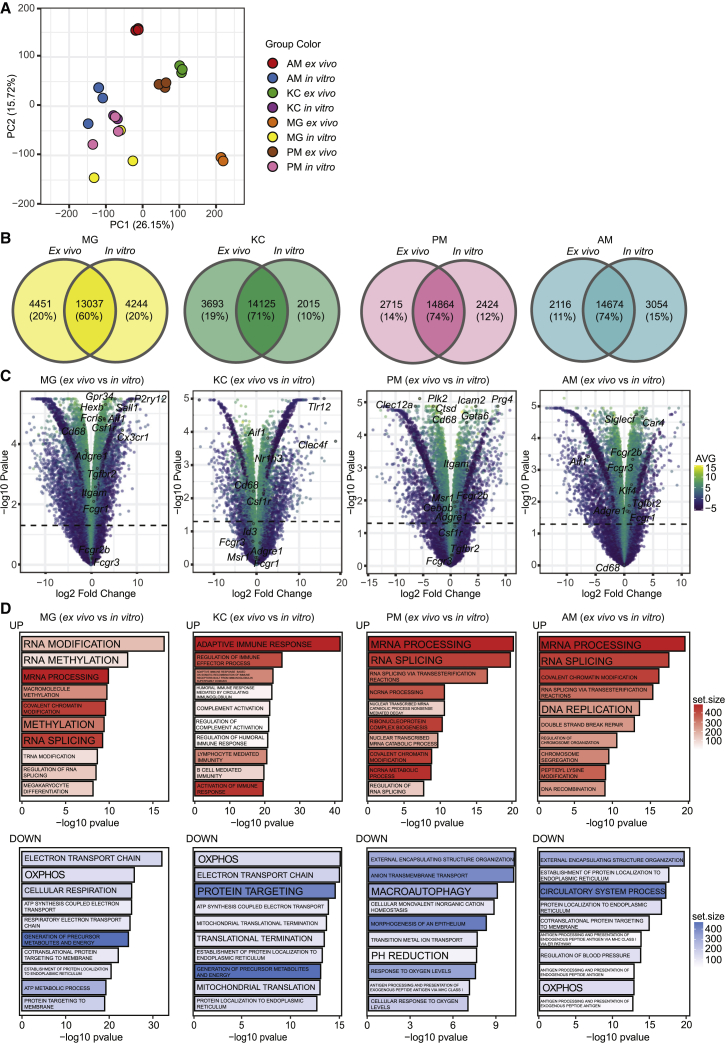
Transcriptomic profiling of TRM-LCs *in vitro* and freshly isolated TRMs *ex vivo* revealed culture-induced changes but maintenance of a core transcriptomic profile (A) Principal-component analysis (PCA) plot of analyzed FACS-sorted TRMs (“*ex vivo*”) and TRM-LCs (“*in vitro*”). Principle component 1 versus 2 are shown. Each dot represents one sample analyzed. Color code is shown in the key. (B) Venn diagrams depicting numbers of differentially regulated genes and shared genes between *ex vivo* isolated TRMs and their corresponding TRM-LCs *in vitro*. The overlap indicates genes shared between both groups (i.e., nonregulated genes). Genes were considered to be differentially regulated with a significant fold change of >1.5 and adjusted p < 0.05. (C) Volcano plots of differentially expressed genes between *ex vivo* isolated TRMs and their corresponding TRM-LCs *in vitro*. Typical TRM genes are highlighted. Color code represents the average log2 CPM value. (D) Gene ontology (GO) biological process term enrichment analysis in differentially expressed genes (*ex vivo* versus *in vitro*). Upper row shows the top 10 GO terms expressed significantly higher in the respective TRM population *ex vivo* compared with *in vitro*. The bottom row shows the top 10 GO terms expressed significantly lower in the respective TRM population *ex vivo* compared with *in vitro*. Gene set size is indicated by color scale. See also Table S1 and Figure S3.

To confirm TRM signature gene expression *in vitro*, we additionally performed semi-quantitative gene expression analyses via qPCR for several signature genes. Here, eight genes were selected to exemplify TRM identity: *Hexb* and *Fcrls* for MG, *Id3* and *Nr1h3* for KCs, *Tgfb2* and *Cebpb* for PMs, and *Car4* and *Siglecf* for AMs.

As expected, MG-LCs expressed *HexB* and *Fcrls* at elevated levels compared with all other TRM-like cultures (Figure S3C), KC-LCs expressed *Id3* and *Nr1h3* at significantly higher levels compared with other cultured populations (Figure S3D), PM-LCs expressed *Tgfb2* at a significantly higher level compared with other TRM-LCs but not significantly elevated levels of *Cebpb* (Figure S3E), and AM-LCs showed a significantly higher expression of *Car4* and *Siglecf* compared with the other TRM-LCs (Figure S3F). To exclude that these signature genes were not artificially induced by the different culture conditions of the TRM-LCs, we cultured BMDMs in the respective culture conditions and analyzed again signature gene expression (Figures S3G–S3J). Here, we could not detect the induction of specific TRM gene signatures in BMDMs through the applied culture conditions (Figures S4G–S4J), reinforcing that the gene expression profiles were rather a result of their host tissue origin. Hence, TRM-LCs can serve as a powerful surrogate system but do not completely conserve TRM identity.

### TRM-like cultures do not express a monocyte-associated gene profile and are not directly derived from Ly6C^high^ monocytes

Alterations in gene expression and protein levels for some signature genes could be explained by monocytes, which might give rise to TRM-LCs in the organotypic culture system. Hence, we investigated if monocytes could be the source of TRM-LCs *in vitro*. First, we looked into the transcriptomic data of the TRM populations *ex vivo* and TRM-LCs *in vitro* and compared the expression levels of genes associated with monocyte differentiation (GO: 0030224) and regulation of monocyte differentiation (GO: 0045655, 0045656, and 0045657) (Figure 5A). 

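The heatmaps of Figure 5A show 32 genes, and these were tested as a list in each population. In MG and PMs 29 of them, and in KCs and AMs 30 of them, passed the filter on low counts. A gene was counted as regulated at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) without a threshold on the fold change, as the asterisks in the figure are defined.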

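Higher in vitro were 12 of the monocyte-associated genes in MG, 4 in KCs, 9 in PMs and 8 in AMs, and higher ex vivo were 5, 13, 2 and 10. Adjusted over the list alone, the counts were 12, 6, 9 and 8 genes higher in vitro and 6, 14, 2 and 10 higher ex vivo. The median log2 fold change of the list was -0.48 in MG (adjusted p = 0.371), 0.83 in KCs (adjusted p = 0.296), -0.14 in PMs (adjusted p = 0.0400, with 39.6% of 2000 random lists matched on expression lower) and 0.24 in AMs (adjusted p = 0.619, camera test with Benjamini-Hochberg adjustment), and the mean over the list was on the side of the test in 6 of 6 libraries in MG, KCs and PMs and in 0 of 6 in AMs. Vegfa and Mt2 were higher in vitro in all 4 populations and no gene of the list was higher ex vivo in all 4. The log2 fold change of Vegfa was -8.03 in MG, -8.91 in KCs, -9.39 in PMs and -9.04 in AMs, and that of Mt2 was -7.18, -3.53, -2.93 and -2.26, with all TRM-LC libraries above all sorted libraries of their population. The counts moved the most in PMs, where 0 to 8 genes were higher ex vivo with each library left out in turn.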

We did not observe an upregulation of these genes *in vitro* compared with the freshly isolated TRM populations. The genes were heterogeneously expressed across all TRM populations and TRM-LCs. 

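The direction differed between populations for several genes of the list. Irf7 was higher in vitro in MG, PMs and AMs and higher ex vivo in KCs, and Pparg was higher in vitro in MG and PMs and higher ex vivo in AMs. H2-Eb1 was higher in vitro in MG and AMs and higher ex vivo in KCs. Fes was higher ex vivo in KCs, PMs and AMs, and Acin1 and Inpp5d were higher ex vivo in MG, KCs and AMs.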

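Among the genes higher in sorted KCs than in KC-LCs were Cd4, Irf7, Ifi205, Zbtb46, H2-Eb1, Cd74, Csf1r, Med1, Acin1, Inpp5d, Fes and Pde1b. Pir, Vegfa, Mt2 and Mt1 were higher in KC-LCs. Of the 30 genes tested, 19 lay on the ex vivo side at any p. The difference between KCs and the mean of the other 3 populations in this list had an adjusted p of 0.0253 (camera test on the interaction with Benjamini-Hochberg adjustment over 60 tests). The median log2 fold change was 0.83 in KCs, with a middle value of -0.14 over the medians of the other 3. In KCs, 6 of 6 libraries followed the direction of higher expression ex vivo.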

We even found higher expression of genes associated with monocyte differentiation in *ex vivo* isolated KCs compared with the cultured KC-LCs (Figure 5A). Hence, we could not detect an upregulation of monocyte differentiation-associated genes in the organotypic cultures.

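A list of 8 genes expressed in monocytes, with Ly6c2 and Ccr2 among them, was higher in vitro in 0 of the 4 populations at an adjusted p under 0.05. The list was higher ex vivo in KCs (6 genes tested, median log2 fold change 7.26, adjusted p = 9.87e-05, all 6 genes higher ex vivo) and in PMs (6 genes tested, median 3.52, adjusted p = 0.0277, 83.3% of the genes higher ex vivo), while in MG and AMs it did not pass the threshold (adjusted p = 0.383 in each, camera test with Benjamini-Hochberg adjustment over 4 tests). The median was -7.09 over the 4 genes tested in MG and 0.58 over the 6 genes tested in AMs. The 8 genes added up to 17.2 to 217 CPM in the 3 MG-LC libraries and to at most 5.56 CPM in sorted MG. In sorted KCs, PMs and AMs, they added up to at least 194, 694 and 18370 CPM, and to at most 7.65, 57.1 and 8717 CPM in the TRM-LCs. The paper describes the genes of Figure 5A as heterogeneously expressed and, in KCs, higher ex vivo, and concludes that no upregulation was detected in culture. In the title of Figure 5, it states that TRM-LCs have no monocyte differentiation profile and do not stem directly from Ly6Chigh monocytes. For the latter it goes on to cultures from Ccr2-/- mice and cultures after depletion of Gr1+ cells.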

**Figure 5:**
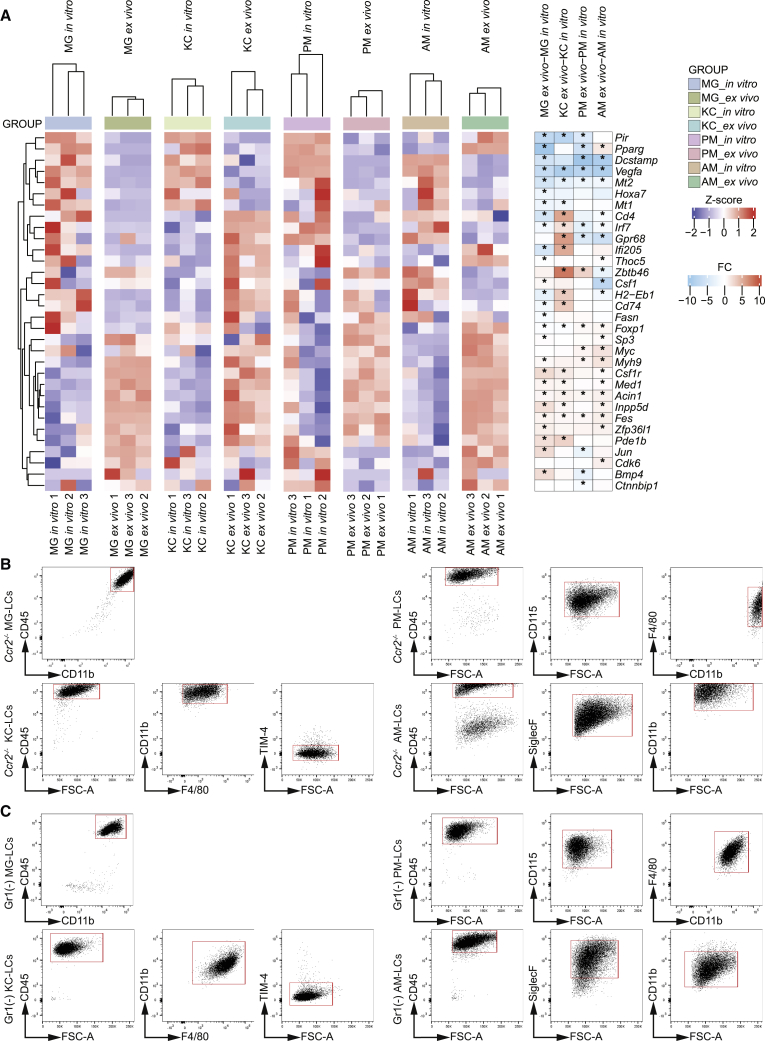
Cultured TRM-LCs do not show a monocyte differentiation profile and are not directly derived from Ly6C^high^ monocytes (A) Heatmap of monocyte-associated genes in TRMs *ex vivo* and TRM-LCs *in vitro*. *Z* score is shown for all samples *in vitro* and *ex vivo* (left). Color code for gene expression level is indicated in the key. Heatmap reflecting the fold change (FC) between distinct TRM-LCs *in vitro* and their *ex vivo* counterparts (right). Color code for gene expression level is indicated in the key. Asterisks indicate significant regulation (adjusted p < 0.05) from limma analysis. (B) Flow cytometry gating for TRM-LCs of *Ccr2*^−/−^ mice after 14 days *in vitro*. Gating strategies are shown from left to right, gates are indicated in red. Doublets and dead cells were excluded before. (C) Flow cytometry gating for TRM-LCs after MACS depletion of Gr1^+^ cells after 14 days *in vitro*. Gating strategies are shown from left to right, gates are indicated in red. Doublets and dead cells were excluded before. One of two independent experiments is shown. See also Figures S4 and S5.

To further exclude Ly6C^high^ monocytes as a source of TRM-LCs, we used *Ccr2*^−/−^ mice, which have a reduced number of Ly6C^high^ monocytes in the blood (Serbina and Pamer, 2006), to generate TRM-LCs (Figure S4). After 2 weeks, we identified TRM-LCs from all organs occupying our cultures (Figure 5B), indicating that Ly6C^high^ monocytes are likely not a source of TRM-LCs. To confirm these results, we again created TRM-LCs from wild-type (WT) mice but depleted Ly6C^high^ monocytes and granulocytes via anti-Gr1 MACS from the cell pellets prior to plating. After efficient depletion of Gr1^+^ myeloid cells from the cell pellets (Figure S5), we again found normal establishment and abundance of TRM-LCs in the cultures from all four organs (Figure 5C). Thus far, we can exclude that the TRM-LCs in our organotypic cultures were monocyte-derived macrophages, but rather were descended from TRMs themselves or so-far-undescribed endogenous progenitors in the respective tissues.

### TRM-like populations show distinct phagocytic rates *in vitro*

To explore the potential usage of TRM-LCs in different functional assays *in vitro*, we first analyzed the phagocytosis dynamics of TRM-LCs by using pHrodo zymosan-coupled beads. TRM-LCs were identified as CD45^+^CD11b^+^; cytochalasin D was used as a negative control (Figure S6). As anticipated, all TRM-LCs rapidly phagocytosed the beads, with each population demonstrating an increased number of pHrodo^+^ cells, up to over 80% after 30 min (Figures 6A and 6B). TRM-LCs from different organs showed profound differences in phagocytosis speed. After 5 min, PM-LCs showed a significantly higher percentage of pHrodo^+^ cells compared with the other TRM-LCs (Figure 6B). At 10 min, MG- and KC-LCs began to approach the higher percentage of pHrodo^+^ cells found in PM-LCs, whereas the phagocytic capacity of AM-LCs appeared to increase more gradually (Figure 6B). At 15 and 30 min, all TRM-LCs possessed near-equivalent loads of phagocytosed beads (Figure 6B). Our results suggest that PM-LCs are much faster at phagocytosing zymosan-coupled beads compared with the other TRM-LCs, whereas AM-LCs reacted more slowly to the stimulus. Of note, BMDMs cultured under the same conditions as PM- and KC-LCs behaved similar to PM-LCs but not KC-LCs, supporting our hypothesis that the function is not induced by the culture conditions directly (Figure 6C). Therefore, we demonstrated the potential use of TRM-LCs to test the phagocytic capabilities of different TRM-LCs.

**Figure 6:**
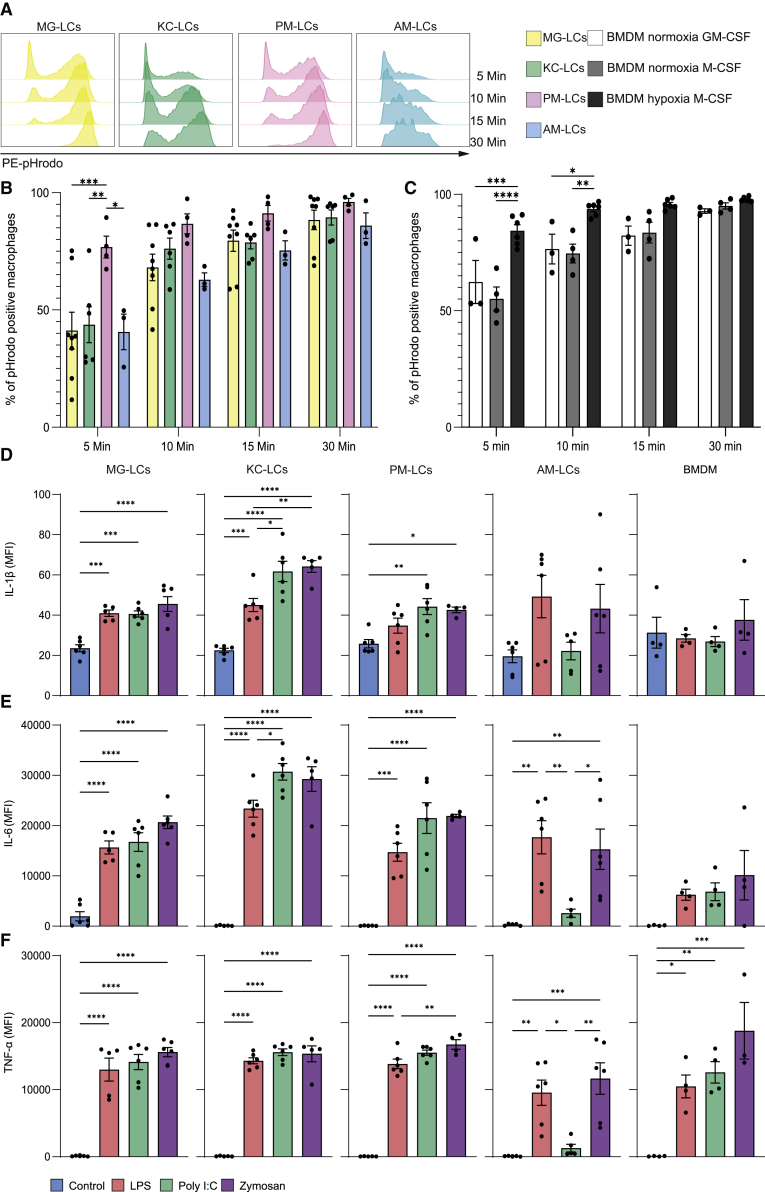
Tissue-resident macrophages show distinct phagocytic speeds and inflammatory gene expression upon stimulation *in vitro* MG-LCs are shown in yellow, KC-LCs in green, PM-LCs in pink, and AM-LCs in blue. One of three to eight independent experiments is shown. Cells were gated as depicted in Figure S7. (A) Representative histograms of PE-pHrodo labeling after 5, 10, 15, and 30 min of TRM-LCs phagocytosis of PE-pHrodo-coupled zymosan beads *in vitro*. (B) Quantification of percentage of TRM-LCs labeled with PE-pHrodo after 5, 10, 15, and 30 min. Mean ± SEM is shown; n = 3–8; ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001. (C) Quantification of percentage of differently cultured BMDMs labeled with PE-pHrodo after 5, 10, 15, and 30 min. BMDMs in normoxia + GM-CSF are shown in white, BMDMs in normoxia + M-CSF are shown in gray, BMDMs in hypoxia + M-CSF are shown in dark gray. Mean ± SEM is shown; n = 3–6; ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001. (D–F) Levels of secreted cytokines are measured in mean fluorescence intensity (MFI). Control is shown in blue, LPS in red, poly(I:C) in green, and zymosan in violet. Released cytokine levels of IL-1β are shown in (D), IL-6 in (E), and TNF-α in (F). Mean ± SEM is shown; n = 3/group; ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001. See also Figures S6 and S7.

### Inflammatory cytokine expression and release by TRM-LCs upon immune stimulation

Extending the functional analysis further, we evaluated cytokine expression and release by TRM-LCs upon treatment with different immune stimuli (Figures 6D–6F and S7). We treated TRM-LCs and BMDMs (M-CSF, 21% O_2_) with lipopolysaccharides (LPS), poly(I:C), and zymosan and analyzed the gene expression of *C-C motif chemokine ligand 2* (*Ccl2*), *Interleukin-1*β (*Il1b*), *Interleukin-6* (*Il6*), and *tumor necrosis factor alpha* (*Tnfa*) after 24 h. KC-LCs expressed significantly more *Il1b* after poly(I:C) stimulation compared with control, whereas the other TRM-LCs did not (Figure S7A). After LPS treatment, MG-LCs showed a significant induction of *Il1b*, and similarly, BMDMs significantly upregulated *Il1b* upon LPS stimulation, whereas PM- and AM-LCs did not (Figure S7A). *Il6* was heterogeneously induced in the TRM-LCs and BMDMs. Poly(I:C) and zymosan significantly induced *Il6* in MG-LCs compared with control (Figure S7B). Upon treatment with LPS, KC-LCs showed a significant upregulation of *Il6* compared with untreated KC-LCs (Figure S7B). Even though all TRM-LCs showed elevated levels of *Ccl2* in all treatment paradigms, none of these treatments induced a significant upregulation of *Ccl2* (Figure S7C). Expression of *Tnfa* upon LPS treatment was significantly elevated in MG- and KC-LCs (Figure S7D). However, AM-LCs, PM-LCs, and BMDMs showed only slightly elevated *Tnfa* levels (Figure S7D). Poly(I:C) and zymosan treatment did not significantly increase the expression of *Tnfa* in all TRM-like cultures analyzed (Figure S7D). The gene expression analysis after immune stimulation revealed a high heterogeneity between the different TRM-LCs. Furthermore, the distinct cytokine expression pattern in response to immunogenic stimuli by BMDMs compared with TRM-LCs reinforces the idea that BMDMs are not an ideal surrogate to mimic TRM behavior *in vitro*.

Subsequently, we aimed to analyze the release of cytokines into the cell culture supernatant 24 h after stimulation. We used LEGENDPlex bead-based assays to quantify the amount of secreted IL-1β, IL-6, and TNF-α via flow cytometry (Figures 6D–6F). As expected, in the absence of an inflammasome stimulus, we detected only very low levels of IL-1β secretion in TRM-LCs, most likely background signals due to IL-1β released by potential cell death (Figure 6D). In contrast, MG-, KC-, and PM-LCs significantly induced the release of IL-6 and TNF-α compared with untreated cells (Figures 6E and 6F). AM-LCs showed a significant release of IL-6 after LPS and zymosan treatment, but not after poly(I:C) treatment (Figure 6E). Of note, BMDMs did not show a significant release of IL-6 24 h after immune stimulation (Figure 6E) but released TNF-α (Figure 6F). Hence, TRM-LCs showed a distinct cytokine expression and release pattern to BMDMs after immune stimulation. Moreover, the cytokine induction varied between TRM-LCs from distinct host tissues. We can conclude that TRM-LCs could represent a cell culture tool to study cytokine release and inflammatory gene expression.

### Immunometabolic analysis of TRM-like cultures upon immune stimulation

Finally, we tested if TRM-LCs can be useful to study immunometabolism and characterized TRM-LCs in mitochondrial stress tests. We compared untreated MG-, KC-, and AM-LCs with LPS-, poly(I:C)-, and zymosan-treated cells (Figure 7). In general MG- and KC-LCs showed a change in their oxygen consumption rate (OCR) upon immune stimulation compared with untreated cells (Figures 7A and 7B), whereas AM-LCs showed no alteration in their OCR (Figure 7C). Basal respiration remained unchanged in all TRM-LCs after immune stimulation (Figure 7D). ATP production, maximal respiration, and spare respiratory capacity were all reduced after immune stimulation. Maximal respiration dropped after immune stimulation in both MG- and KC-LCs, while this effect was much more pronounced in the former (Figures 7E–7G). In line with the above-described changes, we found an increase in the extracellular acidification rate (ECAR) in KC-LCs, but barely any changes in MG- and AM-LCs. The data reflect a decrease in oxidative phosphorylation in MG- and KC-LCs upon immune stimulation, whereas AM-LCs relied on oxidative phosphorylation even after immune stimulation. These data are in line with previous studies on their *ex vivo* counterparts. Furthermore, we found a clear switch of KC-LCs to glycolysis indicated by an increase in ECAR. Overall, the TRM-LCs represent a useful improved surrogate system to study the metabolism specific to each TRM population and might offer a useful screening tool for future studies.

**Figure 7:**
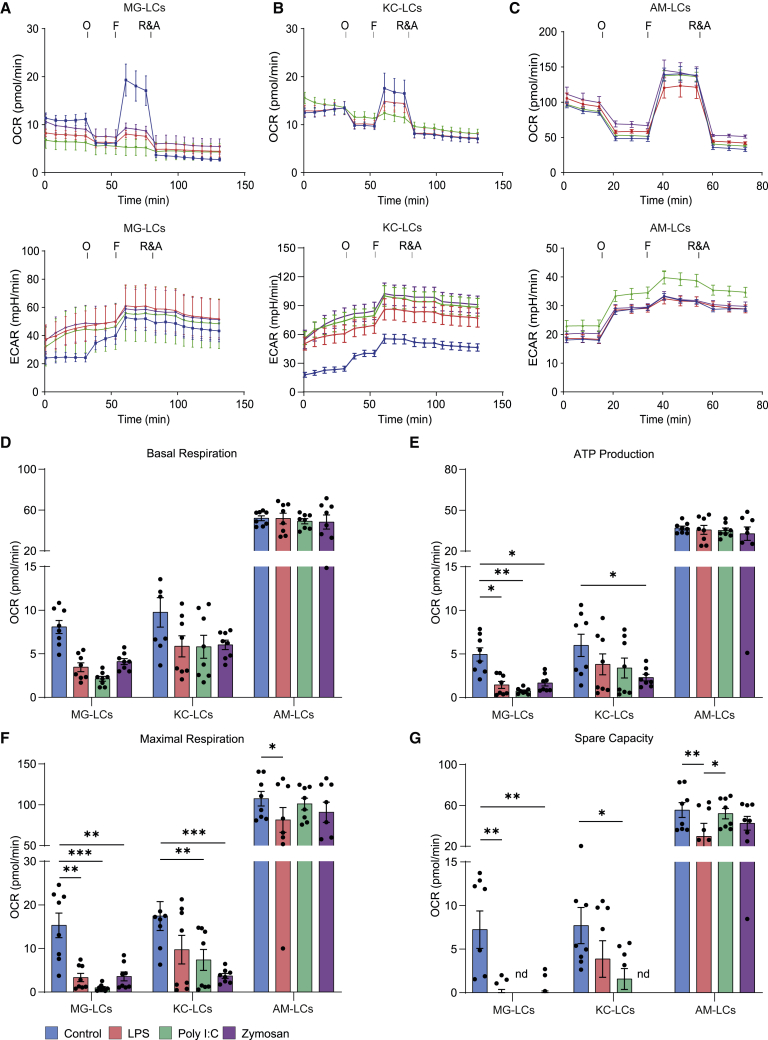
TRM-LCs employ different immunometabolic profiles upon stimulation *in vitro* (A–C) Bioenergetic profiles of TRM-LCs are presented. Oxygen consumption rate (OCR) (top) and extracellular acidification rate (ECAR) (bottom) are measured over time during oligomycin (O), carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (F), and antimycin A plus rotenone (R&A) injections of MG-LCs (A), KC-LCs (B), and AM-LCs (C). Mean ± SEM of two independent experiments is shown; n = 8/group. (D–G) Quantification of basal respiration (D), ATP production (E), maximal respiration (F), and spare capacity (G) is presented. Mean ± SEM is shown; n = 8/group. Color code is indicated in the key. ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001.

## Discussion

Cell culture approaches for adult TRMs are an essential scientific tool to decipher their functions across different tissues. As of yet, understanding adult TRM functions in mechanistic detail has been hindered by the lack of adequate culture models that are able to capture major features of the macrophages *in vivo* while offering a sufficient cell yield. The system presented here addresses several of these technical obstacles, such as the easy cultivation of adult TRM-LCs without prior cell sorting. Our system also paves the way for follow-up functional studies elucidating the similarities and differences between these highly specialized cells.

Other cell culture approaches demonstrate a higher cell yield, avoiding FACS or MACS purification, but mostly rely on a combinatory culture of host tissue cells and TRMs and do not allow long-term culture of TRMs (Kitani et al., 2010; Li et al., 2014; Sepulveda-Diaz et al., 2016). Many mixed-culture protocols use early postnatal or embryonic tissues and are consequently suboptimal for the study of age-related defects in TRMs (Hassan et al., 1991; Honda et al., 1992; Shimizu et al., 2019). As prior enrichment for TRMs by cell sorting is not necessary in our system, it is an especially attractive model to avoid potential pre-activation. Instead, our system uses a specialized coating, namely PEI, which has previously been shown to favor the survival of neonatal CNS-resident MG in favor of other glia such as astrocytes (Sepulveda-Diaz et al., 2016). Here, we demonstrated that this coating strategy can be applied for various other adult TRMs as well.

Host-tissue-derived factors are essential to maintain TRMs efficiently in culture, and previous attempts to culture TRMs in the absence of these factors have consistently resulted in pre-activation and loss of tissue identity (Bohlen et al., 2017). Even though the cultures were devoid of any host cells after 2 weeks, our protocol enriched the culture medium with host-cell-derived factors during plating and due to the partial medium change. Thus, TRM-LCs were able to grow in the presence of various host-tissue-derived factors. Supplementation of the cultures with growth factors such as M-CSF, IL-34, or GM-CSF—depending on their host tissue—further promoted the partial preservation of the unique TRM phenotypes *in vitro*, confirming the importance of host tissue-derived growth factors for the survival of cultured macrophages (Busch et al., 2019; Butovsky et al., 2014). In addition, the oxygen levels used to obtain TRM-LCs are adjusted to organotypic levels. Atmospheric oxygen levels can inadvertently cause macrophage activation in culture, as hyperoxia is known to affect the activation stage of macrophages (Grodzki et al., 2013; Stuart et al., 2018; Tiede et al., 2011). Therefore, we suggest that the tissue normoxic conditions support the long-term cultivation of TRM-LCs and maintenance of their tissue-specific gene signature.

Even though we demonstrated preserved signature genes and surface-marker expression across the TRM-LCs, we detected certain alterations compared with their *ex vivo* isolated counterparts. Transcriptomic profiling showed the preservation of a core macrophage signature, but several genes, including signature genes of the specific TRM, are regulated *in vitro*. Hence, we cannot copy and preserve a full TRM phenotype with our organotypic protocol, but nevertheless provide a superior culture system to study functional intricacies across different TRM subsets compared with using BMDMs as an all-purpose solution. We found that TIM-4 is downregulated in KC-LCs, which could be due to the lack of endothelial cells and hepatocytes in the culture. Similarly, it was shown that MG lose the expression of surface markers such as the purinergic receptor P2ry12 or transmembrane protein 119 (Tmem119) in the absence of astrocytes and neurons (Bohlen et al., 2017; Gosselin et al., 2014; Van Hove et al., 2019). Cell culture medium and its supplementation can also affect the marker expression and differentiation of cultured macrophages (Kawakami et al., 2016), as previously reported for cultured BMDMs (Feuerstein et al., 2019), but also for AMs and MG *in vitro*. We further verified that the culture conditions used do not induce a TRM-specific macrophage signature in BMDMs, but rather maintain the host-tissue signature. More generally, our cultured TRM-LCs develop a higher granularity and autofluorescence *in vitro*, which correlates with the observed clearance of debris in the culture flasks as seen in live imaging (Videos S1 and S2). Furthermore, increases in inclusions and autofluorescence have been reported before in other cell culture approaches for TRMs such as MG of the CNS (Sepulveda-Diaz et al., 2016). Our organotypic culture system addresses many limitations of *in vitro* investigations and offers an improved surrogate system to study TRM function.

Changes in the signature of TRM-LCs seen *in vitro* could also be due to the fact that the cells are derived from another hematopoietic source compared with TRMs *in vivo*. As shown before for MG and KCs *in vivo*, their gene signature changes as soon as these cells are replaced by monocyte-derived cells (Scott et al., 2016; Shemer et al., 2018). We tested a potential contribution of monocyte-derived macrophages in our TRM-like cultures but could not find any evidence for this. However, we cannot exclude a potential contribution from tissue intrinsic progenitors rather than *bona fide* TRM populations in the respective organs to the pool of cells *in vitro*.

Functional differences in phagocytic capacity as well as cytokine and chemokine expression upon immune stimulation could be explored between the cultured TRM-LCs. However, as previously shown for MG and other TRMs such as PMs, altered culture conditions (e.g., supplementing the medium with FCS) can affect the phagocytosis capacity of the cells and the secretion of cytokines (Grace et al., 1988). To exclude cell-culture-induced artifacts, further comparison between our described *in vitro* phagocytosis rates and the phagocytosis rates of the different TRMs *ex vivo* would be needed. Nonetheless, it is evident that this system can be utilized in functional analyses in various assays, and therefore can serve as a useful tool to perform signaling studies, screening studies for pharmaceutical inhibitors or small molecules, etc. Accordingly, our organotypic cell culture system presents the possibility of gaining mechanistic insights *in vitro* that complement *in vivo* studies of TRMs.

In contrast to other cell culture protocols that rely on iPSCs or immortalized cell lines, our organotypic cell culture system offers the possibility of culturing TRM-LCs from transgenic mouse lines. In doing so, it provides the subsequent possibility of exploring the effects of gene deletions and genetic modifications *in vitro*. These applications could be of particular interest to the emerging field of immunometabolism, where higher cell numbers are often required for functional metabolic analyses. Given the range of possible applications for TRMs cultured in the organotypic system presented here, there is evidently a wide breadth of knowledge that can be gained from its utilization.

### Limitations of the study

As discussed above, we cannot yet overcome the limitations that TRM-LCs still show alterations in culture compared with their *ex vivo* counterparts. Furthermore, we cannot exclude that TRM-LCs are not actually derived from *bona fide* TRMs but rather from unknown tissue endogenous progenitors. Although our organotypic cell culture method results in high cell numbers of TRM-LCs, they seem to represent only the dominant resident TRM populations across different tissues; our model does not allow the specific enrichment or maintenance of smaller TRM populations found in host tissues, such as capsular macrophages in the liver or CNS-associated macrophages. For example, the culture system preferentially supported the growth of LPM-LCs over SPM-LCs. This could indicate that our system is most suitable for culturing long-lived TRMs that are maintained by endogenous proliferation and not TRMs that are short-lived and exchanged by HSC-derived progenitors.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Brilliant Violet 605 anti-mouse/human CD11b Antibody, Clone M1/70	BioLegend	Cat#101257; RRID: AB_2565431
Brilliant Violet 711™ anti-mouse CD11 c Antibody, Clone N418	BioLegend	Cat#117349; RRID: AB_2563905
Brilliant Violet 421™ anti-mouse CD115 (CSF-1R) Antibody, Clone AFS98	BioLegend	Cat# 135,513; RRID: AB_2562667
BUV395 Rat Anti-Mouse Siglec-F, Clone E50-2440	BD Biosciences	Cat# 740280; RRID: AB_2740019
BUV395 Rat Anti-Mouse Gr-1, Clone RB6-8C5	BD Biosciences	Cat# 563849; RRID: AB_2738450
CD45 Monoclonal Antibody (30-F11), APC-eFluor 780, eBioscience	Thermo Fisher Scientific	Cat# MCD4505; RRID: AB_10376146
PE/Cyanine7 anti-mouse F4/80 Antibody	BioLegend	Cat# 123114; RRID: AB_893478
PE anti-mouse CD170 (Siglec-F) Antibody, Clone S17007L	BioLegend	Cat# 155505; RRID: AB_2750234
Alexa Fluor 488 anti-mouse I-A/I-E Antibody, Clone M5/114.15.2	BioLegend	Cat# 107616; RRID: AB_493523
Alexa Fluor 700 anti-mouse I-A/I-E Antibody, Clone M5/114.15.2	Thermo Fisher	Cat # 56-5321-82; RRID: AB_494009
PE anti-mouse Tim-4 Antibody, Clone RMT4-54	BioLegend	Cat# 130006; RRID: AB_2201843
APC anti-mouse Tim-4 Antibody, Clone RMT4-54	BioLegend	Cat# 130021; RRID: AB_2892285
Brilliant Violet 421™ anti-mouse CD115 Antibody, Clone AFS98	BioLegend	Cat#135513; RRID:AB_2562667
Brilliant Violet 421™ anti-mouse CD45, Clone 30-F11	BioLegend	Cat# 103133; RRID: AB_10899570
PE anti-mouse CD115, Clone AFS98	BioLegend	Cat# 135505; RRID: AB_1937254
PE anti-mouse Ly-6G/Ly-6C (Gr-1), Clone RB6-8C5	BioLegend	Cat# 108407; RRID: AB_313372
Biotin anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody	BioLegend	Cat# 108403; RRID: AB_313368
eBioscience Fixable Viability Dye eFluor 780	Thermo Fisher Scientific	Cat# 65-0865-14
Anti-mouse/human Iba1, Rabbit	FUJIFILM Wako Pure Chemical Corporation	Cat# 019-19741; RRID: AB_839504
Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568	Thermo Fisher Scientific	Cat# A-11036; RRID: AB_10563566
Griffonia Simplicifolia Lectin I (GSL I) isolectin B4, Fluorescein	Vector Laboratories	Cat# FL1201; RRID: AB_2314663
rat Anti-CD68 (mouse) antibody, Clone FA-11	Abcam	Cat# ab53444
Donkey Anti-Rat IgG H&L (Alexa Fluor® 568) preadsorbed	Abcam	Cat# ab175475
Anti-Biotin MicroBeads	Miltenyi Biotec	Cat# 130-090-485
Precision Count Beads	BioLegend	Cat# 424902

**Chemicals, peptides, and recombinant proteins**		

DAPI (4',6-Diamidino-2-Phenylindole, Dilactate)	Thermo Fisher Scientific	Cat# D3571; RRID: AB_2307445
pHrodo Red Zymosan Bioparticles	Thermo Fisher Scientific	P35364
Cytochalasin D	Sigma-Aldrich	C2618
Opti-MEM	Thermo Fisher Scientific	11058021
Trypsin-EDTA (0,05%), phenol red	Thermo Fisher Scientific	25300062
Polyethylenimine (PEI)	Sigma-Aldrich	408727
Fetal calf serum (FCS)	Thermo Fisher Scientific	Cat#10270106
Recombinant Murine CSF-1	Peprotech	Cat# 315-02
Recombinant Murine IL-34	BioLegend	Cat# 577606
Recombinant Murine GM-CSF	Peprotech	Cat# 315-03
Percoll	Sigma-Aldrich	Cat# P4937
Poly I:C	Tocris	Cat# 7414
Lipopolysaccharides	Sigma-Aldrich	297-473-0
Zymosan	Sigma-Aldrich	58856-93-2
Borax solution	Sigma-Aldrich	24895881

**Critical commercial assays**		

Biozym Blue S’Green qPCR Kit	Biozym	331416XL
LEGENDplex™ Multiplex Assays	BioLegend	740845
High Capacity RNA-to-cDNA Kit	Applied Biosciences	10704217
Seahorse XF Cell Mito Stress Test Kit	Agilent	103015-100
Rneasy Mini Kit	QIAGEN	74004
QuadroMACS™ Separator and Starting Kits	Miltenyi	130-091-051

**Deposited data**		

Bulk RNA-sequencing data set	This paper	ID GSE196376

**Experimental models: Organisms/strains**		

Mouse: *C57BL/6J*	Charles River Laboratories	RRID: IMSR_JAX:000664

**Oligonucleotides**		

PRIMER: *Id3* forward: 5‘-ttgtgatctccaaggacaagagg-‘3	This paper	N/A
PRIMER: *Id3* reverse: 5‘-gtaagtgaagagggctgggttaa-‘3	This paper	N/A
PRIMER: *Nr1h3* forward: 5‘-tcaatgcctgatgtttctcctga-‘3	This paper	N/A
PRIMER: *Nr1h3* reverse: 5‘-gactccaaccctatccctaaagc-‘3	This paper	N/A
PRIMER: *Car4* forward: 5‘-caaatgggaatgacaacggttca-‘3	This paper	N/A
PRIMER: *Car4* reverse: 5‘-tagaggttgaatggggtttggag-‘3	This paper	N/A
PRIMER: *Siglecf* forward: 5‘-aaccctgcctccaccataaatag-‘3	This paper	N/A
PRIMER: *Siglecf* reverse: 5‘-acagatttcatagcctccgtgtt-‘3	This paper	N/A
PRIMER: *Cebpb* forward: 5‘-ccttataaacctcccgctcgg-‘3	This paper	N/A
PRIMER: *Cebpb* reverse: 5‘-gctcgtagtagaagttggccac-‘3	This paper	N/A
PRIMER: *Tgfb2* forward: 5‘-tgcaatgctgtgggagaagt-‘3	This paper	N/A
PRIMER: *Tgfb2* reverse: 5‘-ccagcactcggtcaaagtct-‘3	This paper	N/A
PRIMER: *Fcrls* forward: 5‘-cttgtgaggctgaaaacgcc-‘3	This paper	N/A
PRIMER: *Fcrls* reverse: 5‘-gccattcaccaaacgcactt-‘3	This paper	N/A
PRIMER: *Gapdh* forward: 5‘-gggttcctataaatacggactgc-‘3	This paper	N/A
PRIMER: *Gapdh* reverse: 5‘-ccattttgtctacgggacga-‘3	This paper	N/A
PRIMER: *Hexb* forward: 5‘-ctggtgtcgctgtcgc-‘3	This paper	N/A
PRIMER: *Hexb* reverse: 5‘-cagggccatgctcttg-‘3	This paper	N/A
PRIMER: *Ccl2* forward: 5’- catccacgtgttggctca-‘3	This paper	N/A
PRIMER: *Ccl2* reverse: 5’- gatcatcttgctggtgaatgagt-‘3	This paper	N/A
PRIMER: *Il1b* forward: 5’- ttgacggaccccaaaagat-‘3	This paper	N/A
PRIMER: *Il1b* reverse: 5’- gaagctggatgctctcatctg-‘3	This paper	N/A
PRIMER: *Il6* forward: 5’- gctaccaaactggatataatcagga-‘3	This paper	N/A
PRIMER: *Il6* reverse: 5’- ccaggtagctatggtactccagaa-‘3	This paper	N/A
PRIMER: *Tnfa* forward: 5’- cagaaatgagagaggcatgaga-‘3	This paper	N/A
PRIMER: *Tnfa* reverse: 5’- gcttgatctcccgttatctcc-‘3	This paper	N/A

**Software and algorithms**		

BD FACSDiva	BD Biosciences	https://www.bdbiosciences.com/en-us/instruments/research-instruments/research-software/flow-cytometry-acquisition/facsdiva-software
FlowJo	Tree Star	https://www.flowjo.com/solutions/flowjo
Wave	Agilent	https://www.agilent.com/en/product/cell-analysis/real-time-cell-metabolic-analysis/xf-software/seahorse-wave-desktop-software-740897
ImageJ	ImageJ	https://imagej.nih.gov/ij/
GraphPad Prism	GraphPad	https://www.graphpad.com/
Incucyte® Software (v2019B)	Essen BioScience	https://www.essenbioscience.com/de/products/software/incucyte-software-v2019b/
LAS X	Leica	https://www.leica-microsystems.com/de/produkte/mikroskop-software/p/leica-las-x-ls/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact: Katrin Kierdorf, .

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Mice

*C57BL6/J* mice (Charles River): 8 weeks old, female, co-housed, 12 h/12 h light-dark cycle, water and food *ad libitum*.

*Ccr2*^*−/−*^ mice (*B6.129S4-Ccr2*^*tm1Ifc*^*/J*) (Jackson Laboratory (#004999)): 8 weeks old, female and male, backcrossed to C57BL6/J mice, co-housed, 12 h/12 h light-dark cycle, water and food *ad libitum*.

All animal experiments and protocols were performed in accordance with the respective national, federal and institutional regulations and were approved by Regierungspräsidium Freiburg (X-17/02A, G-20/42). All possible efforts were made to minimize animal suffering and the number of animals used.

### Method details

#### Mice

Adult 8 weeks old female *C57BL6/J* mice (Charles River) were used as wildtype (WT) mice throughout all experiments. *Ccr2*^*−/−*^ mice (*B6.129S4-Ccr2tm1Ifc/J*) were originally obtained from the Jackson Laboratory (#004999) and backcrossed to C57BL6/J mice. Mice were co-housed and kept at 12 h/12 h light-dark cycle with water and food *ad libitum*.

#### Transcardial perfusion

Adult tissues for cell culture were isolated from 8 weeks old female C57BL6/J mice after transcardial perfusion with phosphate buffered saline PBS (Sigma Aldrich). Mice were anaesthetized with a 200 μL intraperitoneal injection of Ketamine (10%, Essex Tierarznei) and Xylazin ((Rompun) 2%, Bayer) (100 mg/kg Ketamine and 10 mg/kg Xylazin). After sterilizing the skin with 70% ethanol the mice were placed under a sterile laminar flow hood. Mice were sacrificed and transcardially perfused with 10 mL ice-cold PBS.

#### Brain dissection and preparation for cell culture

The whole brain was removed from the skull and transferred into a glass potter filled with 10 mL of cold dissection medium (Hank’s Balanced Salt Solution (HBSS, Thermo Fisher Scientific), 1,5% HEPES (1 M) (Thermo Fisher Scientific) and 1,3% Glucose (45%, Sigma-Aldrich)). The brain was homogenized in dissection medium to a single cell suspension and transferred through a 70 μm cell strainer (Corning) into a 50 mL tube (Greiner). Afterwards the tube was centrifuged for 10 min at 400 g and 4°C. The supernatant was discarded and the cell pellet was resuspended in 10 mL of 37% Percoll (Sigma-Aldrich) and transferred into a fresh 15 mL tube (Greiner). The density gradient was centrifuged for 30 min at 1000 g at 4°C without brake and the resulting cell pellet contained the cells of interest. Afterwards cells were kept on ice and the myelin was carefully removed with the supernatant leaving only 1 mL on top of the cell pellet to increase isolation efficiency. The cell pellet was resuspended using a P1000 pipette and transferred with the same tip into a fresh 15 mL tube to decrease myelin contamination. The cells were washed by adding 10 mL PBS and then again centrifuged at 300 g for 5 min at 4°C. Supernatant was discarded and the cell pellet was resuspended in 10 mL MG medium. The cell suspension was then plated into previously coated T25 flasks (TPP). Three brains were cultured per flask.

#### Liver dissection and preparation for cell culture

The liver was removed followed by 3 consecutive baths in sterile PBS. Next, the liver was transferred into 1 mL of enzyme mix (PBS, 4% fetal calf serum (FCS) (Thermo Fisher Scientific), 2 mg/mL DNase (Sigma Aldrich), 1 mg/mL Collagenase (Sigma Aldrich)) and cut into small pieces. The liver was digested in this enzyme mix for 30 min at 37°C. Afterwards, 1 mL of FACS buffer (PBS, 5% FCS, 2 mM EDTA) was added to stop the enzymatic reaction. The suspension was transferred into a 50 mL tube and passed through a 100 μm strainer (Corning) via mechanical dissociation while washing with 9 mL FACS buffer. The cells were then centrifuged at 400 g for 10 min at 4°C after which the supernatant was discarded. The cell pellet was resuspended in 10 mL of 37% Percoll and transferred into a fresh 15 mL tube. The gradient was centrifuged for 30 min at 1000 g at 4 °C without brake. Afterwards the cell pellet was kept on ice and the supernatant was carefully removed leaving 1 mL behind to increase the cell yield. The cell pellet was resuspended and transferred to a fresh 15 mL tube. PBS was added in order to dilute the remaining Percoll and to wash the cells. Cells were centrifuged at 300 g for 5 min at 4°C. The supernatant was discarded and the cell pellet was resuspended in 1 mL of red blood cell (RBC) lysis buffer (MilliQ water, 0.1 M NH_4_Cl, 19 mM NaHCO3, 0.1 mM EDTA). The cell suspension was incubated on ice for 5 min. Subsequently, 9 mL FACS buffer were added and the suspension was mixed by inversion. Cells were centrifuged at 300 g for 5 min at 4°C and the supernatant was discarded. The cell pellet was resuspended in 10 mL KC medium and plated in previously coated T25 flasks. One liver was cultured per flask.

#### Lung dissection and preparation for cell culture

The lung was removed followed by 3 consecutive baths in sterile PBS. The lung was transferred into 1 mL of enzyme mix (PBS, 4% FCS, 2 mg/mL DNase, 1 mg/mL Collagenase), cut into small pieces and digested in the enzyme mix for 30 min at 37°C. 1 mL FACS buffer was added to stop the enzymatic reaction and the lung was transferred into a 50 mL tube through a 100 μm strainer by mechanical dissociation while washing with 9 mL FACS buffer (PBS, 5% FCS, 2 mM EDTA). The cells were centrifuged at 400 g for 10 min at 4°C and the supernatant was discarded. Cell pellet was resuspended in 10 mL of 37% Percoll and transferred to a fresh 15 mL tube. The density gradient was centrifuged for 30 min at 1000 g at 4°C without brake, the cell pellet contained the cells of interest. Afterwards cells were kept on ice and the supernatant was carefully removed leaving 1 mL supernatant and the cell pellet in the tube for maximal cell yield. The cell pellet was then resuspended and transferred into a fresh 15 mL tube. 10 mL PBS were added in order to dilute the remaining Percoll and wash the cells. Cells were centrifuged at 300 g for 5 min at 4°C. The supernatant was discarded and the cell pellet resuspended in 1 mL of RBC lysis buffer. Suspension was put on ice for 5 min. Subsequently 9 mL FACS buffer were added and the suspension was mixed by inversion. The cells were centrifuged at 300 g for 5 min at 4°C and the supernatant was discarded. The cell pellet was resuspended in 10 mL AM medium and plated in previously coated T25 flasks. Three lungs were cultured per flask.

#### Peritoneal lavage for cell culture

After sterilizing the skin with 70% ethanol the mice were placed under a laminar flow hood. Mice were sacrificed and the ventral skin was opened without opening the underlying peritoneum. 5 mL of PBS were injected (27-G needle, Sterican, B.Braun) into the peritoneum. PBS was drawn out through the peritoneum with a fresh syringe (20-G needle, Sterican, B.Braun). Cells were centrifuged for 5 min with 400 g at 4°C. The supernatant was removed before resuspending the cell pellet in 10 mL PM medium. The cells were plated in previously coated T25 flasks. Cells from the peritoneal cavity of three mice were cultured per flask.

#### Isolation of bone marrow for cell culture

After sterilizing the skin with 70% ethanol the mice were placed under a laminar flow hood. The hind legs were dissected and femur and tibia were collected. To be sure that bones are not damaged, the hind legs were cut off at the trochanter major proximal of the acetabulum. Bones were kept in PBS on ice until further preparation. Femur and tibia were separated from each other, the fibula and tendons were removed. Prepared bones were then shorty washed in 70% ethanol and afterwards in PBS. Subsequently they were opened with bone scissors on both sides and the bone marrow was flushed out with 20 mL PBS using a syringe and passed through a 100 μm cell strainer into a 50 mL tube. Cells were centrifuged for 5 min with 400 g at 4°C. The supernatant was discarded and the cells were resuspended in BMDM media. Cells from one leg were cultured per Petri dish.

#### Tissue macrophage cell culture

TRM-LCs were cultured in T25 Flasks. T25 flasks were coated with 1 mg/mL polyethylenimine (PEI) (in a pH 8.3 borate buffer) 1 h at 37°C in order to obtain better attachment of the macrophages to the plate, afterwards the flasks were washed three times with PBS and cells were plated. Cells were cultured with 10 mL of the corresponding medium. Adult MG-LCs and BMDMs (hypoxia M-CSF & IL-34) were cultured in DMEM containing 4.5 g/L D-Glucose and L-Glutamine (Thermo Fisher Scientific) and supplemented with 10% heat inactivated FCS, 1% Penicillin-Streptomycin (P/S, Sigma-Aldrich), 20 ng/mL recombinant murine M-CSF (Peprotech) and 20 ng/mL recombinant murine IL-34 (BioLegend). PM-LCs, KC-LCs and BMDMs (hypoxia & normoxia M-CSF) were cultured in DMEM containing 4.5 g/L D-Glucose and 4.5 g/L L-Glutamine and supplemented with 10% FCS, 1% P/S, 20 ng/mL recombinant murine M-CSF. AM-LCs were cultured in DMEM containing 4.5 g/L L-Glutamine (Thermo Fisher Scientific) and supplemented with 10% FCS, 1% P/S, 20 ng/mL recombinant murine GM-CSF (Peprotech). BMDMs (normoxia GM-CSF) were cultured in DMEM containing 4.5 g/L D-Glucose and L-Glutamine and supplemented with 10% FCS, 1% P/S, 20 ng/mL recombinant murine GM-CSF. MG-, KC-, PM-LCs and BMDMs (hypoxia) were cultured in a hypoxic chamber (Stemcell technologies) flooded with a gas mixture composed of 3% O_2_, 5% CO_2_ and 92% N_2_ in an incubator at 37°C. AM-LCs and BMDMs (normoxia) were placed in an incubator with atmospheric oxygen levels and 5% CO_2_ at 37°C. 2/5 of the medium was changed on day two of culture inside a laminar flow hood for alveolar macrophages and inside a hypoxia workstation (Whitley H35 Hypoxystation, Mmeintrup dwsDWS) for MG-, KC- and PM-LCs. The cells were cultured without further media change for 12 further days.

#### MACS depletion of Gr1^+^ cells before culture

To deplete Gr1^+^ cells before culture, magnetic activated cell sorting (MACS) was performed. MACS sorting was performed according to manufacture manual. In brief, isolated cells were resuspended in 500 μL PBS and pre-treated with Fc block (1:200) for 15 min (final concentration: 40 ng/μL). All cells were treated with 4 μL of biotinylated anti-mouse Ly6G/Ly6C (Gr1) for 15 min. Afterwards cells were washed with 2 mL FACS buffer and centrifuged at 300 g for 10 min. The supernatant was carefully discarded. After repeating the washing step, cells were resuspended in 70 μL FACS buffer and magnetically labeled with 30 μL of anti-biotin Micro-Beads. For the cell pellets of the liver, 50 μL of anti-biotin Micro-Beads were added. The cells were incubated for 15 min at 4 °C. Then, the cells were washed with 2 mL FACS buffer and centrifuged at 300 g for 10 min. The supernatant was discarded, and the cells were resuspended in 500 μL of FACS buffer before the magnetic separation using LS Columns was performed. Prior applying the cell suspension, LS Columns were placed in the MACS QuadroSeparator and rinsed with 3 mL FACS buffer. To deplete Gr1^+^ cells, the cell suspension was applied onto the LS Columns and the flow-through was collected. Afterwards the columns were washed three times with 3 mL FACS buffer and again the flow-through was collected. Subsequently the flow-through was centrifuged at 300 g for 10 min and the supernatant was discarded. The cell pellet was resuspended in corresponding media and the cells were cultured as described above. To analyze the depletion efficiency 1:10 of the cells as well as cells which were not MACS sorted were stained as described in *“*Flow cytometry of TRM*”*.

#### Cytospins and Pappenheim staining

To perform cytospins, cells were detached from the culture flasks with a trypsin-EDTA solution (0,05% porcine trypsin; 0,02% EDTA (Sigma-Aldrich) and incubated for 5 min at 37°C. 9 mL FACS buffer was added to block the enzymatic reaction and the detached cell suspension was transferred into a fresh 15 mL tube (Greiner) and centrifuged at 300 g for 5 min 500 μL of the obtained cell suspension containing 100.000 cells were added to a cytofunnel of a cytocentrifuge. Cells were centrifuged at 600 rpm for 5 min to spin the cells down on a slide. The supernatant was discarded and the slides were centrifuged at 1100 rpm for 3 min. Slides were air dried prior to staining. To perform Pappenheim staining, slides were stained for 4 min with May-Grünwald stain (Merck), MilliQ water was added and the slides were incubated for 4 min. Slides were washed with MilliQ water and Giemsa staining (Merck) (1:10) was performed for 10 min. Afterwards the slides were washed with MilliQ water and a coverslip was mounted.

#### Immunocytochemistry

Cultured cells were detached with trypsin-EDTA solution as described above. 100.000 cells were plated in an 8-well ibidi® chamber slide (ibidi) in 300 μL of corresponding culture media. The medium was removed after one day and the cells were washed with cold PBS. Freshly thawed 4% paraformaldehyde (PFA) was added for 1 h at 4 °C to fix the cells. PFA was removed and the fixed cells were washed three times with PBS. Cells were blocked with blocking buffer (10% bovine serum albumin (BSA) (Sigma-Aldrich), 0.1% Triton-X) for 1 h at room temperature. The blocking solution was removed, and the cells were either stained with an anti-Iba1 antibody (polyclonal rabbit anti-mouse, 2.5 μg/mL, Wako) diluted in blocking buffer over night at 4°, or cells were stained with an anti- CD68 antibody (monoclonal rat anti-mouse, 2 μg/mL, Abcam) and isolectin-B4 (Griffonia Simplicifolia Lectin I (GSL I) isolectin-B4, Fluorescein, 2 μg/mL, Vector Laboratories) over night at 4°C. The culture slides were then washed three times with PBS. The secondary antibodies AlexaFluor™568-conjugated donkey anti-rabbit (3 μg/mL, Thermo Fisher Scientific) or AlexaFluor™568-conjugated donkey anti-rat (2 μg/mL, Abcam) and DAPI (1:5000, Sigma-Aldrich), added as a nuclear staining, were diluted in blocking solution and incubated on the slides for 2 h at room temperature. Afterwards cells were washed three times with PBS and kept in the dark at 4°C until imaging. Samples were imaged using a confocal microscope (SP8X with WLL, Leica).

#### Flow cytometry of TRM

For flow cytometric analysis of freshly *ex vivo* isolated TRM, we performed flow cytometry of the obtained cell pellets after Percoll gradient. The supernatant was discarded until only the cell pellet and 50 μL supernatant remained. Cells were stained as described below. For flow cytometric analysis of *in vitro* cultured TRM-LCs, cells were detached from plates with trypsin-EDTA solution as described above. 9 mL FACS buffer was added to block the enzymatic reaction and the detached cell suspension was transferred into FACS tubes and centrifuged at 300 g for 5 min. The supernatant was discarded until only the cell pellet and 50 μL supernatant remained. The (Fc) receptor of the cells was blocked by adding a monoclonal mouse anti-CD16/CD32 antibody (Biolegend) diluted 1:200 in PBS for 20 min. Cells were stained afterwards for 20 min on ice in the dark by adding direct-labeled antibodies in a 1:200 dilution in PBS. All macrophages were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend), FITC-labeled anti-MHC-II (M5/114.15.2, BioLegend), PE-labeled anti-TIM-4 (RMT4-54, BioLegend), BUV395-labeled anti-SiglecF (E50-2440, BD), BV421-labeled anti-CD115 (AFS98, BioLegend), PE-Cy7-labeled anti-F4/80 (BM8, BioLegend) and BV711-labeled anti-CD11 c (N418, BioLegend). To determine the cell composition in the pellet after the Percoll gradient the cells were stained with individual panels. MG pellets were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend), AF700-labeled anti-MHC-II (M5/114.15.2, Thermo Fisher), PE-labeled anti-Gr1 (RB6-8C5, BioLegend), BV421-labeled anti-CD115 (AFS98, BioLegend). KC pellets were stained with the following antibodies: BV605-labeled anti-CD11b (M1/70, BioLegend), PE-Cy7-labeled anti-F4/80 (BM8, BioLegend), AF700-labeled anti-MHC-II (M5/114.15.2, Thermo Fisher) BV41-labeled anti-CD45 (30-F11, BioLegend), BUV395-labeled anti-Gr1 (RB6-8C5, BD Biosciences), PE-labeled anti-CD115 (AFS98, BioLegend), APC-labeled anti-TIM-4 (RMT4-54, BioLegend). PM pellets were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend), AF700-labeled anti-MHC-II (M5/114.15.2, Thermo Fisher), PE-labeled anti-Gr1 (RB6-8C5, BioLegend), BV421-labeled anti-CD115 (AFS98, BioLegend), PE-Cy7-labeled anti-F4/80 (BM8, BioLegend). AM pellets were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend), AF700-labeled anti MHC-II (M5/114.15.2, Thermo Fisher), PE-labeled anti-Gr1 (RB6-8C5, BioLegend), BV421-labeled anti-CD115 (AFS98, BioLegend), BUV-labeled anti-SiglecF (E50-2440, BD Biosciences). The cells were then washed with PBS and centrifuged. After centrifugation, the cell pellet was resuspended in 200 μL FACS buffer. In order to obtain relative cell numbers, 30μL Precision Count Beads™ were added to the corresponding sample right before measuring. To compensate the cytometer, compensation beads (Thermo Fisher) were stained in 400 μL FACS buffer using the same direct coupled antibodies individually at a dilution of 1:400 except for APC-Cy 7 where we used APC-Cy7-labeled anti-CD45 (30-F11, BioLegend). Fixable Viability Dye 780 (eBioscience) (1:1000) was added as a live/dead stain to the antibody mix. Cells were measured with a BD LSR Fortessa SORP flow cytometer and data was analyzed with FlowJo VX/V10.7.

#### FACS sorting of TRM

TRM from brain, liver, peritoneum and lung were FACS sorted for RNA-sequencing. Therefore TRM were isolated as described above and cells were stained for flow cytometry. The (Fc) receptors of the cells were blocked by adding a monoclonal mouse anti-CD16/CD32 antibody (Biolegend) diluted 1:200 in PBS for 20 min. Cells were stained afterwards for 20 min on ice in the dark by adding direct-labeled antibodies in a 1:200 dilution in PBS. MG were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend). KC were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend), PE-Cy7-labeled anti-F4/80 (BM8, BioLegend), PE-labeled anti-TIM-4 (RMT4-54, BioLegend). PM were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend), PE-Cy7-labeled anti-F4/80 (BM8, BioLegend), BV421-labeled anti-CD115 (AFS98, BioLegend). AM were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend), PE-labeled anti-SiglecF (S17007L, BioLegend). Fixable Viability Dye 780 (eBioscience) (1:1000) was added as a live/dead stain to the antibody mix. The cells were then washed with PBS and centrifuged. After centrifugation, the cell pellet was resuspended in 500 μL FACS buffer. TRM were sorted with a MoFlo Astrios with a 70 μm nozzle. Up to 50.000 TRM/sample were sorted into RLT buffer containing 1% β-mercaptoethanol and stored at −20°C until further analysis.

#### RNA-sequencing and RNA-sequencing analysis

RNA extraction, library preparation and RNA-sequencing were performed at the Genomics Core Facility “KFB - Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany; www.kfb-regensburg.de. Total RNA was extracted from FACS sorted and cultured TRM-LCs and stabilized in RLT buffer according to the “Purification of total RNA from animal and human cells” protocol of the RNeasy Micro Kit (QIAGEN). In brief, cells were stored in buffer RLT containing 1% beta-mercaptoethanol and shipped on dry ice. After thawing the samples were homogenized by vortexing for 1 min. Next one volume of 70% ethanol was added and the samples were applied to RNeasy MinElute spin columns, followed by an on-column DNase digestion and several wash steps. Finally total RNA was eluted in 14 μL of nuclease free water. Purity and integrity of the RNA was assessed on the Agilent 2100 Bioanalyzer with the RNA 6000 Pico LabChip reagent set (Agilent). The SMARTer Ultra Low Input RNA Kit for Sequencing v4 (Clontech Laboratories) was used to generate first strand cDNA from approximately 1 ng total-RNA. Double stranded cDNA was amplified by LD PCR (11 cycles) and purified via magnetic bead clean-up. Library preparation was carried out as described in the Illumina Nextera XT Sample Preparation Guide (Illumina). Thereby 150 pg of input cDNA were tagmented (tagged and fragmented) by the Nextera XT transposome. The products were purified and amplified via a limited-cycle PCR program to generate multiplexed sequencing libraries. For the PCR step 1:5 dilutions of the unique dual indexing (i7 and I5) adapters were used. The libraries were quantified using the KAPA Library Quantification Kit - Illumina/ABI Prism User Guide (Roche). Equimolar amounts of each library were sequenced on an Illumina NextSeq 2000 instrument controlled by the NextSeq 2000 Control Software (NCS) v1.4.0.39521, using one 50 cycles P3 Flow Cell with the dual index, single-read (SR) run parameters. Image analysis and base calling were done by the Real Time Analysis Software (RTA) v3.9.2. The resulting.cbcl files were converted into.fastq files with the bcl2fastq v2.20 software. Single-end reads were trimmed, using Trimmomatic (v0.38)(Bolger et al., 2014), to remove adapter content and bad quality reads. Trimmed reads were aligned to the mouse reference genome (mm10) and reads-per-gene was quantified with STAR (v2.7.0a) (Dobin et al., 2013). Differential analysis was performed with the linear model-based approach limma R package (limma-voom)(Ritchie et al., 2015). The generally applicable gene set enrichment (GAGE) R package was used to identified enriched gene-sets from MSigDB(Luo et al., 2009; Subramanian et al., 2005). For both analyses, an adjusted p value (Benjamini-Hochberg) below 0.05 was considered as significant. RNA-seq data have been uploaded to Gene Expression Omnibus and are available under the ID GSE196376 using the token qnmraksexbgrrux.

#### Immune stimulation with LPS, poly(I:C), or zymosan *in vitro*

Cultured TRM-LCs were stimulated *in vitro* with either LPS (100 ng/mL), poly(I:C) (25 μg/mL) or zymosan (10 μg/mL) for 24 h.

#### Gene expression analysis

Cultured TRM-LCs were detached from plates with trypsin-EDTA as described above. 100.000 cells were centrifuged for 5 min at 300 g and supernatant was discarded. The pellet was resuspended in 350 μL RLT Buffer (Qiagen) containing 1% beta-mercaptoethanol. The suspension was transferred to a QIAshredder column (Qiagen) and centrifuged 2 min at full speed, afterwards the RNeasy Plus Micro Kit (Qiagen) was used according to the manufacturer’s protocol. To obtain cDNA the High-Capacity RNA-to-cDNA Kit (Applied Biosciences) was used according to the manufacturer’s protocol. The cDNA was stored in the freezer at −20°C until further use. To determine relative gene expression, semi-quantitative qPCR analysis was performed. All steps were performed on ice. The cDNA was diluted 1:10 to the working concentration. To make a dilution series, all cDNA samples were pooled as a standard sample followed by five consecutive 1:5 dilutions to obtain a standard curve. A standard curve to test primer efficiency was monitored for each qPCR run and each primer pair used. Gapdh was chosen as a housekeeping gene. For each well of a 96 qPCR plate (Biozym), 4 μL of cDNA of the target cells or of the standard sample and 16 μL of a qPCR mix containing 10 μL Sensimix (Biozym), 5,6 μL H2O and 0,4 μL Primermix (10 μM) were added to the corresponding wells. The qPCR plate was covered with adhesive clear qPCR seal (Biozym) followed by a short spin. The assay was performed using a LightCycler480 (Roche) and analyzed via the LightCycler Software (Roche). Target gene expression was normalized to the expression of the house keeping gene Gapdh. Not detectable gene expression was quantified as 0.

#### LEGENDplex cytokine assays

In order to measure cytokine secretion by untreated and treated TRM-LCs, 100.000 cells were replated in a 48-well plate in the corresponding medium as previously described. The cells were cultivated for additional 24 h, then stimulated with LPS (100 ng/mL), zymosan (10 μg/mL), or poly I:C (25 μg/mL) or PBS as control for 24 h. After 24 h the supernatant was removed and stored at −20°C until further analysis. For quantification of multiple cytokines the supernatants were analyzed using a bead-based immunoassay LEGENDplex-kit from BioLegend. The kit was used according to the “LEGENDplex™ Multi-Analyte Flow Assay Kit” protocol. Cytokines were measured with a BD LSR Fortessa SORP flow cytometer and data was analyzed with FlowJo VX/V10.7.

#### Live imaging

Organs were processed following the respective organ-specific protocol described above and plated into 6-well plates and cultured according organ-specific protocol. After 2 days of culture 2/5 of the media was changed and the plate was transferred into the Incucyte S3 Live-Cell Analysis System housed inside a cell incubator set at 37 °C, 5% CO_2_ until the assay was complete after 14 days. Four phase contrast images were taken from each well every 2 h using a 10× objective lens and then analyzed using the Incucyte™ Software (v2019B).

#### pHrodo Red Zymosan Bioparticles phagocytosis assay

In order to compare phagocytosis dynamics between the different TRM-LCs, phagocytosis of pHrodo Red Zymosan Bioparticles (Thermo Fisher) was analyzed. Cultured TRM-LCs were detached from plates as described above. The cells were counted using a Neubauer counting chamber and 100.000 cells were plated into Nunc 48 well plates (Thermo Fisher). After 20 min at room temperature the plate was transferred to a 37°C hypoxic incubator. After 24 h medium was replaced by Opti-MEM (Fisher Scientific) to starve the cells for 2 h. As a negative control, Cytochalasin D (100 μM, Sigma Aldrich) was added to negative control wells to inhibit phagocytosis and incubated for 45 min pHrodo Bioparticles were resuspended in Opti-MEM to 0.5 mg/mL and sonicated on ice three times for 20 s. Medium was removed from the wells and the suspension with the pHrodo Bioparticles was added. Four different time points were measured. The pHrodo Bioparticle suspension was removed after 5, 10, 15 or 30 min depending on the well. The cells were washed with PBS two times before detaching them. Cells were analyzed via flow cytometry as described above. The (Fc) receptor of the cells was blocked by adding a monoclonal mouse anti-CD16/CD32 antibody (Biolegend) diluted 1:200 in PBS for 20 min. Cells were stained afterwards for 20 min on ice in the dark by adding direct-labeled antibodies in a 1:200 dilution in PBS. All macrophages were stained with the following antibodies: APC-labeled anti-CD45 (30-F11, eBioscience), BV605-labeled anti-CD11b (M1/70, BioLegend). Fixable Viability Dye 780 (eBioscience) (1:1000) was added as a live/dead stain to the antibody mix. Cells were acquired on a BD LSR Fortessa SORP flow cytometer. Analysis was performed with FlowJo VX. Experiments were performed under corresponding tissue normoxic conditions.

#### Seahorse XF cell mitochondrial stress test

To determine the oxygen consumption rate (OCR) and the extracellular acidification rate (ECAR) of cultured TRM, Cell Mito Stress Tests (Agilent) were performed using a Seahorse XFe96 Analyzer (Agilent). One day before the assay, TRM-LCs were detached and counted using a Neubauer counting chamber. Either 70.000 cells (MG-LCs, KC-LCs, PM-LCs) or 35.000 cells (AM-LCs) were replated into a Seahorse XF96 Cell Culture Microplate (Agilent) in the corresponding medium. To provide experimental data on the bioenergetic profile of activated macrophages, the cells were either not stimulated to serve as a control or stimulated with either LPS (100 ng/mL), poly(I:C) (25 μg/mL) or zymosan (10 μg/mL) for 24 h. The sensor cartridge was rehydrated overnight with sterile H_2_O in an incubator at 37°C. On the day of the experiment, the sensor cartridge was rehydrated with overnight heated XF Calibrant (Agilent). Cells were washed and Seahorse base medium was added. Cells were incubated for 1 h at 37°C without CO_2_. OCR and ECAR were analyzed in response to 3 μM oligomycin (Sigma), 1 μM carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) (Sigma) and 2 μM antimycin A (Sigma) and 2,5 μM rotenone (Sigma). The Cell Mito Stress Test was performed according to manufacturer’s instructions with 3 min mixture time and 3 min measurement time for each of the 3 injections. Experiments were performed under corresponding tissue oxygen conditions including the oxygen specific basis Seahorse protocol. Data were analyzed using Seahorse Wave software (Agilent).

### Quantification and statistical analysis

No statistical methods were used to predetermine sample sizes. GraphPad Prism5 and 9 were used for the following statistical tests: Comparisons of gene expression, cytokine secretion and metabolic energy profile in Seahorse assays between more than two groups were made by one-way ANOVA with Tukey post-hoc test. Phagocytosis rate of different macrophages at different time points was compared using a two-way ANOVA with Bonferroni post-hoc test. Differences were considered statistically significant at p < 0.05. Data are presented as mean ± SEM, unless indicated otherwise. Statistical significance is indicated with asterisks: ∗p < 0.05, ∗∗p < 0.01 and ∗∗∗p < 0.001.

## Data Availability

• RNA-seq data have been deposited at Gene Expression Omnibus and are available under the ID GSE196376 using the token qnmraksexbgrrux. The data is publicly available as of the date of publication. Microscopy and flow cytometry data reported in this paper will be shared by the lead contact upon request. • No original code was generated in this study, all code used in this study is publicly available as outlined in the method details. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: An improved organotypic cell culture system to study tissue-resident macrophages ex vivo
**Source:** Cell Rep Methods. 2022 Jul 26;2(8):100260. doi: 10.1016/j.crmeth.2022.100260
**Supplement:** Document S1. Figures S1–S7

## Supplemental information

### **An improved organotypic cell culture system**

### **to study tissue-resident macrophages *ex vivo***

**Philipp Aktories, Philippe Petry, Paulo Glatz, Geoffroy Andrieux, Alexander Oswald, Hannah Botterer, Oliver Gorka, Daniel Erny, Melanie Boerries, Philipp Henneke, Olaf Groß, Marco Prinz, and Katrin Kierdorf**

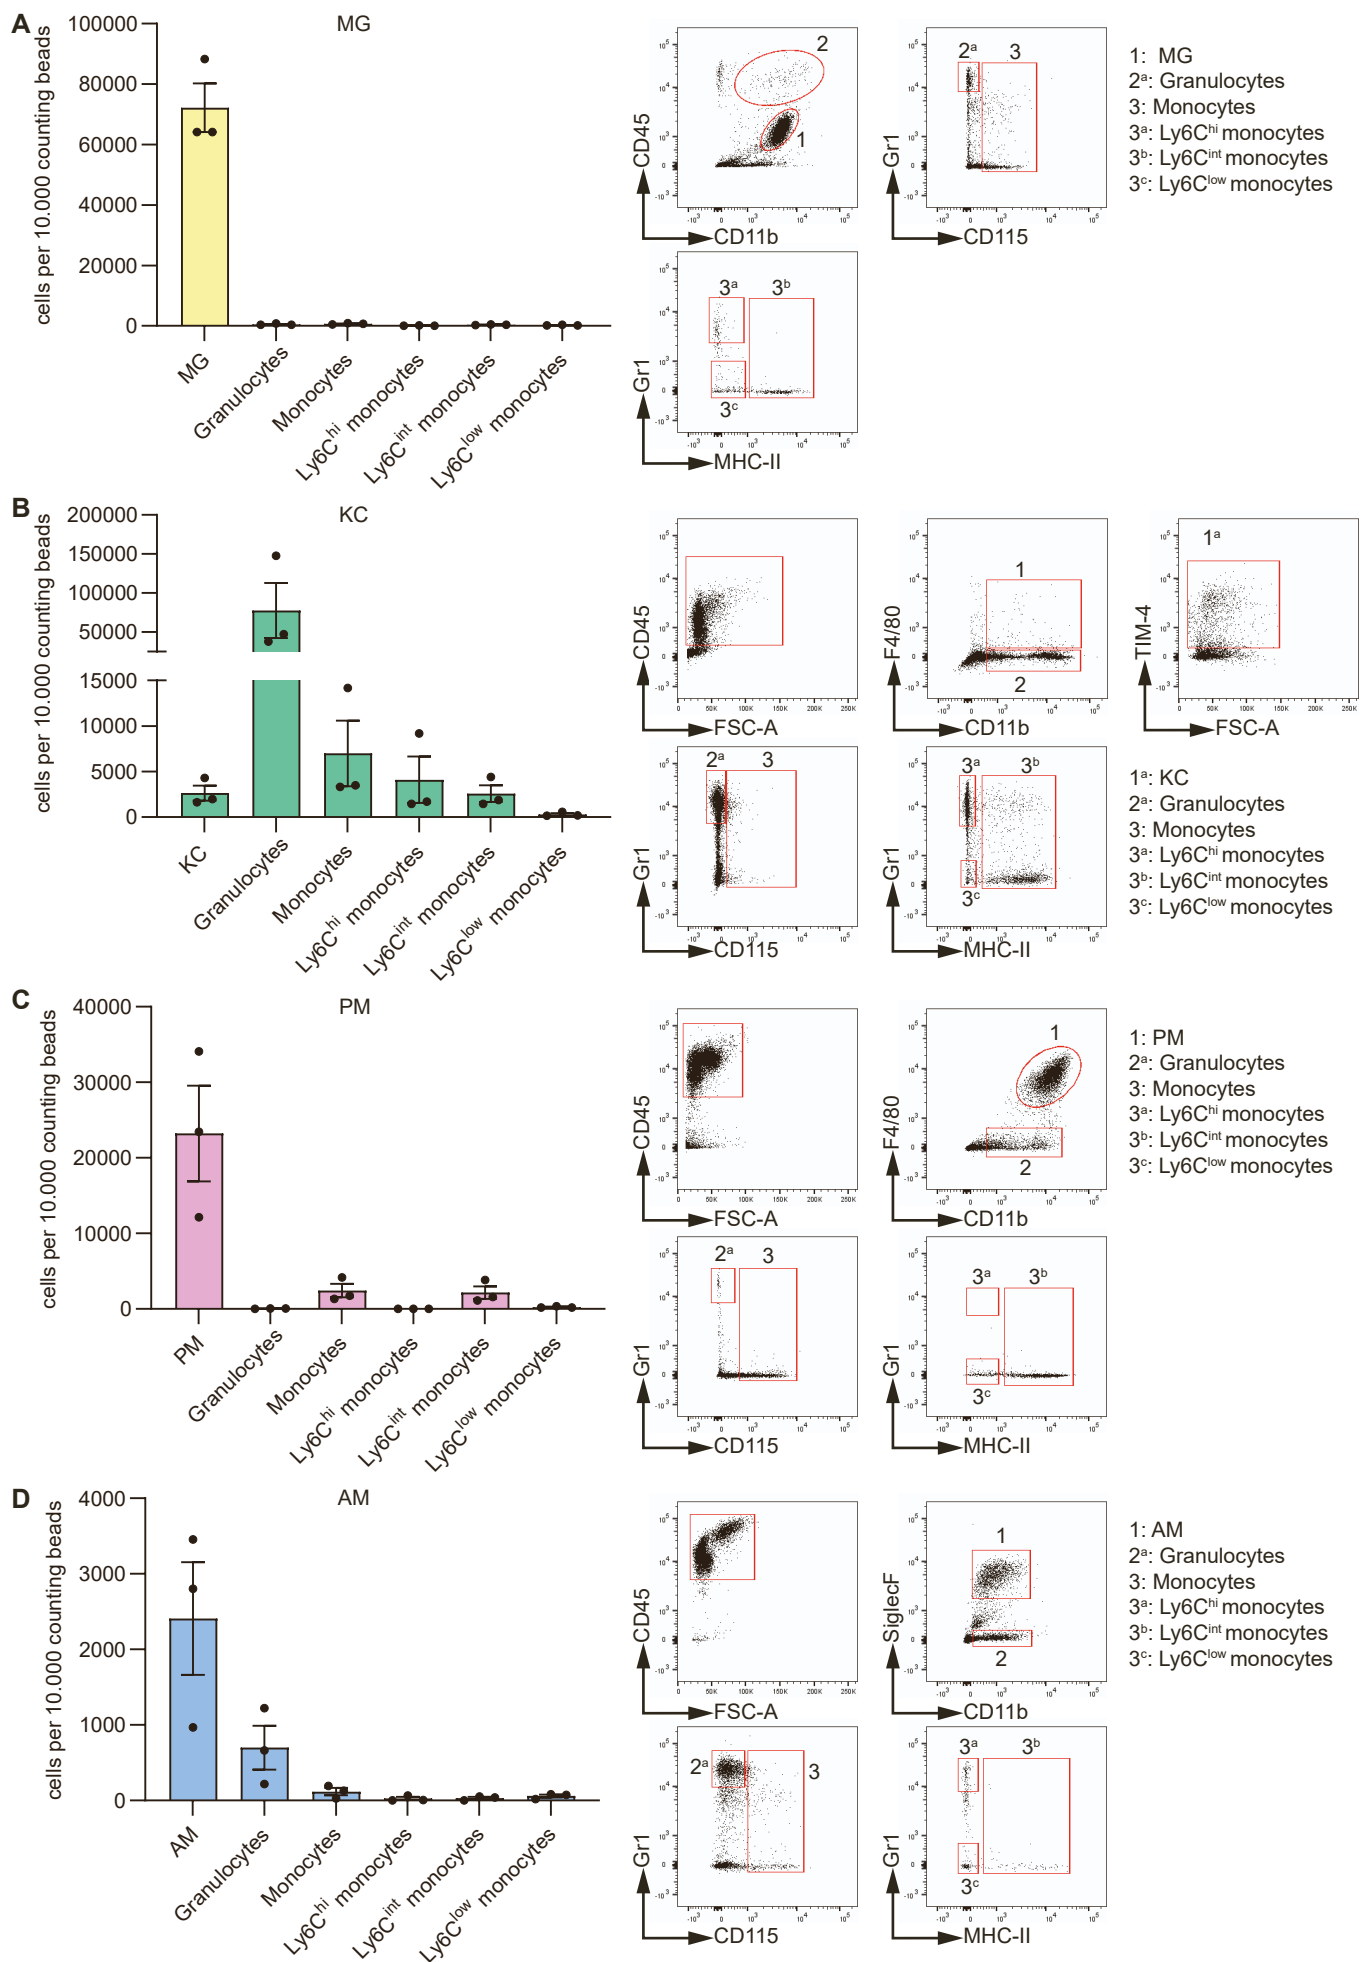

Suppl. Figure 1

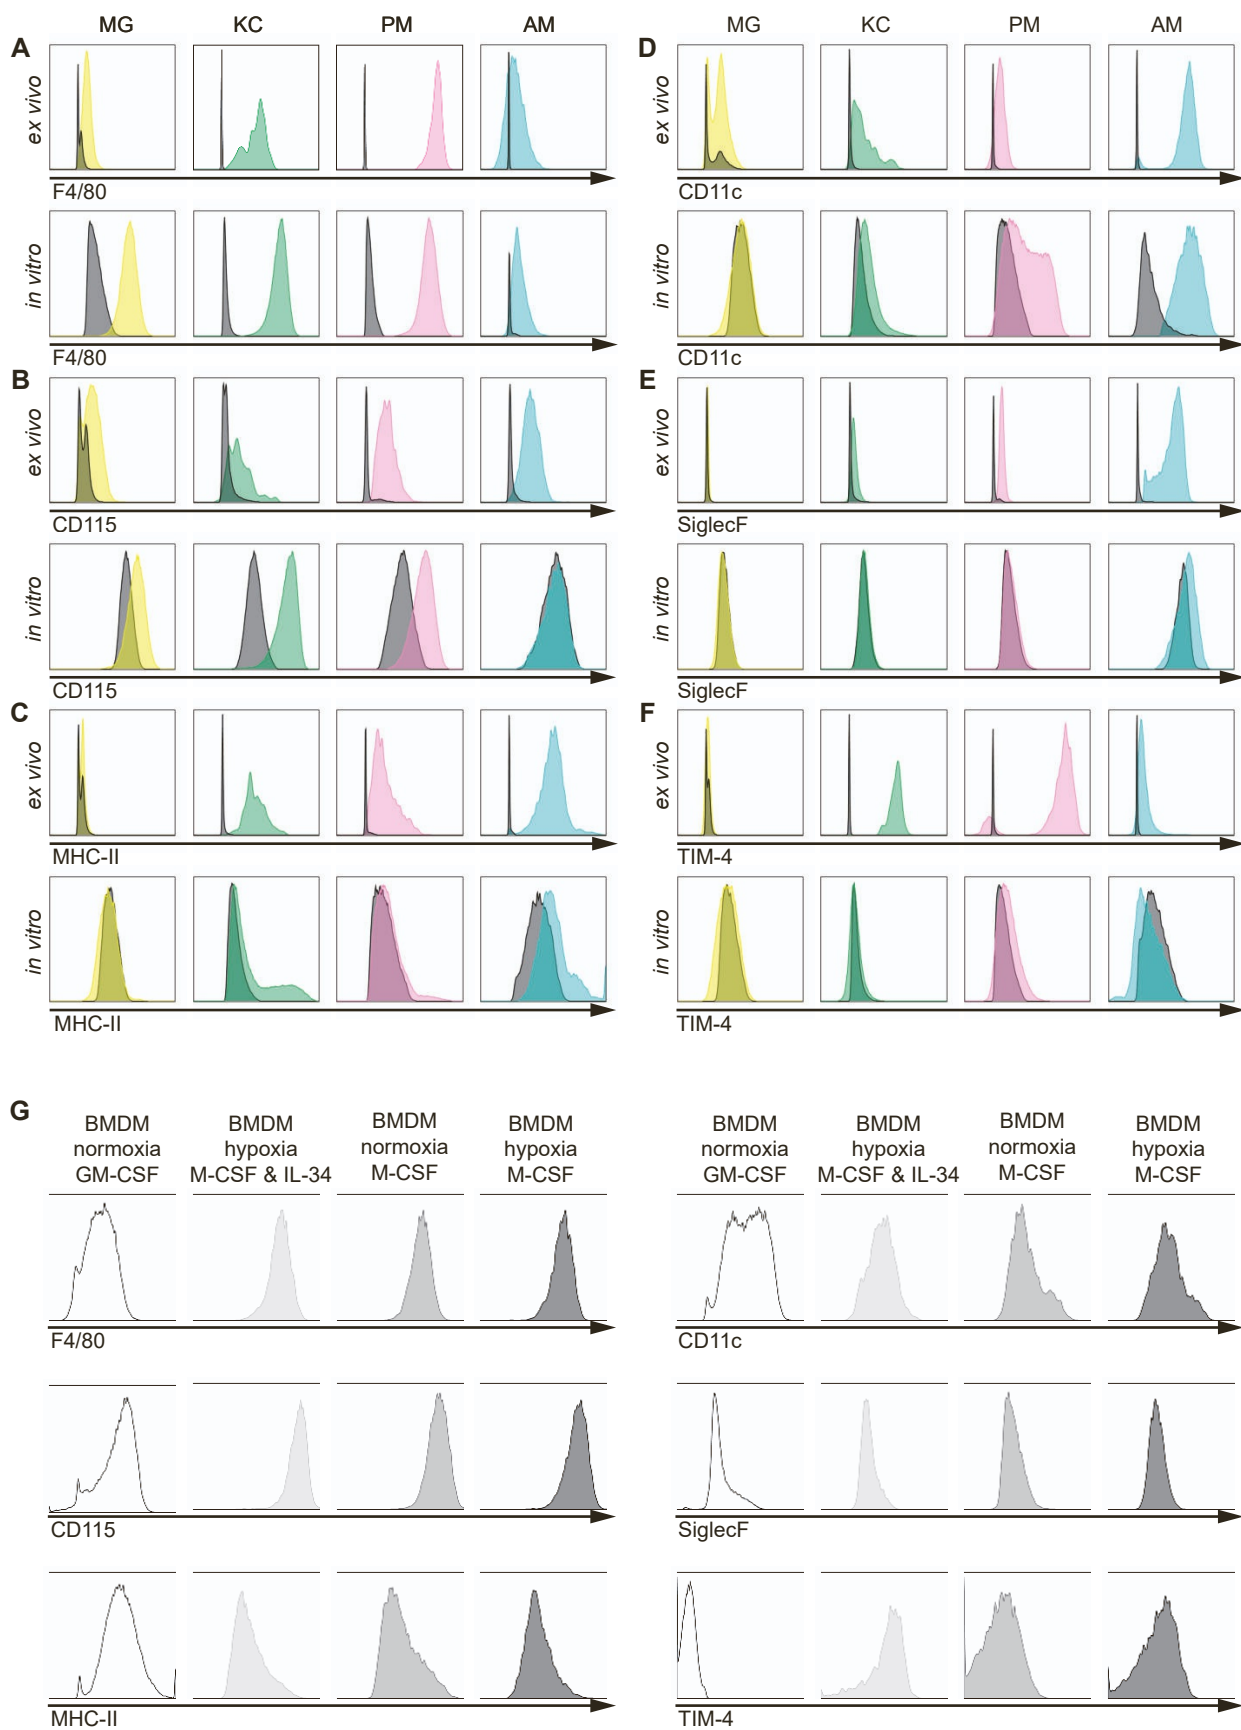

Suppl. Figure 2

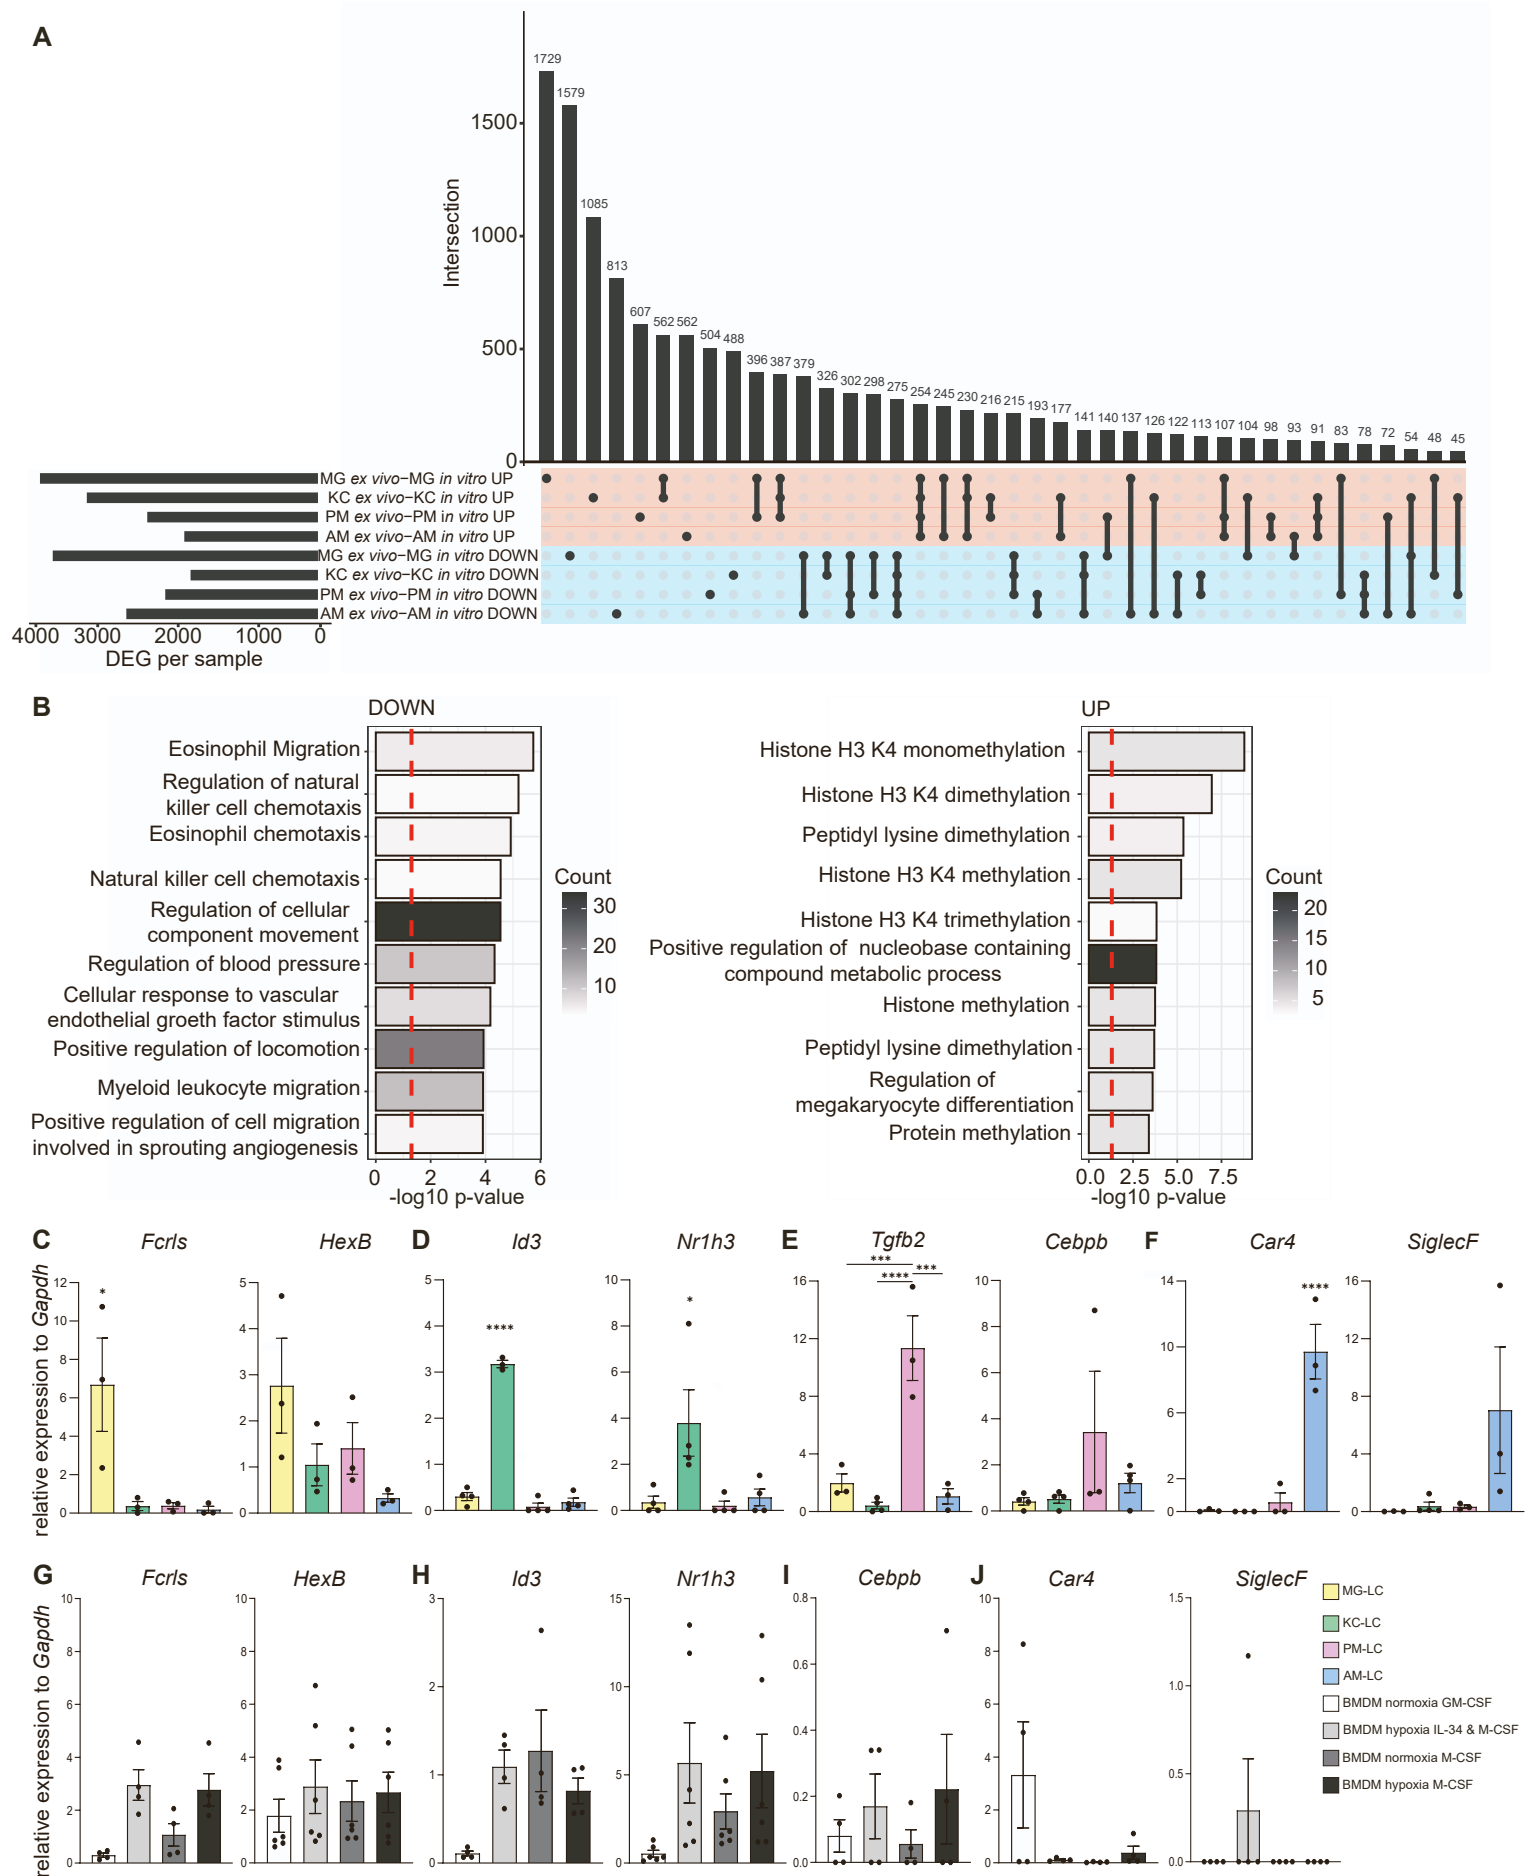

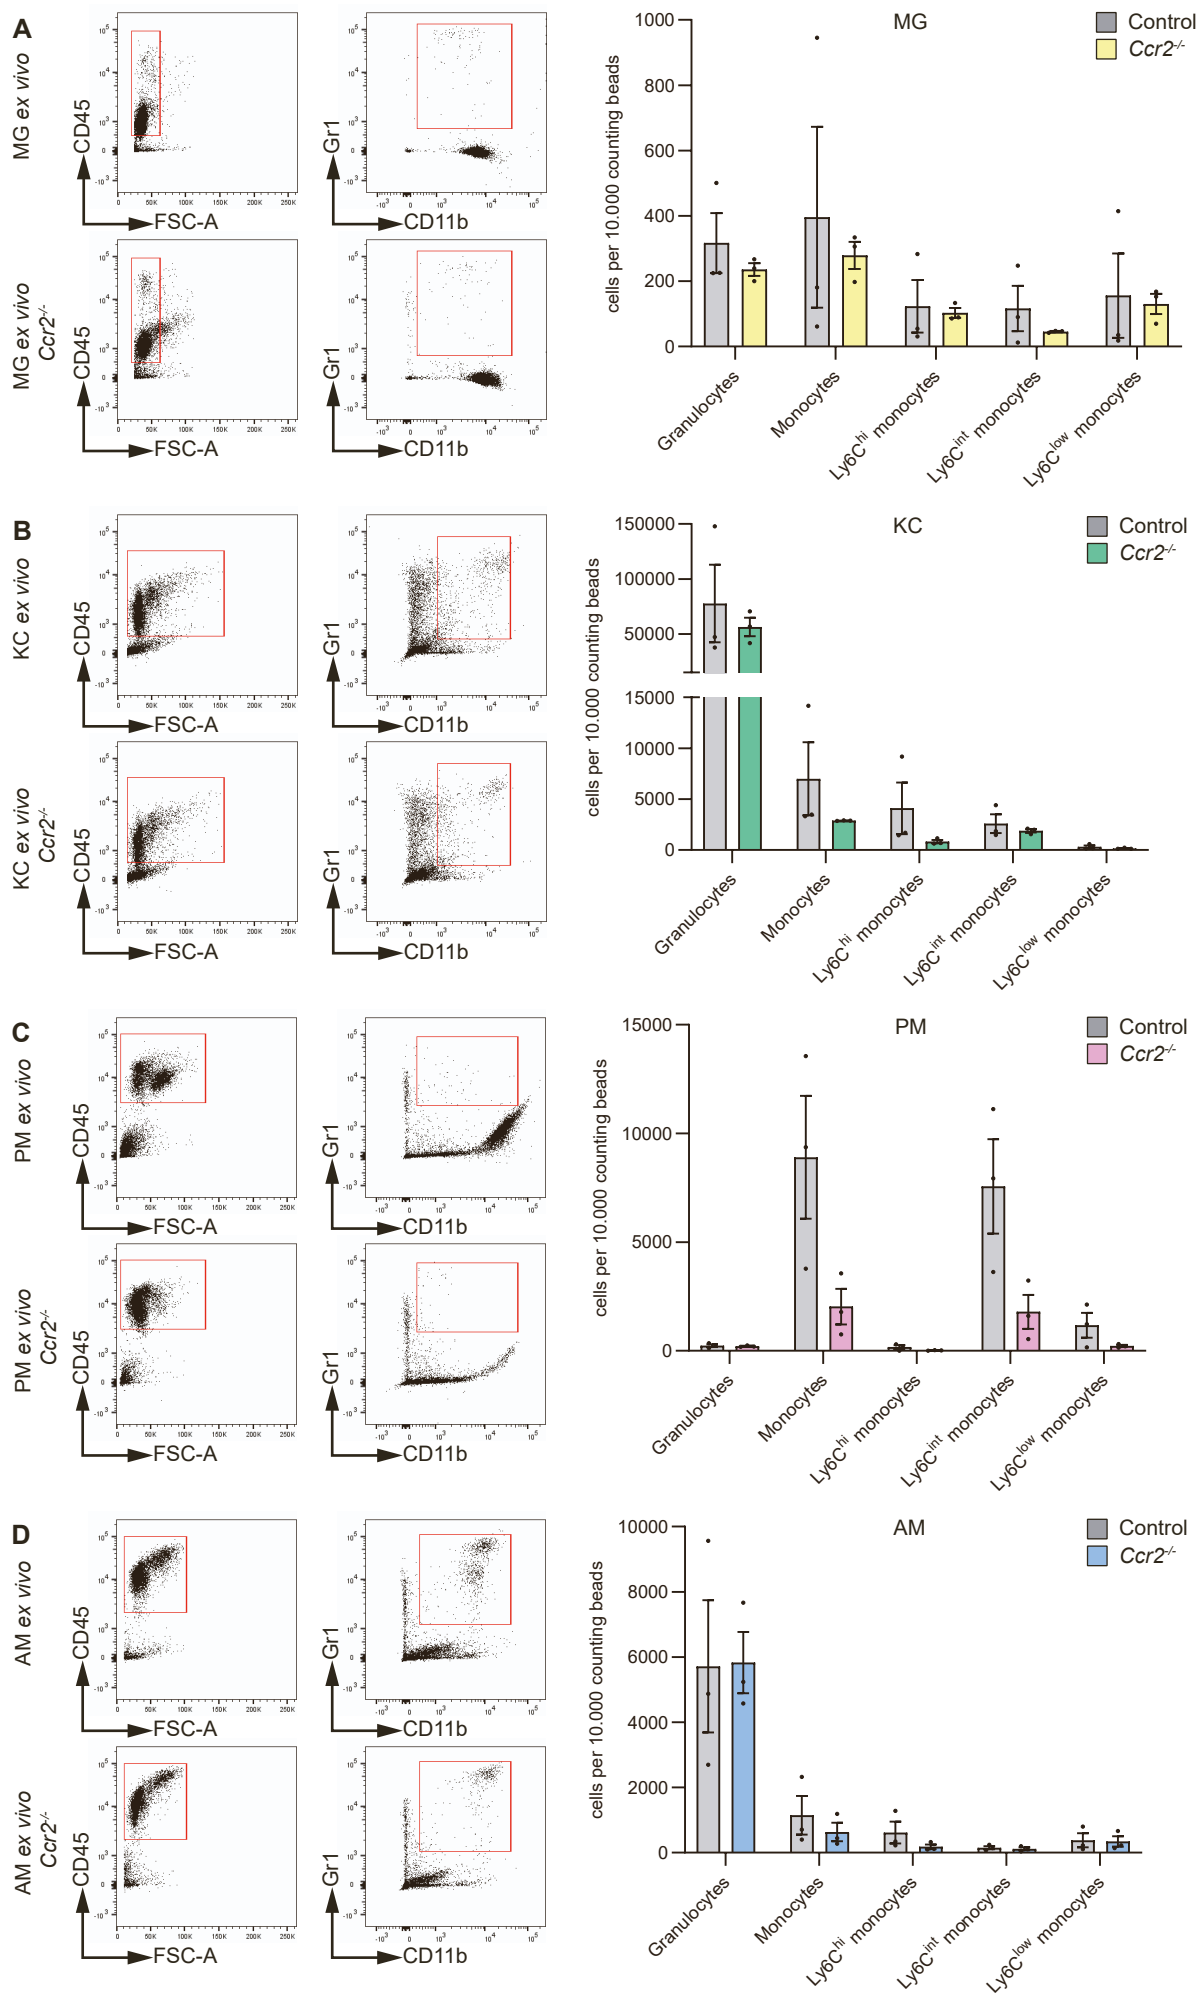

Suppl. Figure 4

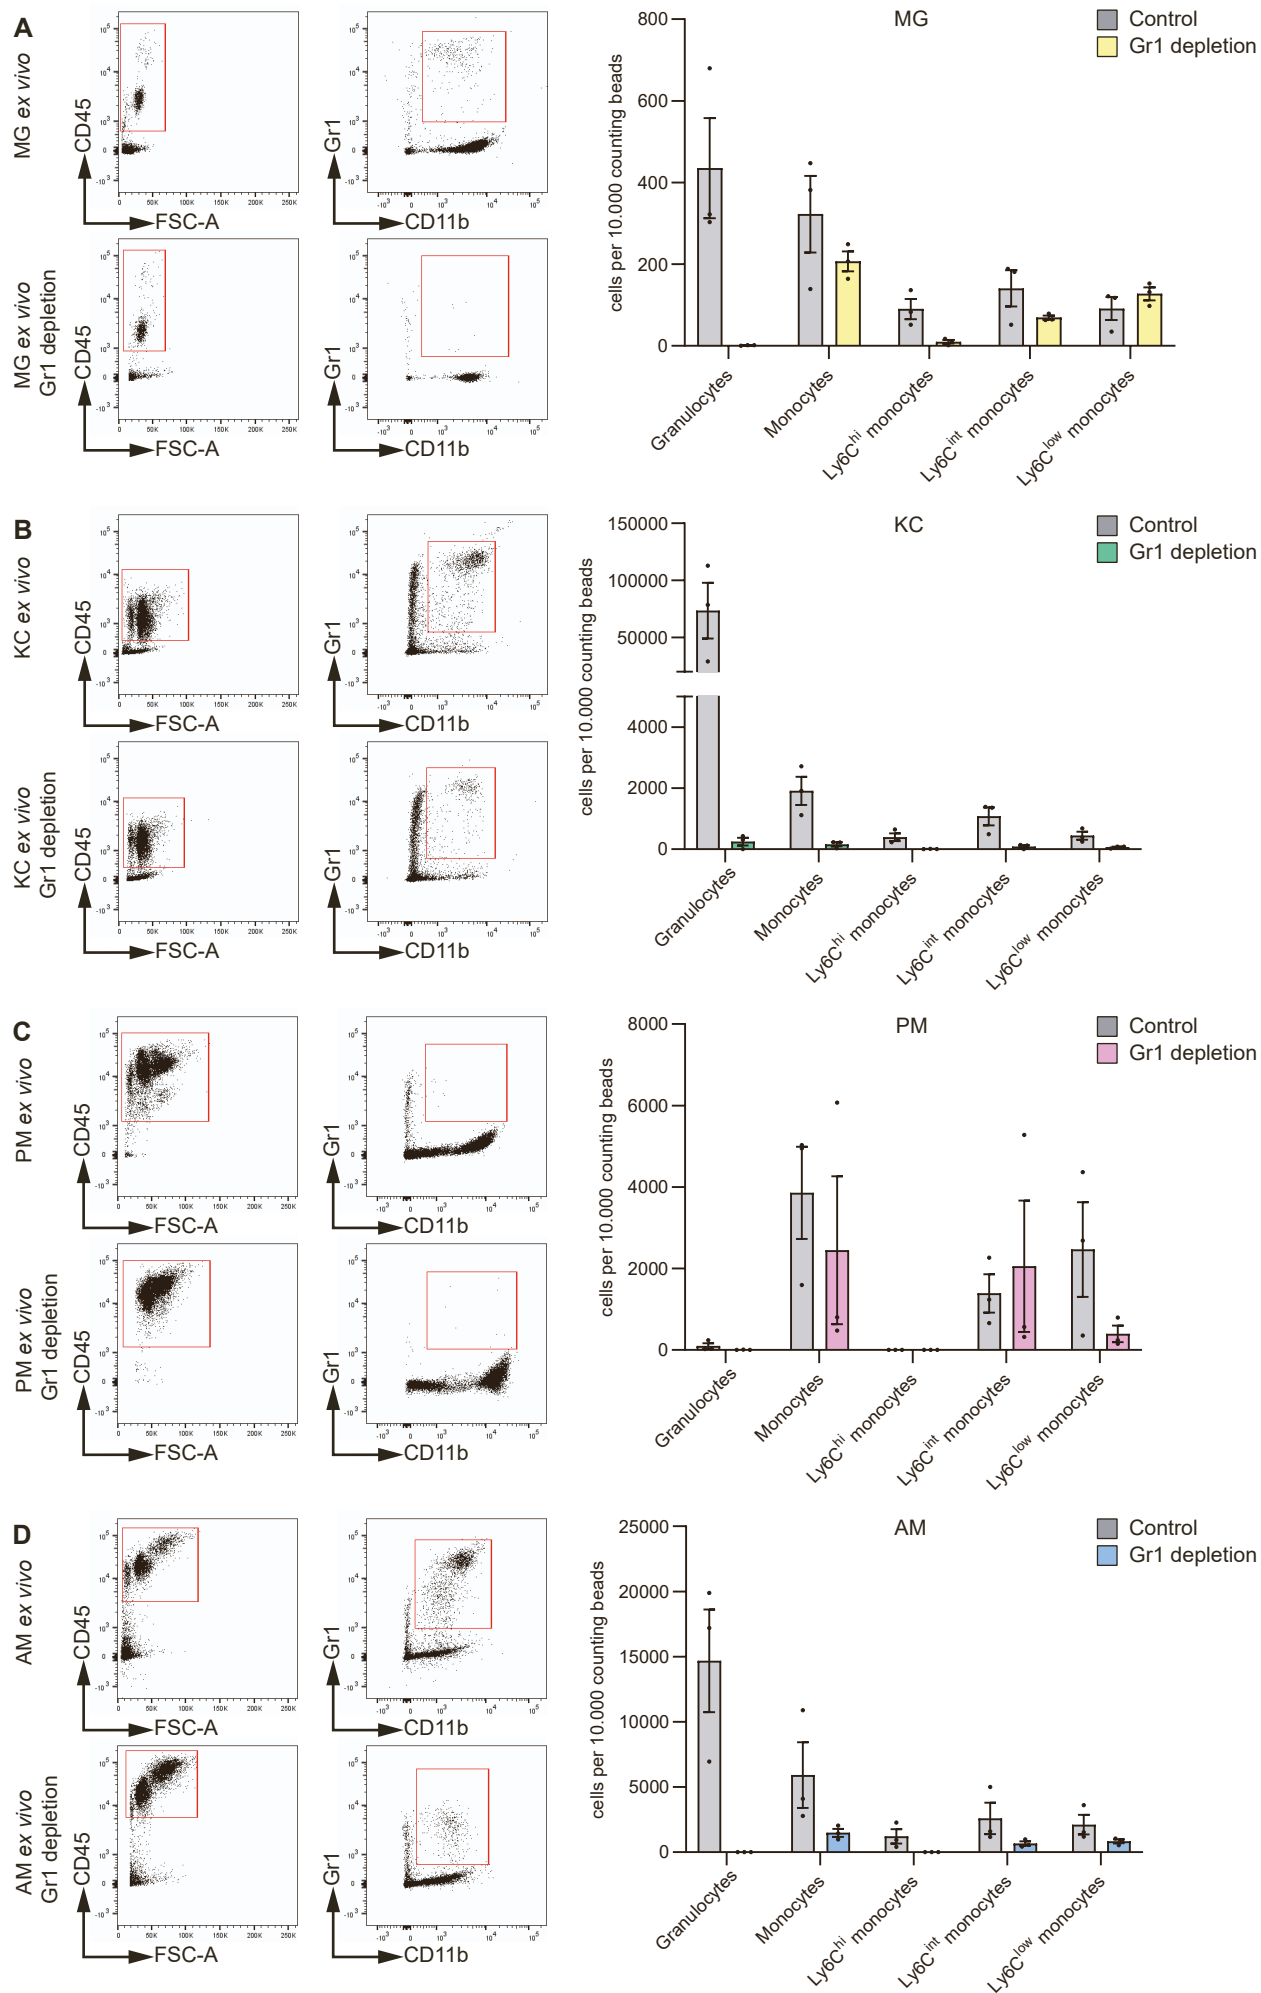

Suppl. Figure 5

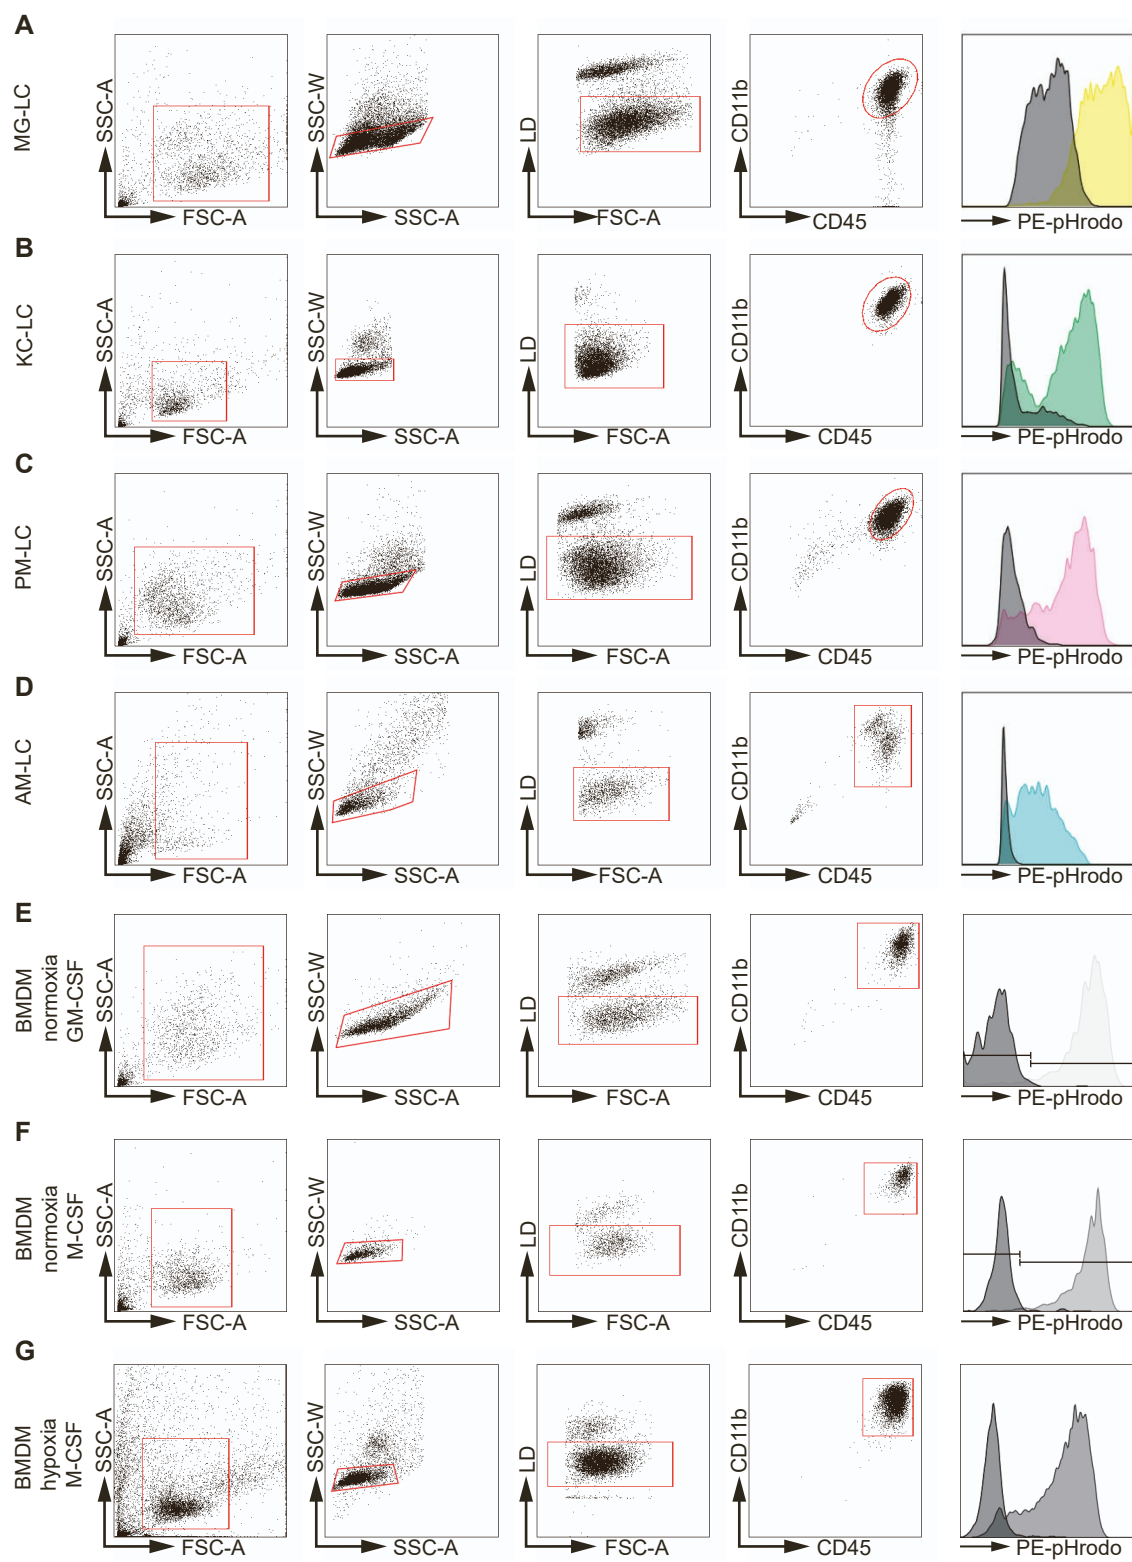

**Suppl. Figure 6**

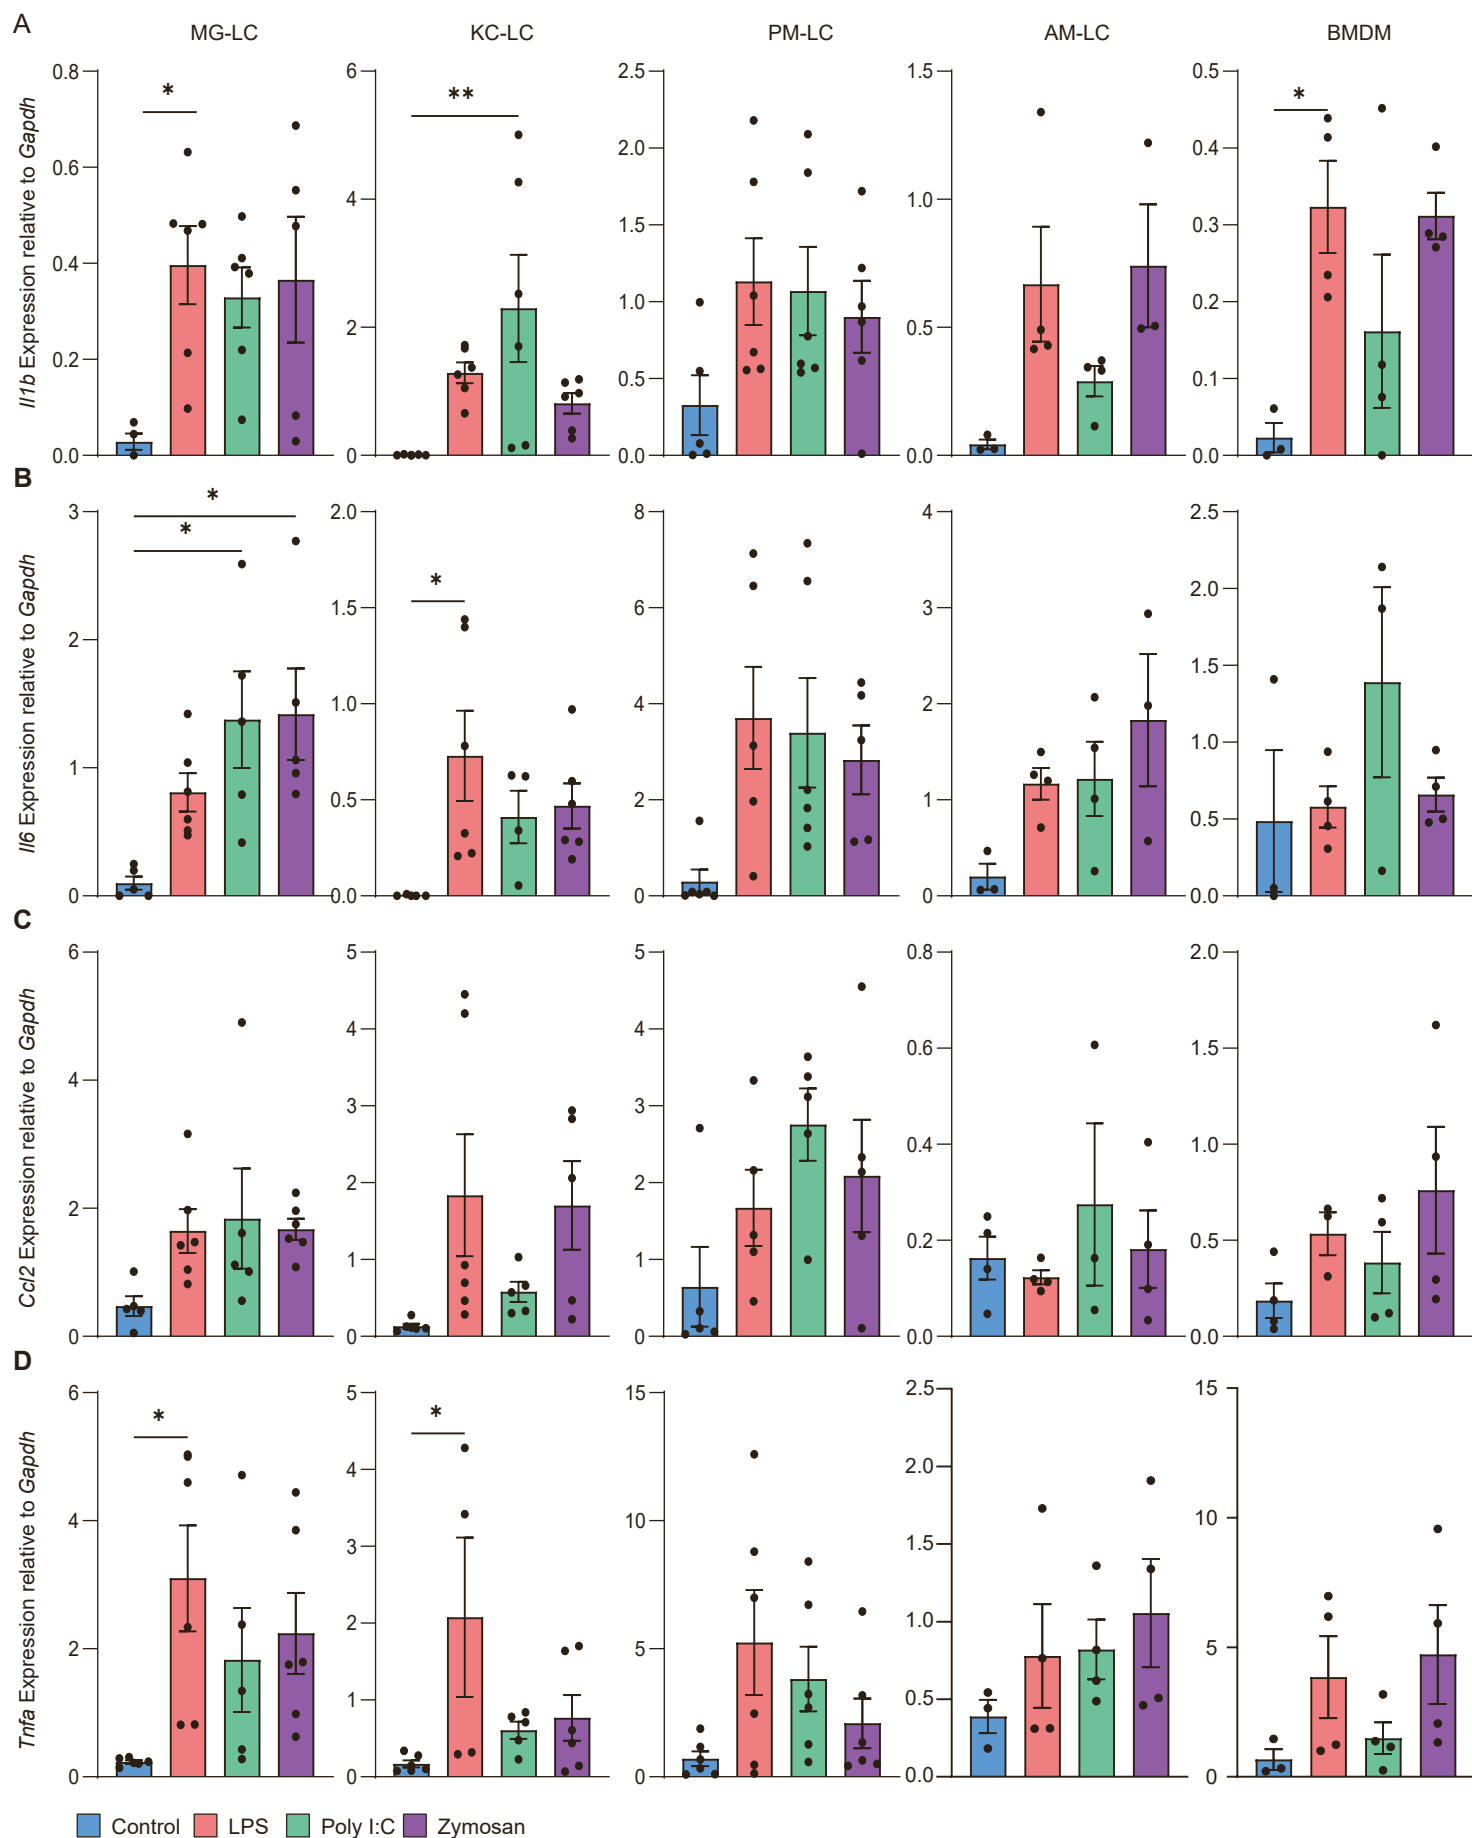

**Suppl. Figure 7**

## Supplemental item titles and legends

**Suppl. Figure 1: Isolated cells for plating contain a mixture of myeloid cells, related to Figure 1.** Quantification of cell composition of cell pellets per 10.000 counting beads, n=3/organ. One out of three independent experiments is shown. Gating strategies are shown from left to right, gates are indicated in red (right side). Myeloid cell subsets are indicated with numbers. TRM are shown in gate 1<sup>a</sup>, granulocytes in gate 2<sup>a</sup>, monocytes in gate 3, as well as Ly6C<sup>hi</sup> monocytes in gate 3<sup>a</sup>, Ly6C<sup>int</sup> monocytes in gate 3<sup>b</sup> and Ly6C<sup>low</sup> monocytes in gate 3<sup>c</sup>. Quantification and gating strategy for cell pellets from brain (A), liver (B), peritoneum (C) and lung (D) are shown.

**Suppl. Figure 2: Surface marker profiling of cultured TRM-LC compared to *ex vivo* isolated TRM, related to Figure 3.** Macrophage subsets were identified as shown before in Figure 3. MG are shown in yellow, KC in green, PM in pink and AM in blue. Unstained controls are shown in grey. One out of 3 independent experiments is shown. (A-F) Histograms for *ex vivo* isolated macrophages (upper row) and *in vitro* cultured TRM-LC (lower row) are shown. Histograms are shown for F4/80 (A), CD115 (B), MHC-II (C), CD11c (D), SiglecF (E) and TIM-4 (F). (G) Histograms for cell surface markers on BMDM cultured in different culture conditions *in vitro*. One out of 3 independent experiments is shown. BMDM in normoxia + GM-CSF are shown in white, BMDM in hypoxia + M-CSF & IL-34 are shown in light grey, BMDM in normoxia + M-CSF are shown in grey, BMDM in hypoxia + M-CSF are shown in dark grey. Representative histograms are shown for F4/80 (upper left), CD11c (upper right), CD115 (middle left), SiglecF (middle right), MHC-II (lower left) and TIM-4 (lower right).

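The intersection in panel A counts genes that pass both thresholds in the same direction in each of the 4 comparisons of TRM-LCs with their sorted TRMs. For pairs of populations, the genes higher ex vivo in both numbered from 218 (PMs and AMs) to 576 (MG and KCs), and the genes higher in vitro in both from 368 (KCs and AMs) to 696 (MG and PMs).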

**Suppl. Figure 3: TRM-LC do not share a transcriptomic *in vitro* signature maintain expression of specific TRM signature genes *in vitro*, related to Figure 4.** (A) Intersection of genes significantly regulated (absolute log<sub>2</sub> fold change > 1.5 and adjusted p-value < 0.05) in TRM-LC. (B) Enrichment analysis (Gene Ontology Biological Processes) of the 275 down-regulated genes shared between all TRM-LC (left panel) and the 254 up-regulated genes shared between all TRM-LC (right panel). (C-F) Gene expression analysis for signature genes in TRM-LC is shown. MG-LC are shown in yellow, KC-LC in green, PM-LC in pink, AM-LC in blue. Mean ± SEM is shown. n=3-4 per group. \* *p*<0.05 and \*\*\* *p*<0.001. Gene expression is shown for *Hexb* (left) and *Fcrls* (right) (C), *Id3* (left) and *Nr1h3* (right) (D), *Cebpb* (left) and *Tgfb2* (right) (E), and *Car4* (left) and *Siglecf* (right) (F). (G-J) Gene expression analysis for signature genes in BMDM. BMDM in normoxia + GM-CSF are shown in white, BMDM in hypoxia + M-CSF & IL-34 are shown in light grey, BMDM in normoxia + M-CSF are shown in grey, BMDM in hypoxia + M-CSF are shown in dark grey. Mean ± SEM is shown. n=3-4 per group. Gene expression is shown for *Hexb* (left) and *Fcrls* (right) (G), *Id3* (left) and *Nr1h3* (right) (H), *Cebpb* (I), and *Car4* (left) and *Siglecf* (right) (J).

**Suppl. Figure 4: *Ccr2*<sup>-/-</sup> mice have a reduced number of Ly6C<sup>high</sup> monocytes in the cell pellets used for TRM-LC cultures, related to Figure 5.** Left: Representative flow cytometry of cell pellets from WT mice (control) and *Ccr2*<sup>-/-</sup> mice is shown prior to plating. Representative FACS plots are shown from left to right, gates are indicated in red. Full gating strategy is not shown. Doublets and dead cells were excluded before. Right: Relative quantification of myeloid cells within the plated cell pellets, normalized to counting beads. One out of three independent experiments are shown. Quantification is shown for MG (A), KC (B), PM (C), and AM (D).

**Suppl. Figure 5: MACS-depletion of Gr1<sup>+</sup> cells is highly efficient, related to Figure 5.** Left panels: Representative flow cytometry of undepleted (control) and Gr1<sup>+</sup> depleted cell pellets is shown prior to plating. Representative FACS plots are shown from left to right, gates are indicated in red. Full gating

strategy is not shown. Doublets and dead cells were excluded before. Right panels: Relative quantification of myeloid cells within the plated cell pellets, normalized to counting beads. One out of three independent experiments are shown. Gr1<sup>+</sup> cell depletion efficiency is shown for MG (A), KC (B), PM (C), and AM (D).

**Suppl. Figure 6: Simplified gating strategy and Cytochalasin-D control for phagocytosis assay, related to Figure 6.** Phagocytosis assays were performed with TRM after two weeks in culture. Gating strategy and PE-pHrodo histogram is depicted for MG-LC (A), KC-LC (B), PM-LC (C), AM-LC (D), and BMDM (hypoxia + M-CSF) (E). Representative histograms indicate PE-pHrodo labeling for the specific TRM-LC compared to the Cytochalasin-D control (grey) after 30 minutes. One out of 3-6 independent experiments is shown.

**Suppl. Figure 7: TRM-LC show distinct inflammatory gene expression upon immune stimulation *in vitro*, related to Figure 6.** Gene expression levels are shown relative to *Gapdh*. (A) *Il1b* expression in TRM-LC and BMDM. (B) *Il6* expression in TRM-LC and BMDM. (C) *Ccl2* expression in TRM-LC and BMDM. (D) *Tnfa* expression in TRM-LC and BMDM. Control is shown in blue, LPS treated group is shown in red, poly I:C treated group is shown in green, zymosan treated group is shown in violet. Mean  $\pm$  SEM is shown. n=3-6 is shown. \*  $p<0.05$ , \*\*  $p<0.01$  and \*\*\*  $p<0.001$

# Supplementary material for: An improved organotypic cell culture system to study tissue-resident macrophages ex vivo
**Source:** Cell Rep Methods. 2022 Jul 26;2(8):100260. doi: 10.1016/j.crmeth.2022.100260
**Supplement:** Document S2. Article plus supplemental information

# An improved organotypic cell culture system to study tissue-resident macrophages *ex vivo*

## Graphical abstract

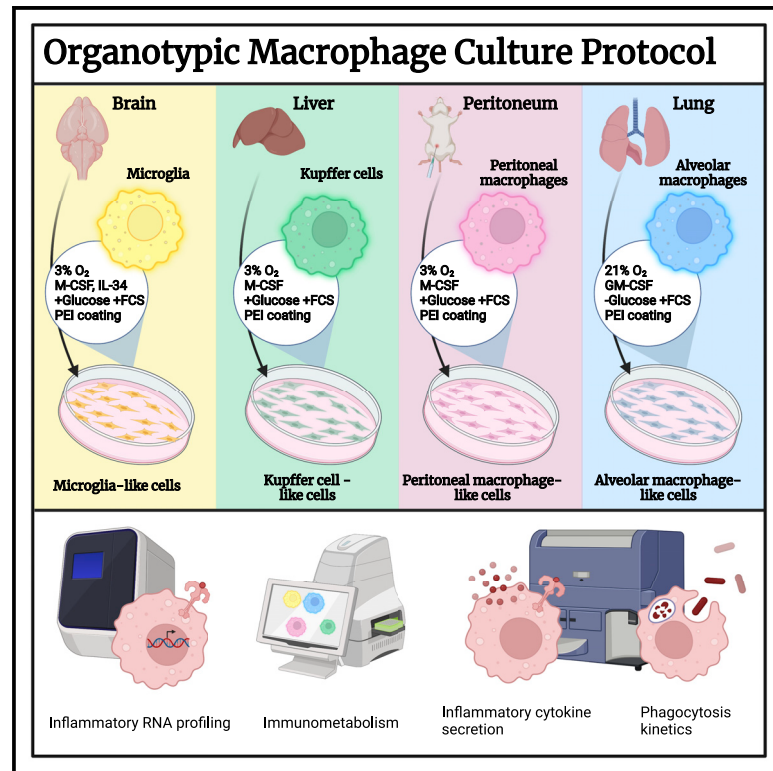

## Authors

Philipp Aktories, Philippe Petry, Paulo Glatz, ..., Olaf Groß, Marco Prinz, Katrin Kierdorf

## In brief

*In vitro* cultures are essential to study tissue-resident macrophages (TRMs) but are hampered by low cell yields or other limitations. To provide reliable TRM sources *in vitro*, Aktories et al. established cell culture protocols for TRM-like cells from brain, liver, peritoneum, and lung and subsequently employed TRM-like cells for functional assays.

## Highlights

- A modified cell culture protocol allows long-term culture of TRM-like cells
- Protocols have been developed for brain, liver, peritoneum, and lung
- TRM-like cells maintain core features of their TRM counterparts *in vivo*
- TRM-like cells can be used for various functional assays *in vitro*

## Article

# An improved organotypic cell culture system to study tissue-resident macrophages *ex vivo*

Philipp Aktories,<sup>1,2,10</sup> Philippe Petry,<sup>1,2,10</sup> Paulo Glatz,<sup>1,2,10</sup> Geoffroy Andrieux,<sup>3</sup> Alexander Oswald,<sup>1,2</sup> Hannah Botterer,<sup>1,2</sup> Oliver Gorka,<sup>1</sup> Daniel Erny,<sup>1,5</sup> Melanie Boerries,<sup>3,4</sup> Philipp Henneke,<sup>6,7</sup> Olaf Groß,<sup>1,8,9</sup> Marco Prinz,<sup>1,8,9</sup> and Katrin Kierdorf<sup>1,6,8,11,\*</sup>

<sup>10</sup>These authors contributed equally

<https://doi.org/10.1016/j.crmeth.2022.100260>

**MOTIVATION** Efficient cell culture systems, especially for primary TRMs, are rare, and most of them have limitations such as low cell yield or artificial cell activation. In this study, we aimed to address several of these limitations and establish an organotypic cell culture protocol that can be easily established in many labs and applied to many different TRMs. With this cell culture approach, we would like to provide a reliable source for immunologists to study primary TRMs from different organs *in vitro*.

## SUMMARY

Tissue-resident macrophages (TRMs) perform organ-specific functions that are dependent on factors such as hematopoietic origin, local environment, and biological influences. A diverse range of *in vitro* culture systems have been developed to decipher TRM functions, including bone marrow-derived macrophages (BMDMs), induced pluripotent stem cell (iPSC)-derived TRMs, or immortalized cell lines. However, despite the usefulness of such systems, there are notable limitations. Attempts to culture primary macrophages often require purification of cells and lack a high cell yield and consistent phenotype. Here, we aimed to address these limitations by establishing an organotypic primary cell culture protocol. We obtained long-term monocultures of macrophages derived from distinct organs without prior purification using specific growth factors and tissue normoxic conditions that largely conserved a TRM-like identity *in vitro*. Thus, this organotypic system offers an ideal screening platform for primary macrophages from different organs that can be used for a wide range of assays and readouts.

## INTRODUCTION

Tissue-resident macrophages (TRMs) are modulated by the specific environment of their host tissue, such as Kupffer cells (KCs) in the liver, microglia (MG) in the brain, peritoneal macrophages (PMs) in the peritoneum, or alveolar macrophages (AMs) in the lung (Guilliams et al., 2020). Most adult TRMs are long lived and derived from embryonic progenitors (Ginhoux et al., 2010; Gomez Perdiguero et al., 2015; Guilliams et al., 2013; Hoeftel

et al., 2015; Schulz et al., 2012), with some exemptions, such as TRMs in oral mucosa or intestine (Bain et al., 2014; Capucha et al., 2015). TRMs serve specialized functions to maintain tissue homeostasis all while poised to rapidly transition to an inflammatory phenotype upon injury or infection (Kierdorf and Dionne, 2016). Subsequently, TRMs initiate tissue repair processes to restore tissue homeostasis (Wynn and Vannella, 2016). Chronic inflammatory pathologies are characterized by a detrimental contribution of macrophages (Voet et al., 2019). Given that the

identity and tissue specificity of TRMs are imprinted by the tissue environment (Bonnardel et al., 2019; Hagemeyer et al., 2016; Kolter et al., 2020; Schulz et al., 2012), their steady-state and activation phenotypes can be radically different. Thus, investigating these biologically relevant nuances continues to be a topic of interest within the field of immunology.

Cell culture protocols have been developed to explore TRM function. Thus far, many studies have relied on bone marrow-derived macrophages (BMDMs), which do not per se represent TRM heterogeneity (Bailey et al., 2020; Stanley and Heard, 1977). Other approaches include oncogene-transformed cell lines (Blasi et al., 1990; Kreuzburg-Duffy and Macdonald, 1991), which allow an easy maintenance and a high cell yield, but often with an activated phenotype (Bocchini et al., 1992; Napoli et al., 2009). During the past decade, induced pluripotent stem cells (iPSCs) and iPSC-derived organoids presented a novel opportunity to generate and study TRMs *in vitro* (Lee et al., 2018; Takata et al., 2017), although these challenging techniques require a high level of expertise and financial resources. Available *in vitro* protocols for primary TRMs rely on complex dissociation (e.g., enzymatic digestion) and purification steps (e.g., fluorescence activated cell sorting [FACS] or magnetic-activated cell sorting [MACS]). These steps can result in cell activation, as recently demonstrated for MG of the CNS (Haimon et al., 2018; Mattei et al., 2020). Further, even optimized culture protocols result in low cell yields, and functional assays on sorted cells are limited and restricted to a few hours or days post isolation. In light of these limiting factors, we aimed to develop a more organotypic, high-yield, cost-efficient, and long-term monoculture protocol for TRMs of different tissues.

Here, we established a primary organotypic cell culture for TRMs without prior cell purification. “TRM-like” cells (TRM-LCs) can be sustained for weeks, show negligible contamination with other cell types, and largely share gene expression profiles and surface markers with their *in vivo* counterparts. As a result, the generated TRM-LCs offer efficient readouts in functional and metabolic assays. Thus, TRM-LCs offer immunologists an optimized *in vitro* platform to study the functions of the body’s various TRM populations.

## RESULTS

### Combination of adapted culture conditions allows *in vitro* maintenance of pure TRM-LCs from distinct organs

To overcome the above-mentioned obstacles for TRM cultures, we adapted three major culture conditions: (1) pre-coating with polyethylenimine (PEI) to facilitate a high cell yield; (2) cell culture media supplemented with specific growth factors and only one partial medium change to preserve host tissue-derived trophic factors; and (3) organotypic oxygen levels to avoid activation and metabolic alterations.

We generated MG-like cells (MG-LCs), KC-like cells (KC-LCs), AM-like cells (AM-LCs), and PM-like cells (PM-LCs) by plating single-cell suspensions of their respective organs (Figure 1A; STAR Methods). To verify the cellular composition of the obtained cell pellets for culture (Figure S1), we found

that the main myeloid populations included in the cell pellets were TRMs, except for the cell pellet of the liver, where granulocytes were more abundant (Figure S1B). Cells from each organ were plated in PEI-coated tissue culture flasks (Figure 1A), where the PEI coating effectively eliminated contaminating host cells and supported monocultures of TRM-LCs within 14 days.

The medium was supplemented with growth factors in a tissue-specific manner: macrophage colony-stimulating factor (M-CSF) for KC- and PM-LCs, M-CSF and interleukin (IL)-34 for MG-LCs, and granulocyte-macrophage colony-stimulating factor (GM-CSF) for AM-LCs (Figure 1A) (Greter et al., 2012; Guiliams et al., 2013; Kana et al., 2019; Yoshida et al., 1990). To account for other organ-derived trophic factors, a single partial medium change (2/5) was performed 2 days after plating to preserve these factors in the medium (Figure 1A). Furthermore, KC-, PM-, and MG-LCs were supplemented with high glucose (4.5 g/L), while AM-LCs were glucose deprived to reflect the low glucose availability in the lung alveoli (Woods et al., 2020) (Figure 1A). Atmospheric oxygen levels constitute a hyperoxic condition for most cells in culture (Carreau et al., 2011; Jagannathan et al., 2016). In the brain, liver, and peritoneal cavity, physiological oxygen levels are between 3% and 6%, whereas lung alveoli contain approximately 14.5% (Carreau et al., 2011; Jagannathan et al., 2016). Consequently, we adapted the oxygen levels of our cultures to replicate the concentrations *in vivo*. KC-, PM-, and MG-LCs were cultured at 3% oxygen, while AM-LCs were cultivated at atmospheric oxygen levels (Figure 1A). After 14 days, cell cultures of each macrophage population were obtained, with population sizes ranging between 300,000 and 1,500,000 cells per flask (Figure 1B).

To follow the culture development, we imaged AM-LCs compared with BMDMs over the course of 2 weeks after the partial medium change with an Incucyte system (Figure 1C). As the Incucyte system must be utilized at atmospheric oxygen levels, AM-LCs were imaged here. BMDMs reached confluence after 7 days, with all cells acquiring characteristic macrophage morphology (Figure 1C; Video S1). In contrast, AM-LCs took much longer to develop into densely populated cultures. After an initially low amount of cell seedings and a high abundance of cell debris, cells that resembled macrophages appeared a few days post plating and proliferated in clusters (Figure 1C; Video S2). After 16 days, AM-LCs were seen with typical macrophage morphology and the cells did not expand further.

After 2 weeks, the organotypic system produced densely populated TRM-LCs from all organs of interest. TRM-LCs developed with round, bipolar, but also ramified, morphologies, all of which are typical of TRMs *in vitro* (Figure 2A). Pappenheim staining of TRM-LC cytopspins showed light purple staining of mononuclear myeloid cells without distinct structures of heterochromatin or signs of polymorphic nuclei, excluding a contamination with neutrophils or eosinophils (Figure 2B). Transmission light imaging of TRM-LCs with a confocal microscope once again showcased typical bipolar/ramified macrophage morphologies with phagocytic inclusions (Figure 2C). Immunostaining for ionized calcium-binding adapter molecule 1 (Iba1), expressed by many macrophages, except AMs (Köhler, 2007), revealed pure cultures of Iba1<sup>+</sup> cells at day 14. Of

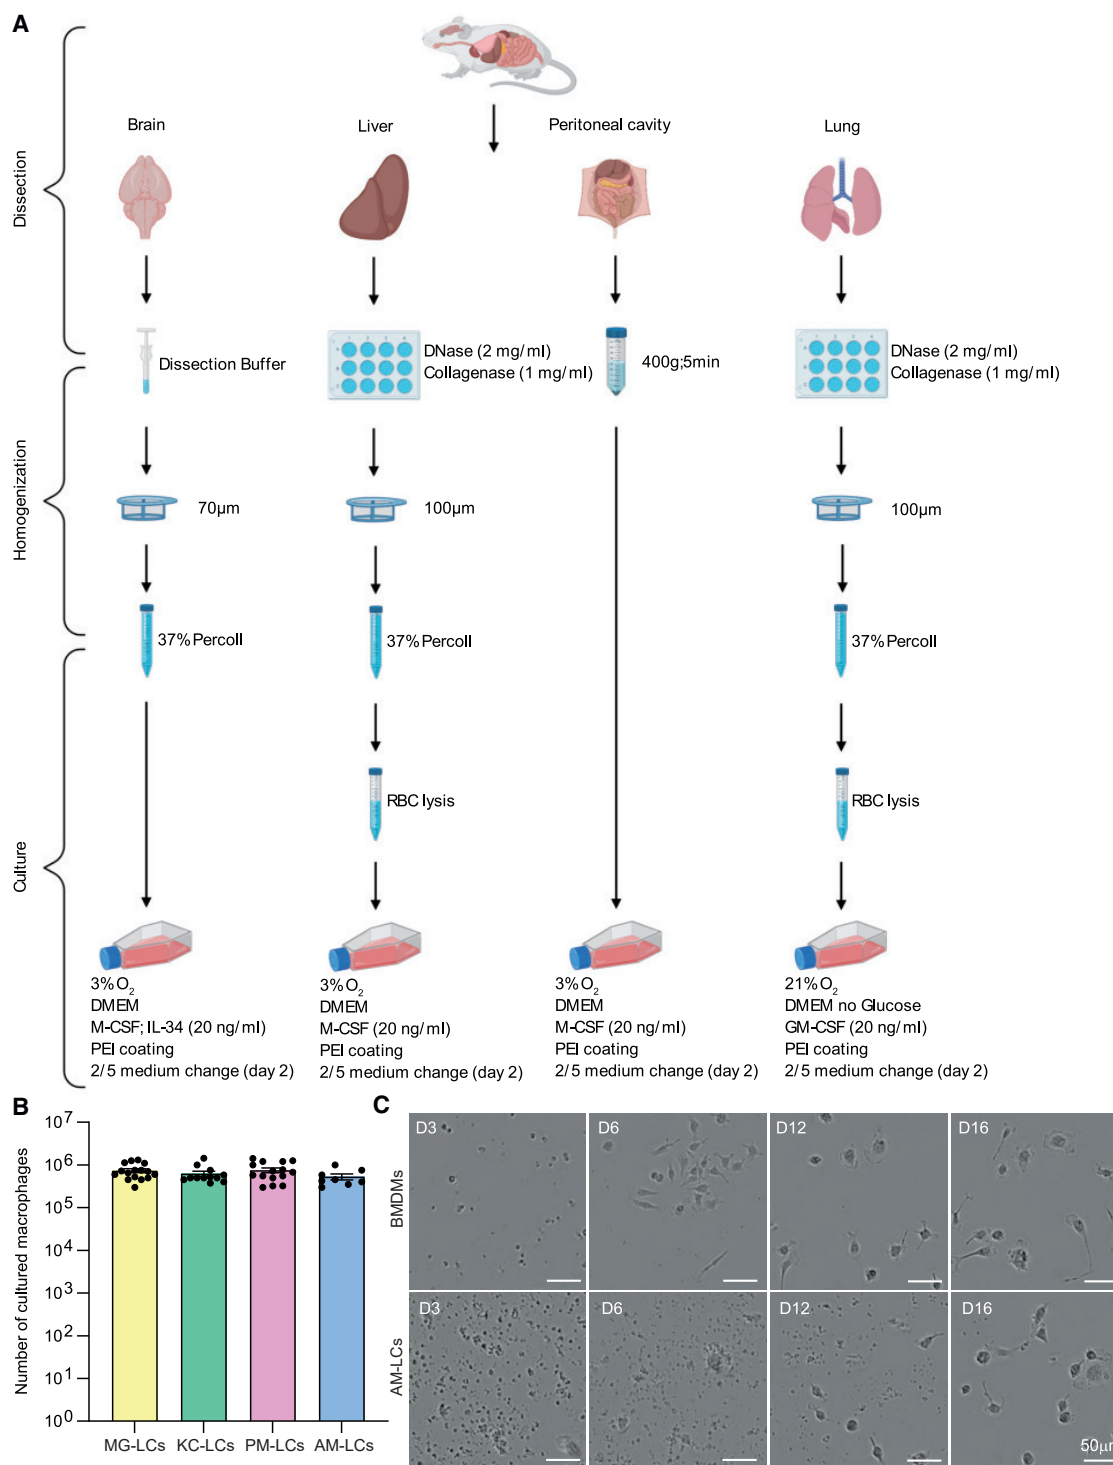

**Figure 1. TRM-LCs are efficiently maintained in culture by a combination of supportive culture coating, specific medium supplementation, and tissue normoxic oxygen levels**

(A) Isolation protocol for TRM-LCs from brain, liver, peritoneum, and lung. RBC, red blood cell.

(B) Absolute cell numbers of MG-LCs (yellow), KC-LCs (green), PM-LCs (pink), and AM-LC (blue) after 2 weeks in culture. Mean  $\pm$  SEM is shown; cells per culture flask are shown,  $n = 8-17$ /group.

(C) Bright-field images of BMDMs (upper row) and AM-LCs (lower row) are shown from day (D) 3, 6, 12, and 16 in the Incucyte system. One of two independent experiments is shown. Scale bars, 50  $\mu$ m.

See also [Figure S1](#) and [Videos S1](#) and [S2](#).

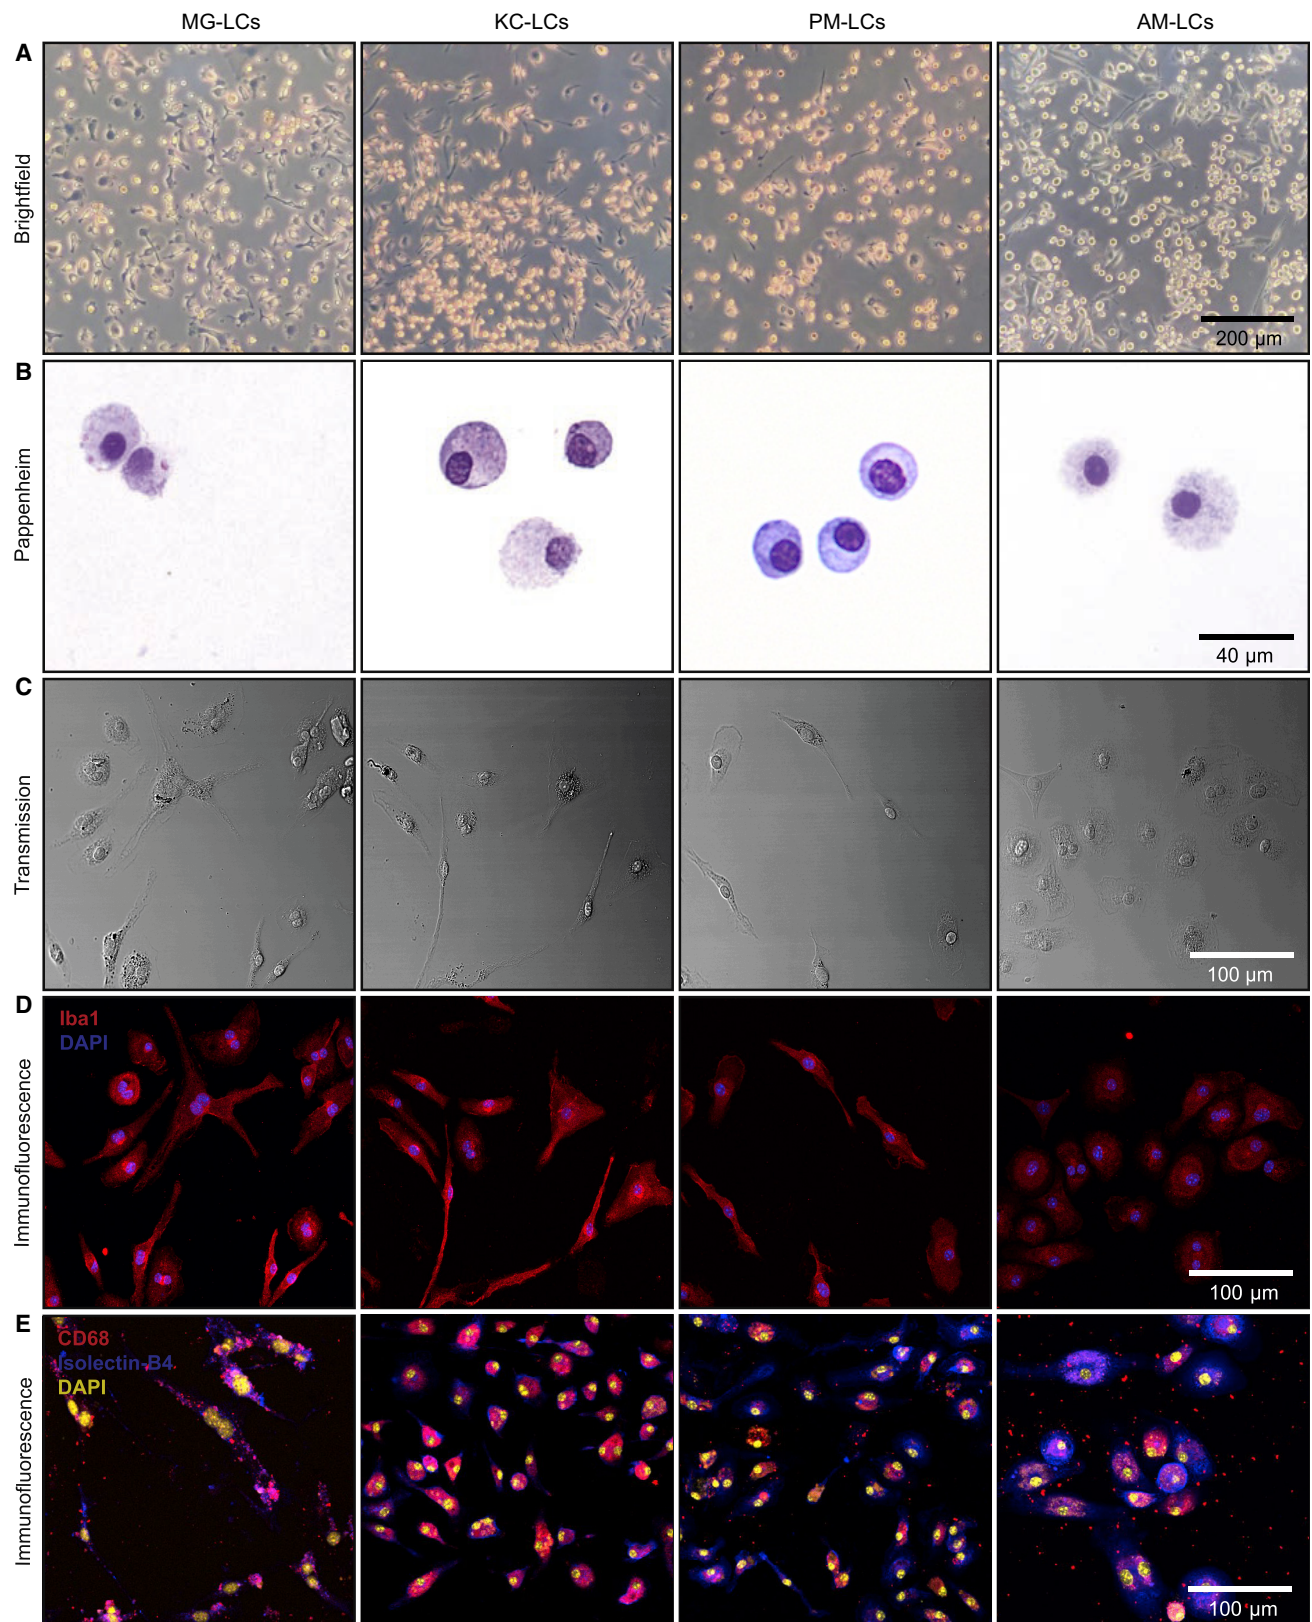

(legend on next page)

note, AM-LCs upregulated Iba1 *in vitro* (Figure 2D). In addition, TRM-LCs showed abundant expression of the lysosomal marker CD68, broadly expressed in TRMs, as well as surface binding of isolectin B4, described for myeloid cells (Figure 2E). Hence, we confirmed that our approach allows us to obtain densely populated macrophage cultures from an organ of interest, without the need for purification by cell sorting.

### Cultured TRM-LCs maintain core macrophage surface markers of respective TRM populations *ex vivo* with some alterations

As described before, the isolation and subsequent *in vitro* culturing of TRMs often result in the loss of identifying surface markers, due to either the lack of host tissue cells or artificial activation. We compared cell-surface markers of purified MG, KCs, PMs, and AMs (“*ex vivo*”) with cultured TRM-LCs 14 days post plating (“*in vitro*”). Freshly isolated MG were identified as CD45<sup>low</sup>CD11b<sup>+</sup> cells (Figure 3A), whereas cultured MG-LCs were CD45<sup>high</sup>CD11b<sup>high</sup>. MG-LCs also tended to be larger and had a higher granularity and autofluorescence, likely due to phagocytosed material *in vitro*. KCs were identified as CD45<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>+</sup>TIM-4<sup>+</sup> cells; but KC-LCs lost TIM-4 *in vitro* (Figure 3B). In the peritoneal lavage, PMs can be divided into large PMs (LPMs) (CD45<sup>+</sup>CD115<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>high</sup>) and small PMs (SPMs) (CD45<sup>+</sup>CD115<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>low</sup>) (Figure 3C); however, our culture system produced a pure macrophage population of CD45<sup>+</sup>CD115<sup>+</sup>CD11b<sup>+</sup>F4/80<sup>high</sup> macrophages, suggesting that the system preferentially harbors LPM-LCs (Figure 3C). Freshly isolated AMs were identified as CD45<sup>+</sup>SiglecF<sup>+</sup>CD11b<sup>low</sup> (Figure 3D) but showed higher CD11b expression and lower SiglecF expression *in vitro* (Figure 3D). TRM-LCs maintain several surface markers even after an extended culturing period, but with some alterations.

Next, we examined classical core macrophage surface markers and macrophage activation markers to exclude artificial activation *in vitro*. In cultured MG-LCs, we found a slight increase in the surface levels of the glycoprotein F4/80 compared with the *ex vivo* isolated MG, whereas other TRM-LCs showed consistent F4/80 levels compared with freshly isolated cells (Figure S2A). CD115 or colony-stimulating factor 1 receptor (Csf1r) is expressed on cultured and freshly isolated MG, KCs, and PMs, but was lost in AM-LCs (Figure S2B). Interestingly, major histocompatibility complex class II (MHC-II) is not expressed by MG-LCs *in vitro* and MG directly isolated from CNS. On the other hand, KC-, PM-, and AM-LCs still expressed MHC-II but at reduced levels compared with their *ex vivo* isolated counterparts (Figure S2C). Integrin subunit  $\alpha$ x (Itgax or CD11 c) expression was low in adult MG from brain tissue and undetectable in cultured MG-LCs (Figure S2D), while *ex vivo* expression of

CD11c was maintained in the other TRM-LCs. Notably, CD11c was more highly expressed on PM-LCs *in vitro* than on freshly isolated PMs (Figure S2D). Sialic acid-binding Ig-like lectin F (SiglecF) was highly expressed on freshly isolated AMs (Figure S2E). This AM-specific expression was preserved in culture, albeit to a reduced level (Figure S2E). T cell membrane protein 4 (TIM-4) was highly expressed on PM and KC populations *ex vivo* (Figure S2F), but both PM- and KC-LCs *in vitro* appeared to lose TIM-4 (Figure S2F). To verify that the surface-marker profile was not dictated by the culture conditions only, but rather maintained from the host tissue, we analyzed expression for F4/80, CD115, MHC-II, CD11c, SiglecF, and TIM-4 on BMDMs cultured under the distinct TRM-LC culture conditions (Figure S2G). We could not identify a culture-condition-specific signature on BMDMs resembling the surface expression of specific TRM-LCs (Figure S2G). Therefore, TRM-like macrophage populations seem to be not activated as a result of the culture system, despite the alteration of certain surface markers between the cultured TRM-LCs and their *in vivo* counterparts.

### TRM-LCs share a core transcriptomic signature with their TRM counterparts but with adaptations induced *in vitro*

Next we performed transcriptomic profiling of the TRM-LCs and compared them with their respective *in vivo* counterparts. Analyzed samples clustered separately according to their groups with only minor variations in a principle-component analysis (PCA); however, we saw that TRM-LCs (“*in vitro*”) and sorted TRMs (“*ex vivo*”) clustered apart (Figure 4A). We compared the number of shared and differentially expressed genes between TRM-LCs *in vitro* and their *in vivo* counterparts (Figure 4B; Table S1). For MG-LCs we found that 60% of the genes were still shared with FACS-sorted MG (Figure 4B). Similarly, we detected between 71% and 74% of genes to be shared between KC-, PM-, and also AM-LCs with their corresponding TRM population. When we compared expression levels of differentially expressed genes in *ex vivo* isolated TRMs with TRM-LCs, we found that several signature genes were indeed expressed higher in freshly isolated TRMs, but the specific tissue signature was not lost in TRM-like cultures (Figure 4C). For example, when we compared sorted MG with MG-LCs, we found that signature genes such as *P2ry12* or *Sall1* showed a high fold change, whereas others were regulated only to lower levels, such as *Fcrls*, *Gpr34*, or *Hexb* (Table S1). In line with this, the KC signature gene *Clec4f* was expressed higher in FACS-sorted KCs compared with cultured KC-LCs, whereas *Id3* remained unaltered (Table S1). Even though PMs expressed significantly higher levels of *Cebpb* and *Gata6* compared with PM-LCs, the detected fold change was only small between

### Figure 2. TRM-LCs develop a typical cell morphology and macrophage marker expression after 2 weeks in defined culture conditions

- (A) Bright-field images of TRM-like cell cultures after 2 weeks. One of three independent experiments is shown. Scale bar, 200  $\mu$ m.  
(B) Papanheim stainings of cytopspins from TRM-LCs. Scale bar, 40  $\mu$ m.  
(C) Confocal transmission light images of TRM-LCs. One of three independent experiments is shown. Scale bar, 100  $\mu$ m.  
(D) Confocal immunofluorescence images of TRM-LCs. Iba1 is shown in red and DAPI is shown in blue. One of three independent experiments is shown. Scale bar, 100  $\mu$ m.  
(E) Confocal immunofluorescence images of TRM-LCs after 2 weeks. CD68 is shown in red, isolectin B4 is shown in blue, and DAPI is shown in yellow. One independent experiment is shown. Scale bar, 100  $\mu$ m.

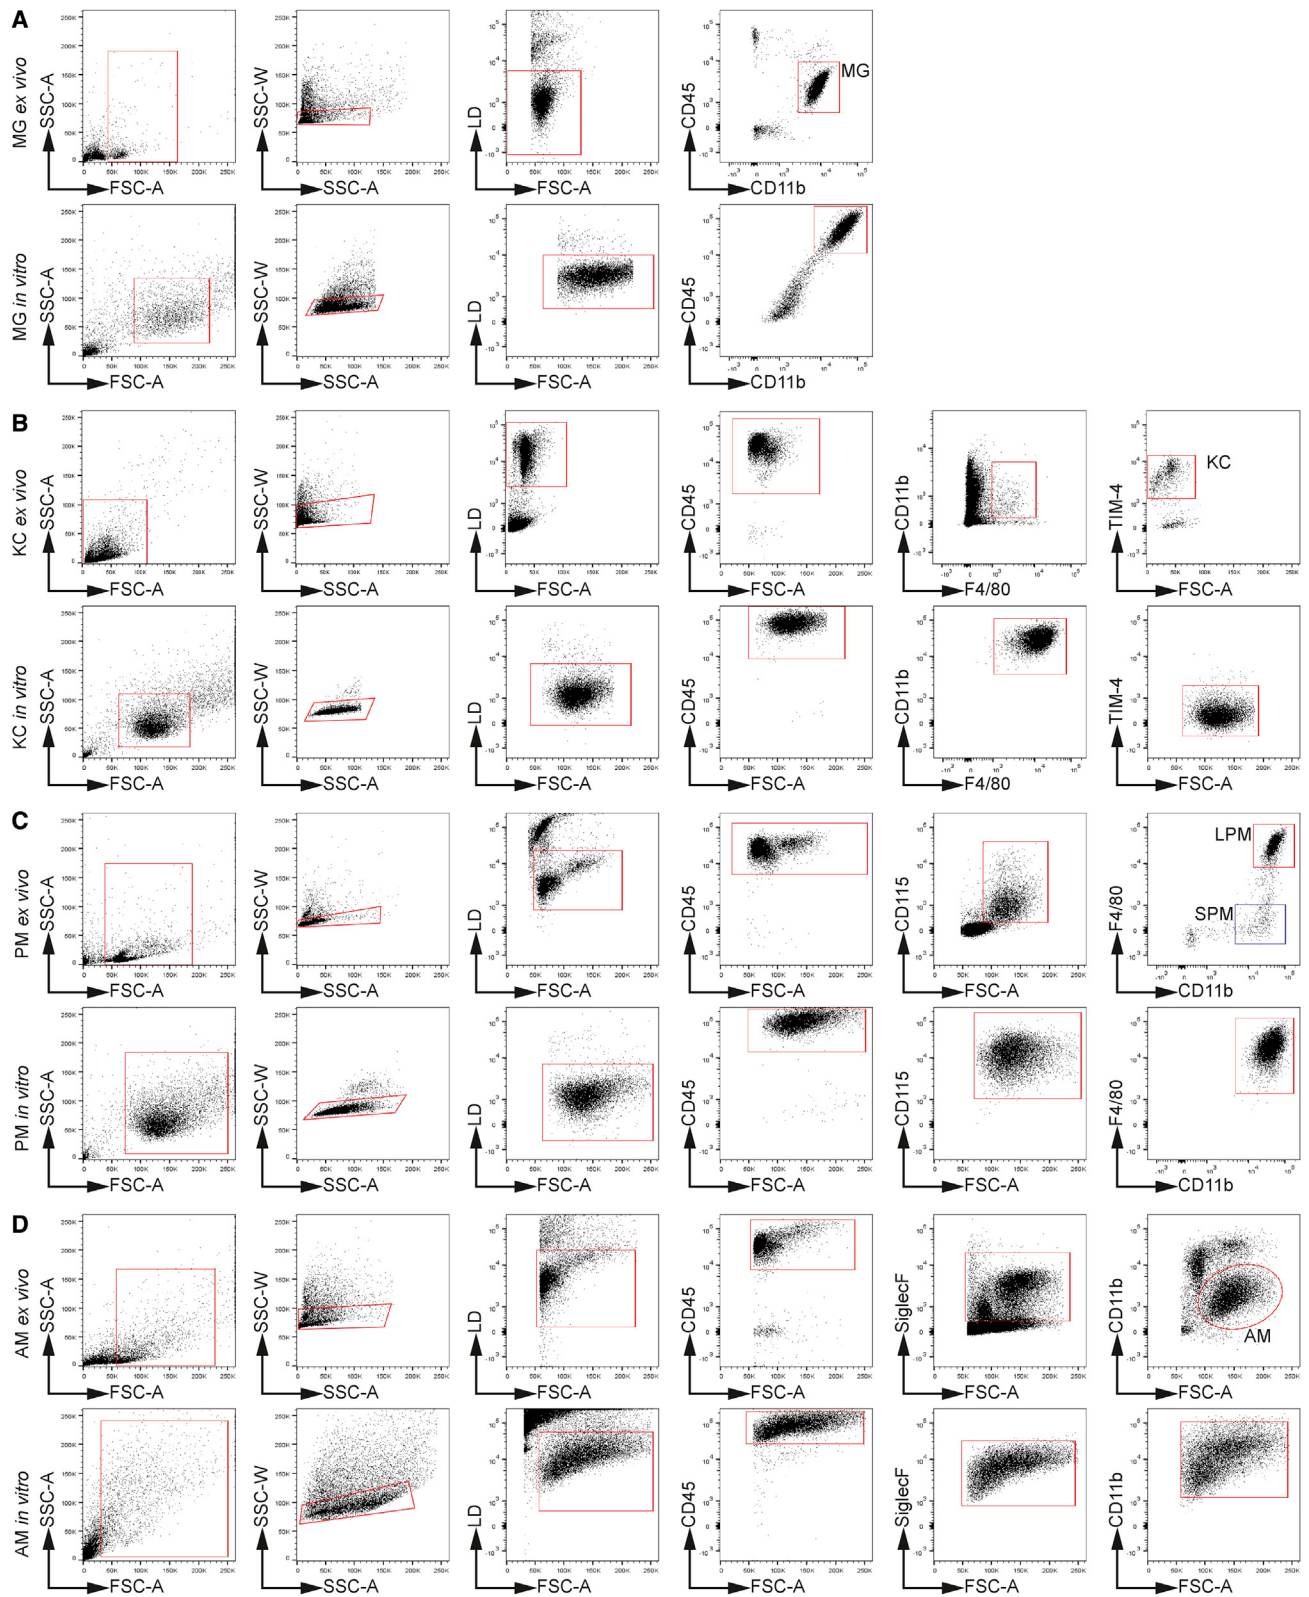

(legend on next page)

the sample groups (Table S1). Similarly, freshly isolated AMs expressed significantly higher levels of *Car4* and *SiglecF* compared with AM-LCs *in vitro*, but with a low fold change between both groups, indicating that these signature genes were still expressed (Table S1). Of note, we also confirmed SiglecF protein expression on the surface of AM-LCs (Figure 3D). Further comparing TRM-LCs with their corresponding TRM population *in vivo*, we defined differentially regulated gene ontology (GO) terms associated with RNA splicing and mRNA processing within the top 10 GO terms, which were expressed higher in freshly isolated TRM populations (Figure 4D). In contrast to other TRMs, freshly isolated KCs expressed higher levels of several GO terms associated with immune regulation compared with the KC-LCs (Figure 4D). Overall, we did not find other differentially regulated GO terms associated with macrophage function or macrophage differentiation in the top 10. We next compared shared regulated genes between all TRM-LCs to elucidate if there is a potential “core *in vitro* macrophage signature.” We identified only 254 induced genes and 275 downregulated genes in *ex vivo* TRMs compared with TRM-LCs, indicating no common core signature (Figure S3A). GO terms associated with chemotaxis and motility were expressed lower in *ex vivo* isolated TRMs compared with TRM-LCs, whereas GO terms associated with epigenetic modulations were downregulated (Figure S3B). Given that, we could henceforth prove that core transcriptomic profiles of TRM identities seem to be maintained in our organotypic system.

To confirm TRM signature gene expression *in vitro*, we additionally performed semi-quantitative gene expression analyses via qPCR for several signature genes. Here, eight genes were selected to exemplify TRM identity: *Hexb* and *Fcrls* for MG, *Id3* and *Nr1h3* for KCs, *Tgfb2* and *Cebpb* for PMs, and *Car4* and *SiglecF* for AMs.

As expected, MG-LCs expressed *Hexb* and *Fcrls* at elevated levels compared with all other TRM-like cultures (Figure S3C), KC-LCs expressed *Id3* and *Nr1h3* at significantly higher levels compared with other cultured populations (Figure S3D), PM-LCs expressed *Tgfb2* at a significantly higher level compared with other TRM-LCs but not significantly elevated levels of *Cebpb* (Figure S3E), and AM-LCs showed a significantly higher expression of *Car4* and *SiglecF* compared with the other TRM-LCs (Figure S3F). To exclude that these signature genes were not artificially induced by the different culture conditions of the TRM-LCs, we cultured BMDMs in the respective culture conditions and analyzed again signature gene expression (Figures S3G–S3J). Here, we could not detect the induction of specific TRM gene signatures in BMDMs through the applied culture conditions (Figures S4G–S4J), reinforcing that the gene expression profiles were rather a result of their host tissue origin. Hence, TRM-LCs can serve as a powerful surrogate system but do not completely conserve TRM identity.

### TRM-like cultures do not express a monocyte-associated gene profile and are not directly derived from Ly6C<sup>high</sup> monocytes

Alterations in gene expression and protein levels for some signature genes could be explained by monocytes, which might give rise to TRM-LCs in the organotypic culture system. Hence, we investigated if monocytes could be the source of TRM-LCs *in vitro*. First, we looked into the transcriptomic data of the TRM populations *ex vivo* and TRM-LCs *in vitro* and compared the expression levels of genes associated with monocyte differentiation (GO: 0030224) and regulation of monocyte differentiation (GO: 0045655, 0045656, and 0045657) (Figure 5A). We did not observe an upregulation of these genes *in vitro* compared with the freshly isolated TRM populations. The genes were heterogeneously expressed across all TRM populations and TRM-LCs. We even found higher expression of genes associated with monocyte differentiation in *ex vivo* isolated KCs compared with the cultured KC-LCs (Figure 5A). Hence, we could not detect an upregulation of monocyte differentiation-associated genes in the organotypic cultures.

To further exclude Ly6C<sup>high</sup> monocytes as a source of TRM-LCs, we used *Ccr2*<sup>−/−</sup> mice, which have a reduced number of Ly6C<sup>high</sup> monocytes in the blood (Serbina and Pamer, 2006), to generate TRM-LCs (Figure S4). After 2 weeks, we identified TRM-LCs from all organs occupying our cultures (Figure 5B), indicating that Ly6C<sup>high</sup> monocytes are likely not a source of TRM-LCs. To confirm these results, we again created TRM-LCs from wild-type (WT) mice but depleted Ly6C<sup>high</sup> monocytes and granulocytes via anti-Gr1 MACS from the cell pellets prior to plating. After efficient depletion of Gr1<sup>+</sup> myeloid cells from the cell pellets (Figure S5), we again found normal establishment and abundance of TRM-LCs in the cultures from all four organs (Figure 5C). Thus far, we can exclude that the TRM-LCs in our organotypic cultures were monocyte-derived macrophages, but rather were descended from TRMs themselves or so-far-undescribed endogenous progenitors in the respective tissues.

### TRM-like populations show distinct phagocytic rates *in vitro*

To explore the potential usage of TRM-LCs in different functional assays *in vitro*, we first analyzed the phagocytosis dynamics of TRM-LCs by using pHrodo zymosan-coupled beads. TRM-LCs were identified as CD45<sup>+</sup>CD11b<sup>+</sup>; cytochalasin D was used as a negative control (Figure S6). As anticipated, all TRM-LCs rapidly phagocytosed the beads, with each population demonstrating an increased number of pHrodo<sup>+</sup> cells, up to over 80% after 30 min (Figures 6A and 6B). TRM-LCs from different organs showed profound differences in phagocytosis speed. After 5 min, PM-LCs showed a significantly higher percentage of pHrodo<sup>+</sup> cells compared with the other TRM-LCs (Figure 6B). At 10 min, MG- and KC-LCs began to approach the higher

#### Figure 3. TRM-LCs can be identified *in vitro* by organ-specific FACS gating strategies

Gating strategies are shown from left to right; gates are indicated in red. One of three independent experiments is shown. Gating strategies are shown for *ex vivo* isolated MG (upper row) and *in vitro* cultured MG-LCs (lower row) (A); for *ex vivo* isolated KCs (upper row) and *in vitro* cultured KC-LCs (lower row) (B); for *ex vivo* isolated PMs (upper row), with blue gate indicating SPMs, and *in vitro* cultured PM-LCs (lower row) (C); and for *ex vivo* isolated AMs (upper row) and *in vitro* cultured AM-LCs (lower row) (D).

See also Figure S2.

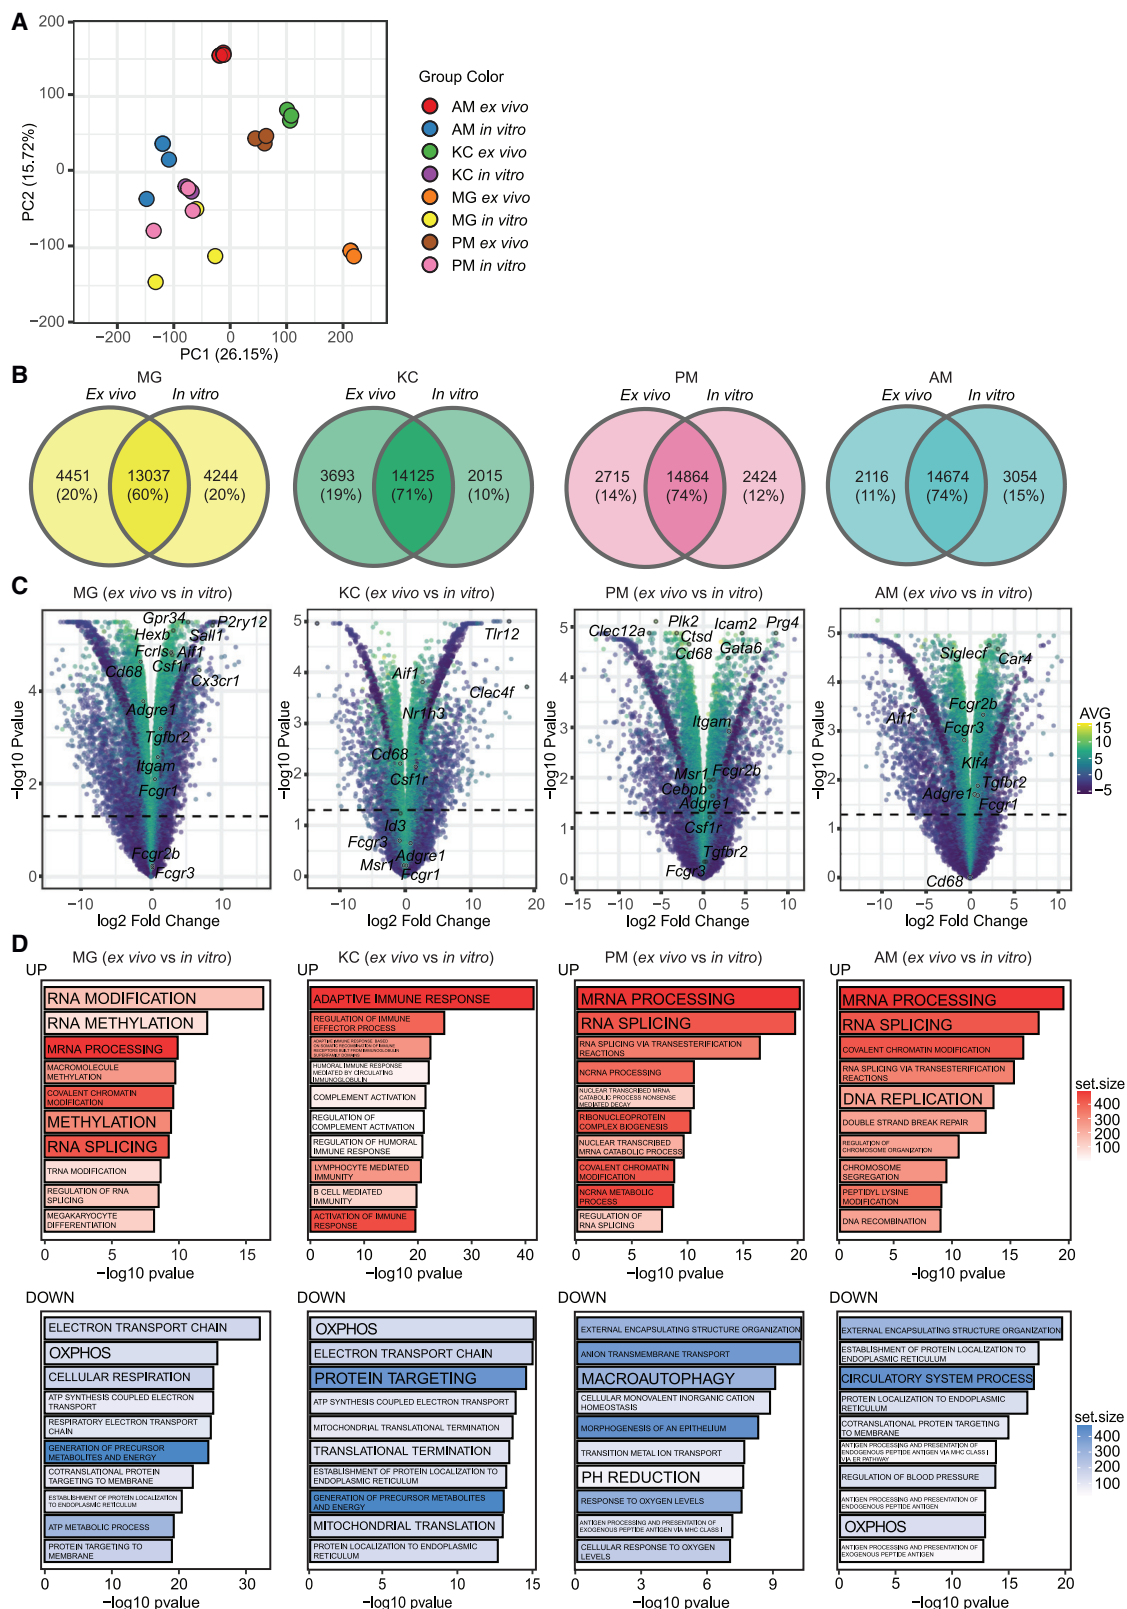

(legend on next page)

percentage of pHrodo<sup>+</sup> cells found in PM-LCs, whereas the phagocytic capacity of AM-LCs appeared to increase more gradually (Figure 6B). At 15 and 30 min, all TRM-LCs possessed near-equivalent loads of phagocytosed beads (Figure 6B). Our results suggest that PM-LCs are much faster at phagocytosing zymosan-coupled beads compared with the other TRM-LCs, whereas AM-LCs reacted more slowly to the stimulus. Of note, BMDMs cultured under the same conditions as PM- and KC-LCs behaved similar to PM-LCs but not KC-LCs, supporting our hypothesis that the function is not induced by the culture conditions directly (Figure 6C). Therefore, we demonstrated the potential use of TRM-LCs to test the phagocytic capabilities of different TRM-LCs.

### Inflammatory cytokine expression and release by TRM-LCs upon immune stimulation

Extending the functional analysis further, we evaluated cytokine expression and release by TRM-LCs upon treatment with different immune stimuli (Figures 6D–6F and S7). We treated TRM-LCs and BMDMs (M-CSF, 21% O<sub>2</sub>) with lipopolysaccharides (LPS), poly(I:C), and zymosan and analyzed the gene expression of *C-C motif chemokine ligand 2* (*Ccl2*), *Interleukin-1β* (*Il1b*), *Interleukin-6* (*Il6*), and *tumor necrosis factor alpha* (*Tnfa*) after 24 h. KC-LCs expressed significantly more *Il1b* after poly(I:C) stimulation compared with control, whereas the other TRM-LCs did not (Figure S7A). After LPS treatment, MG-LCs showed a significant induction of *Il1b*, and similarly, BMDMs significantly upregulated *Il1b* upon LPS stimulation, whereas PM- and AM-LCs did not (Figure S7A). *Il6* was heterogeneously induced in the TRM-LCs and BMDMs. Poly(I:C) and zymosan significantly induced *Il6* in MG-LCs compared with control (Figure S7B). Upon treatment with LPS, KC-LCs showed a significant upregulation of *Il6* compared with untreated KC-LCs (Figure S7B). Even though all TRM-LCs showed elevated levels of *Ccl2* in all treatment paradigms, none of these treatments induced a significant upregulation of *Ccl2* (Figure S7C). Expression of *Tnfa* upon LPS treatment was significantly elevated in MG- and KC-LCs (Figure S7D). However, AM-LCs, PM-LCs, and BMDMs showed only slightly elevated *Tnfa* levels (Figure S7D). Poly(I:C) and zymosan treatment did not significantly increase the expression of *Tnfa* in all TRM-like cultures analyzed (Figure S7D). The gene expression analysis after immune stimulation revealed a high heterogeneity between the different TRM-LCs. Furthermore, the distinct cytokine expression pattern in response to immunogenic stimuli by BMDMs compared with

TRM-LCs reinforces the idea that BMDMs are not an ideal surrogate to mimic TRM behavior *in vitro*.

Subsequently, we aimed to analyze the release of cytokines into the cell culture supernatant 24 h after stimulation. We used LEGENDPlex bead-based assays to quantify the amount of secreted IL-1β, IL-6, and TNF-α via flow cytometry (Figures 6D–6F). As expected, in the absence of an inflammatory stimulus, we detected only very low levels of IL-1β secretion in TRM-LCs, most likely background signals due to IL-1β released by potential cell death (Figure 6D). In contrast, MG-, KC-, and PM-LCs significantly induced the release of IL-6 and TNF-α compared with untreated cells (Figures 6E and 6F). AM-LCs showed a significant release of IL-6 after LPS and zymosan treatment, but not after poly(I:C) treatment (Figure 6E). Of note, BMDMs did not show a significant release of IL-6 24 h after immune stimulation (Figure 6E) but released TNF-α (Figure 6F). Hence, TRM-LCs showed a distinct cytokine expression and release pattern to BMDMs after immune stimulation. Moreover, the cytokine induction varied between TRM-LCs from distinct host tissues. We can conclude that TRM-LCs could represent a cell culture tool to study cytokine release and inflammatory gene expression.

### Immunometabolic analysis of TRM-like cultures upon immune stimulation

Finally, we tested if TRM-LCs can be useful to study immunometabolism and characterized TRM-LCs in mitochondrial stress tests. We compared untreated MG-, KC-, and AM-LCs with LPS-, poly(I:C)-, and zymosan-treated cells (Figure 7). In general MG- and KC-LCs showed a change in their oxygen consumption rate (OCR) upon immune stimulation compared with untreated cells (Figures 7A and 7B), whereas AM-LCs showed no alteration in their OCR (Figure 7C). Basal respiration remained unchanged in all TRM-LCs after immune stimulation (Figure 7D). ATP production, maximal respiration, and spare respiratory capacity were all reduced after immune stimulation. Maximal respiration dropped after immune stimulation in both MG- and KC-LCs, while this effect was much more pronounced in the former (Figures 7E–7G). In line with the above-described changes, we found an increase in the extracellular acidification rate (ECAR) in KC-LCs, but barely any changes in MG- and AM-LCs. The data reflect a decrease in oxidative phosphorylation in MG- and KC-LCs upon immune stimulation, whereas AM-LCs relied on oxidative phosphorylation even after immune stimulation. These data are in line with previous studies on their *ex vivo*

### Figure 4. Transcriptomic profiling of TRM-LCs *in vitro* and freshly isolated TRMs *ex vivo* revealed culture-induced changes but maintenance of a core transcriptomic profile

(A) Principal-component analysis (PCA) plot of analyzed FACS-sorted TRMs (“*ex vivo*”) and TRM-LCs (“*in vitro*”). Principle component 1 versus 2 are shown. Each dot represents one sample analyzed. Color code is shown in the key.  
(B) Venn diagrams depicting numbers of differentially regulated genes and shared genes between *ex vivo* isolated TRMs and their corresponding TRM-LCs *in vitro*. The overlap indicates genes shared between both groups (i.e., nonregulated genes). Genes were considered to be differentially regulated with a significant fold change of >1.5 and adjusted *p* < 0.05.  
(C) Volcano plots of differentially expressed genes between *ex vivo* isolated TRMs and their corresponding TRM-LCs *in vitro*. Typical TRM genes are highlighted. Color code represents the average log<sub>2</sub> CPM value.  
(D) Gene ontology (GO) biological process term enrichment analysis in differentially expressed genes (*ex vivo* versus *in vitro*). Upper row shows the top 10 GO terms expressed significantly higher in the respective TRM population *ex vivo* compared with *in vitro*. The bottom row shows the top 10 GO terms expressed significantly lower in the respective TRM population *ex vivo* compared with *in vitro*. Gene set size is indicated by color scale.  
See also Table S1 and Figure S3.

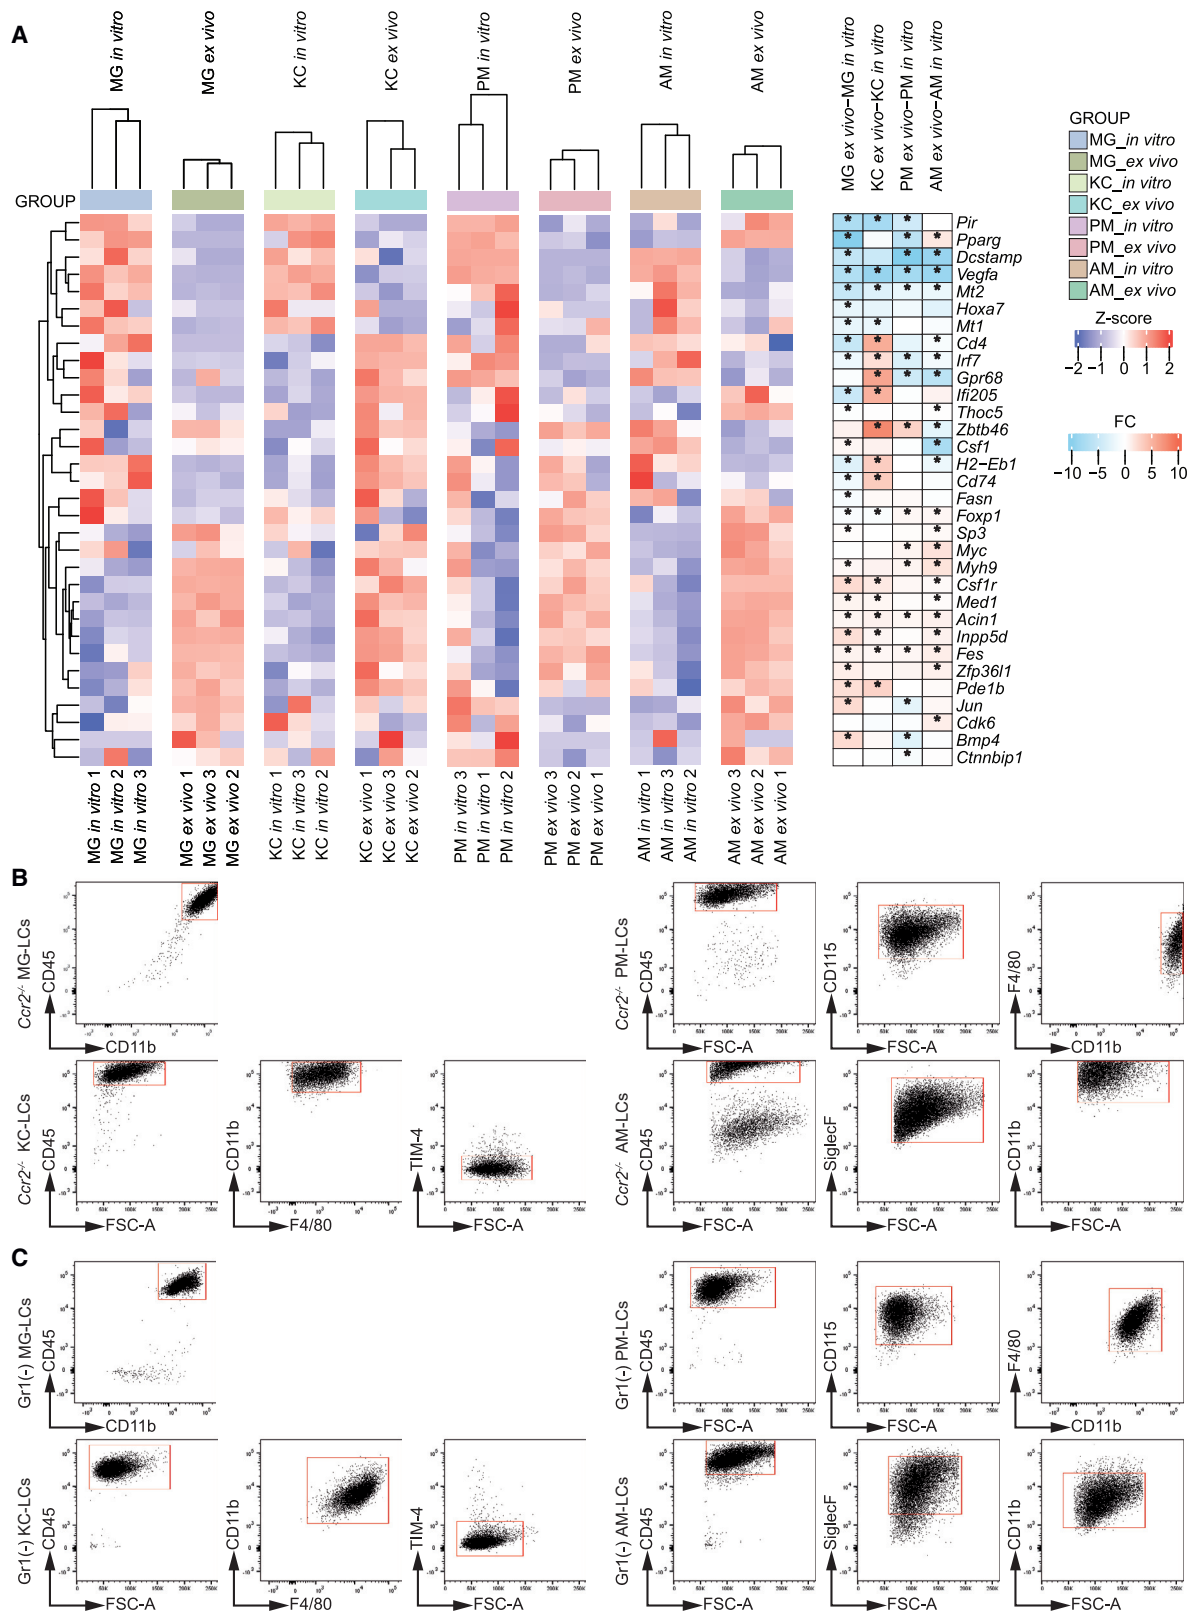

(legend on next page)

counterparts. Furthermore, we found a clear switch of KC-LCs to glycolysis indicated by an increase in ECAR. Overall, the TRM-LCs represent a useful improved surrogate system to study the metabolism specific to each TRM population and might offer a useful screening tool for future studies.

## DISCUSSION

Cell culture approaches for adult TRMs are an essential scientific tool to decipher their functions across different tissues. As of yet, understanding adult TRM functions in mechanistic detail has been hindered by the lack of adequate culture models that are able to capture major features of the macrophages *in vivo* while offering a sufficient cell yield. The system presented here addresses several of these technical obstacles, such as the easy cultivation of adult TRM-LCs without prior cell sorting. Our system also paves the way for follow-up functional studies elucidating the similarities and differences between these highly specialized cells.

Other cell culture approaches demonstrate a higher cell yield, avoiding FACS or MACS purification, but mostly rely on a combinatory culture of host tissue cells and TRMs and do not allow long-term culture of TRMs (Kitani et al., 2010; Li et al., 2014; Sepulveda-Diaz et al., 2016). Many mixed-culture protocols use early postnatal or embryonic tissues and are consequently sub-optimal for the study of age-related defects in TRMs (Hassan et al., 1991; Honda et al., 1992; Shimizu et al., 2019). As prior enrichment for TRMs by cell sorting is not necessary in our system, it is an especially attractive model to avoid potential pre-activation. Instead, our system uses a specialized coating, namely PEI, which has previously been shown to favor the survival of neonatal CNS-resident MG in favor of other glia such as astrocytes (Sepulveda-Diaz et al., 2016). Here, we demonstrated that this coating strategy can be applied for various other adult TRMs as well.

Host-tissue-derived factors are essential to maintain TRMs efficiently in culture, and previous attempts to culture TRMs in the absence of these factors have consistently resulted in pre-activation and loss of tissue identity (Bohlen et al., 2017). Even though the cultures were devoid of any host cells after 2 weeks, our protocol enriched the culture medium with host-cell-derived factors during plating and due to the partial medium change. Thus, TRM-LCs were able to grow in the presence of various host-tissue-derived factors. Supplementation of the cultures with growth factors such as M-CSF, IL-34, or GM-CSF—depending on their host tissue—further promoted the partial preservation of the unique TRM phenotypes *in vitro*, confirming the importance of host tissue-derived growth factors for the sur-

vival of cultured macrophages (Busch et al., 2019; Butovsky et al., 2014). In addition, the oxygen levels used to obtain TRM-LCs are adjusted to organotypic levels. Atmospheric oxygen levels can inadvertently cause macrophage activation in culture, as hyperoxia is known to affect the activation stage of macrophages (Grodzki et al., 2013; Stuart et al., 2018; Tiede et al., 2011). Therefore, we suggest that the tissue normoxic conditions support the long-term cultivation of TRM-LCs and maintenance of their tissue-specific gene signature.

Even though we demonstrated preserved signature genes and surface-marker expression across the TRM-LCs, we detected certain alterations compared with their *ex vivo* isolated counterparts. Transcriptomic profiling showed the preservation of a core macrophage signature, but several genes, including signature genes of the specific TRM, are regulated *in vitro*. Hence, we cannot copy and preserve a full TRM phenotype with our organotypic protocol, but nevertheless provide a superior culture system to study functional intricacies across different TRM subsets compared with using BMDMs as an all-purpose solution. We found that TIM-4 is downregulated in KC-LCs, which could be due to the lack of endothelial cells and hepatocytes in the culture. Similarly, it was shown that MG lose the expression of surface markers such as the purinergic receptor P2ry12 or transmembrane protein 119 (Tmem119) in the absence of astrocytes and neurons (Bohlen et al., 2017; Gosselin et al., 2014; Van Hove et al., 2019). Cell culture medium and its supplementation can also affect the marker expression and differentiation of cultured macrophages (Kawakami et al., 2016), as previously reported for cultured BMDMs (Feuerstein et al., 2019), but also for AMs and MG *in vitro*. We further verified that the culture conditions used do not induce a TRM-specific macrophage signature in BMDMs, but rather maintain the host-tissue signature. More generally, our cultured TRM-LCs develop a higher granularity and autofluorescence *in vitro*, which correlates with the observed clearance of debris in the culture flasks as seen in live imaging (Videos S1 and S2). Furthermore, increases in inclusions and autofluorescence have been reported before in other cell culture approaches for TRMs such as MG of the CNS (Sepulveda-Diaz et al., 2016). Our organotypic culture system addresses many limitations of *in vitro* investigations and offers an improved surrogate system to study TRM function.

Changes in the signature of TRM-LCs seen *in vitro* could also be due to the fact that the cells are derived from another hematopoietic source compared with TRMs *in vivo*. As shown before for MG and KCs *in vivo*, their gene signature changes as soon as these cells are replaced by monocyte-derived cells (Scott et al., 2016; Shemer et al., 2018). We tested a potential contribution of monocyte-derived macrophages in our TRM-like cultures

### Figure 5. Cultured TRM-LCs do not show a monocyte differentiation profile and are not directly derived from Ly6C<sup>high</sup> monocytes

(A) Heatmap of monocyte-associated genes in TRMs *ex vivo* and TRM-LCs *in vitro*. Z score is shown for all samples *in vitro* and *ex vivo* (left). Color code for gene expression level is indicated in the key. Heatmap reflecting the fold change (FC) between distinct TRM-LCs *in vitro* and their *ex vivo* counterparts (right). Color code for gene expression level is indicated in the key. Asterisks indicate significant regulation (adjusted  $p < 0.05$ ) from limma analysis.

(B) Flow cytometry gating for TRM-LCs of *Ccr2*<sup>-/-</sup> mice after 14 days *in vitro*. Gating strategies are shown from left to right, gates are indicated in red. Doublets and dead cells were excluded before.

(C) Flow cytometry gating for TRM-LCs after MACS depletion of Gr1<sup>+</sup> cells after 14 days *in vitro*. Gating strategies are shown from left to right, gates are indicated in red. Doublets and dead cells were excluded before. One of two independent experiments is shown.

See also Figures S4 and S5.

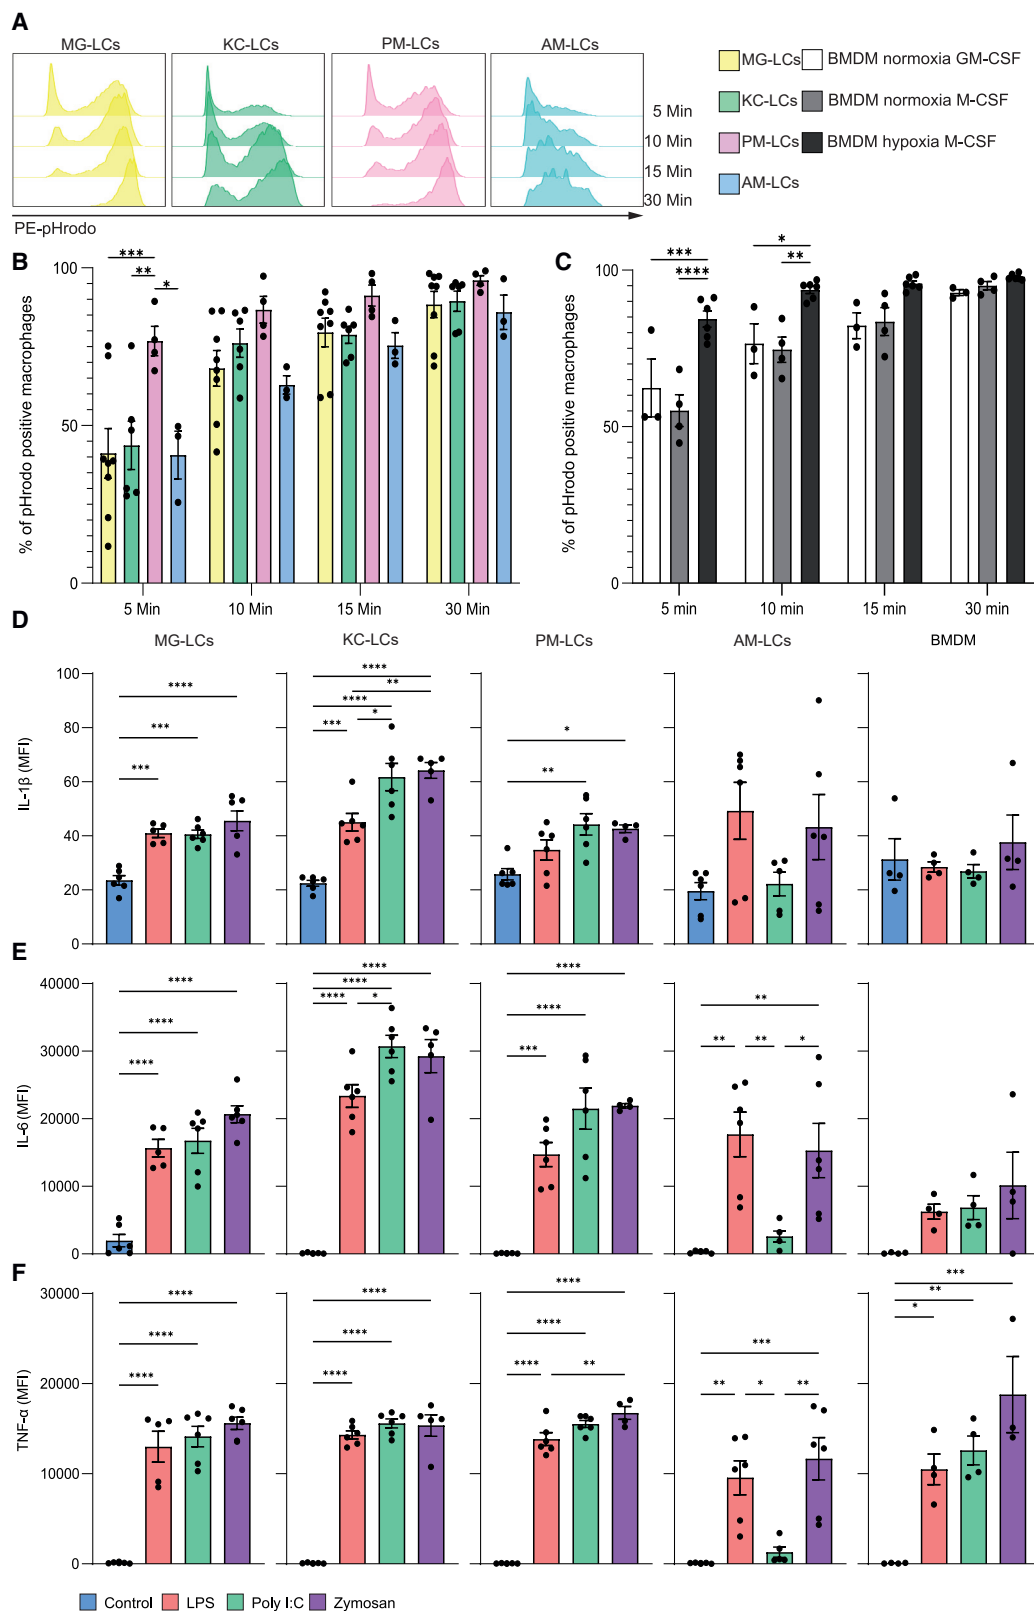

(legend on next page)

but could not find any evidence for this. However, we cannot exclude a potential contribution from tissue intrinsic progenitors rather than *bona fide* TRM populations in the respective organs to the pool of cells *in vitro*.

Functional differences in phagocytic capacity as well as cytokine and chemokine expression upon immune stimulation could be explored between the cultured TRM-LCs. However, as previously shown for MG and other TRMs such as PMs, altered culture conditions (e.g., supplementing the medium with FCS) can affect the phagocytosis capacity of the cells and the secretion of cytokines (Grace et al., 1988). To exclude cell-culture-induced artifacts, further comparison between our described *in vitro* phagocytosis rates and the phagocytosis rates of the different TRMs *ex vivo* would be needed. Nonetheless, it is evident that this system can be utilized in functional analyses in various assays, and therefore can serve as a useful tool to perform signaling studies, screening studies for pharmaceutical inhibitors or small molecules, etc. Accordingly, our organotypic cell culture system presents the possibility of gaining mechanistic insights *in vitro* that complement *in vivo* studies of TRMs.

In contrast to other cell culture protocols that rely on iPSCs or immortalized cell lines, our organotypic cell culture system offers the possibility of culturing TRM-LCs from transgenic mouse lines. In doing so, it provides the subsequent possibility of exploring the effects of gene deletions and genetic modifications *in vitro*. These applications could be of particular interest to the emerging field of immunometabolism, where higher cell numbers are often required for functional metabolic analyses. Given the range of possible applications for TRMs cultured in the organotypic system presented here, there is evidently a wide breadth of knowledge that can be gained from its utilization.

### Limitations of the study

As discussed above, we cannot yet overcome the limitations that TRM-LCs still show alterations in culture compared with their *ex vivo* counterparts. Furthermore, we cannot exclude that TRM-LCs are not actually derived from *bona fide* TRMs but rather from unknown tissue endogenous progenitors. Although our organotypic cell culture method results in high cell numbers of TRM-LCs, they seem to represent only the dominant resident TRM populations across different tissues; our model does not allow the specific enrichment or maintenance of smaller TRM populations found in host tissues, such as capsular macrophages in the liver or CNS-associated macrophages. For example, the culture system preferentially supported the growth

of LPM-LCs over SPM-LCs. This could indicate that our system is most suitable for culturing long-lived TRMs that are maintained by endogenous proliferation and not TRMs that are short-lived and exchanged by HSC-derived progenitors.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mice
- METHOD DETAILS
  - Mice
  - Transcardial perfusion
  - Brain dissection and preparation for cell culture
  - Liver dissection and preparation for cell culture
  - Lung dissection and preparation for cell culture
  - Peritoneal lavage for cell culture
  - Isolation of bone marrow for cell culture
  - Tissue macrophage cell culture
  - MACS depletion of Gr1<sup>+</sup> cells before culture
  - Cytospins and Pappenheim staining
  - Immunocytochemistry
  - Flow cytometry of TRM
  - FACS sorting of TRM
  - RNA-sequencing and RNA-sequencing analysis
  - Immune stimulation with LPS, poly(I:C), or zymosan *in vitro*
  - Gene expression analysis
  - LEGENDplex cytokine assays
  - Live imaging
  - pHrodo Red Zymosan Bioparticles phagocytosis assay
  - Seahorse XF cell mitochondrial stress test
- QUANTIFICATION AND STATISTICAL ANALYSIS

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.crmeth.2022.100260>.

### Figure 6. Tissue-resident macrophages show distinct phagocytic speeds and inflammatory gene expression upon stimulation *in vitro*

MG-LCs are shown in yellow, KC-LCs in green, PM-LCs in pink, and AM-LCs in blue. One of three to eight independent experiments is shown. Cells were gated as depicted in Figure S7.

(A) Representative histograms of PE-pHrodo labeling after 5, 10, 15, and 30 min of TRM-LCs phagocytosis of PE-pHrodo-coupled zymosan beads *in vitro*.

(B) Quantification of percentage of TRM-LCs labeled with PE-pHrodo after 5, 10, 15, and 30 min. Mean  $\pm$  SEM is shown; n = 3–8; \*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001.

(C) Quantification of percentage of differently cultured BMDMs labeled with PE-pHrodo after 5, 10, 15, and 30 min. BMDMs in normoxia + GM-CSF are shown in white, BMDMs in normoxia + M-CSF are shown in gray, BMDMs in hypoxia + M-CSF are shown in dark gray. Mean  $\pm$  SEM is shown; n = 3–6; \*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001.

(D–F) Levels of secreted cytokines are measured in mean fluorescence intensity (MFI). Control is shown in blue, LPS in red, poly(I:C) in green, and zymosan in violet. Released cytokine levels of IL-1 $\beta$  are shown in (D), IL-6 in (E), and TNF- $\alpha$  in (F). Mean  $\pm$  SEM is shown; n = 3/group; \*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001.

See also Figures S6 and S7.

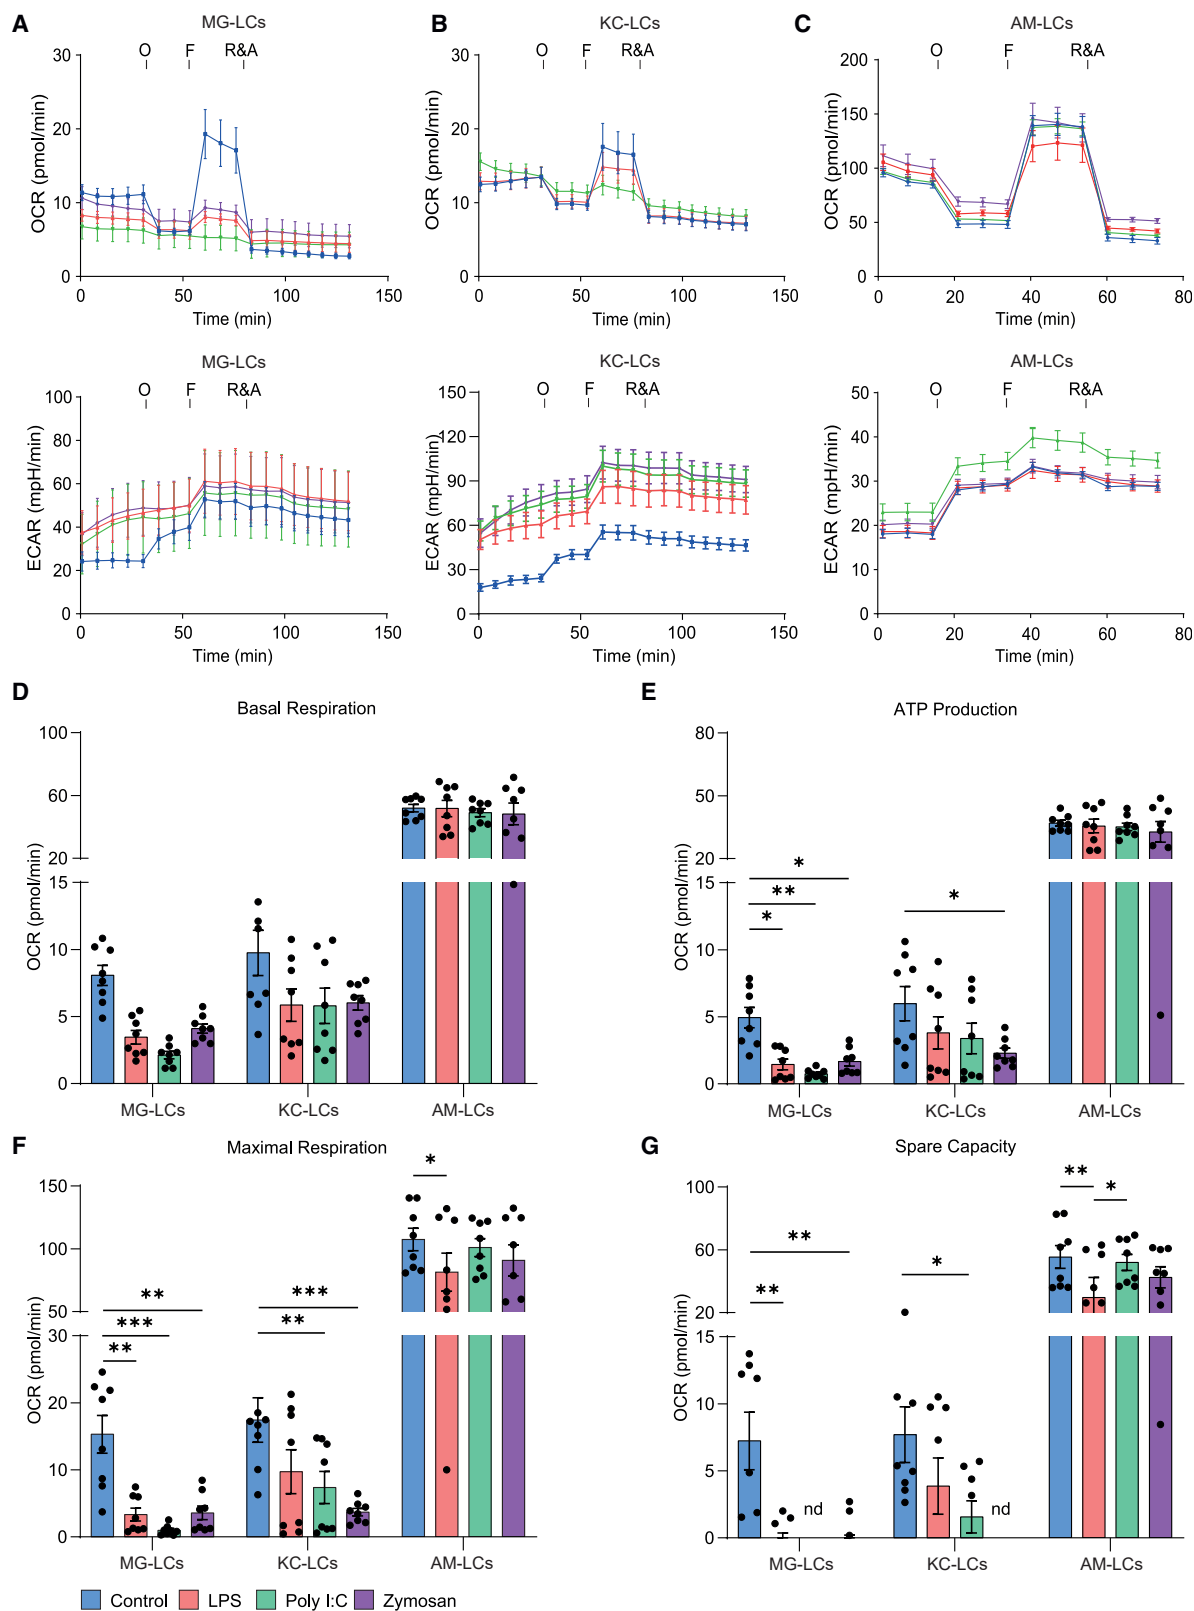

(legend on next page)

### ACKNOWLEDGMENTS

We thank Laufey Geirsdottir for her help during the first experiments to set up this protocol, Maria Oberle for technical assistance, Lance Fredrick Pahutan Bosch for his excellent help in editing the manuscript, and Fabian Hersperger and Tim Meyring for their valuable advice in confocal microscopy. We would like to acknowledge the Lighthouse Core Facility and its staff, especially Jan Bodinek-Wersing, for their assistance with cell sorting and Incucyte imaging. Illumina deep sequencing was carried out at the Genomics Core Unit: Center of Excellence for Fluorescent Bioanalytics (KFB, University of Regensburg, Germany). K.K. was supported by a project grant of the Fritz Thyssen Foundation. K.K., M.P., O.Groß, P.H., M.B., and D.E. were supported by the German Research Foundation by project grants within the SFB/TRR167 (project ID 259373024). K.K., M.P., M.B., and O.Groß were further supported by the DFG by project grants within the CRC1479 (project ID 441891347) and K.K., M.P., O.Groß, P.H., and M.B. by the DFG under Germany's Excellence Strategy (grant CIBSS—EXC-2189, project ID 390939984). O.Groß was supported by the European Research Council through starting grant 337689 and proof-of-concept grant 966687. O.Groß was further supported by the DFG by project grants in the GRK2606 (project ID 423813989), the SFB 1425 (project ID 422681845), and the SFB 1160 (project ID 256073931). D.E. was supported by the Berta-Ottenstein-Program for Advanced Clinician Scientists, Faculty of Medicine, University of Freiburg, Germany. M.P. was further supported by the Novo Nordisk Foundation, the Ernst Jung Foundation, the DFG by project grants in the SFB992 (project ID 192904750) and SFB1160 (project ID 256073931), a Reinhart Koselleck grant and the Gottfried Wilhelm Leibniz prize, the Ministry of Science, Research and Arts, Baden-Wuerttemberg (Sonderlinie "Neuroinflammation"), and the Alzheimer Forschung Initiative e.V. (AFI). M.B. was supported by CRC 850 subprojects C9 and Z1, CRC1453 (project ID 431984000-S1), and the German Federal Ministry of Education and Research by MIRACUM within the Medical Informatics Funding Scheme (FKZ 01ZZ1801B for M.B. and EkoEstMed-FKZ 01ZZ2015 for G.A.). P.H. was supported by the DFG by project grants (project IDs 254895677, 446317895, and 283781347).

### AUTHOR CONTRIBUTIONS

P.A., P.P., and P.G. contributed to project planning, performed experiments, analyzed data, prepared the figures, and helped with writing the manuscript. A.O. performed experiments and helped with the data analysis and editing of the manuscript. H.B. and O.Gorka contributed to the experimental work. G.A. and M.B. analyzed the RNA-sequencing data and edited the manuscript. D.E., P.H., O.Groß, and M.P. provided equipment and reagents and edited the manuscript. K.K. planned and supervised the project, conceptualized the study, and wrote the manuscript.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: July 19, 2021

Revised: February 11, 2022

Accepted: July 6, 2022

Published: July 26, 2022

### REFERENCES

Bailey, J.D., Shaw, A., McNeill, E., Nicol, T., Diotallevi, M., Chuaiphichai, S., Patel, J., Hale, A., Channon, K.M., and Crabtree, M.J. (2020). Isolation and cul-

ture of murine bone marrow-derived macrophages for nitric oxide and redox biology. *Nitric Oxide*. 100, 17–29. <https://doi.org/10.1016/j.niox.2020.04.005>.

Bain, C.C., Bravo-Blas, A., Scott, C.L., Perdiguero, E.G., Geissmann, F., Henri, S., Malissen, B., Osborne, L.C., Artis, D., and Mowat, A.M. (2014). Constant replenishment from circulating monocytes maintains the macrophage pool in the intestine of adult mice. *Nat. Immunol.* 15, 929–937. <https://doi.org/10.1038/ni.2967>.

Blasi, E., Barluzzi, R., Bocchini, V., Mazzolla, R., and Bistoni, F. (1990). Immortalization of murine microglial cells by a v-raf/v-myc carrying retrovirus. *J. Neuroimmunol.* 27, 229–237. [https://doi.org/10.1016/0165-5728\(90\)90073-v](https://doi.org/10.1016/0165-5728(90)90073-v).

Bocchini, V., Mazzolla, R., Barluzzi, R., Blasi, E., Sick, P., and Kettenmann, H. (1992). An immortalized cell line expresses properties of activated microglial cells. *J. Neurosci. Res.* 31, 616–621. <https://doi.org/10.1002/jnr.490310405>.

Bohlen, C.J., Bennett, F.C., Tucker, A.F., Collins, H.Y., Mulinyawe, S.B., and Barres, B.A. (2017). Diverse requirements for microglial survival, specification, and function revealed by defined-medium cultures. *Neuron* 94, 759–773.e8. <https://doi.org/10.1016/j.neuron.2017.04.043>.

Bolger, A.M., Lohse, M., and Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 30, 2114–2120. <https://doi.org/10.1093/bioinformatics/btu170>.

Bonnardel, J., T'Jonck, W., Gaublomme, D., Browaeys, R., Scott, C.L., Martens, L., Vanneste, B., De Prijck, S., Nedospasov, S.A., Kremer, A., et al. (2019). Stellate cells, hepatocytes, and endothelial cells imprint the Kupffer cell identity on monocytes colonizing the liver macrophage niche. *Immunity* 51, 638–654.e9. <https://doi.org/10.1016/j.immuni.2019.08.017>.

Busch, C.J.-L., Favret, J., Geirsdóttir, L., Molawi, K., and Sieweke, M.H. (2019). Isolation and long-term cultivation of mouse alveolar macrophages. *Bio. Protoc.* 9, e3302. <https://doi.org/10.21769/BioProtoc.3302>.

Butovsky, O., Jedrychowski, M.P., Moore, C.S., Cialic, R., Lanser, A.J., Gabriely, G., Koeglsparger, T., Dake, B., Wu, P.M., Doykan, C.E., et al. (2014). Identification of a unique TGF- $\beta$ -dependent molecular and functional signature in microglia. *Nat. Neurosci.* 17, 131–143. <https://doi.org/10.1038/nn.3599>.

Capucha, T., Mizraji, G., Segev, H., Blecher-Gonen, R., Winter, D., Khalaileh, A., Tabib, Y., Attal, T., Nassar, M., Zelentsova, K., et al. (2015). Distinct murine mucosal langerhans cell subsets develop from pre-dendritic cells and monocytes. *Immunity* 43, 369–381. <https://doi.org/10.1016/j.immuni.2015.06.017>.

Carreau, A., El Hafny-Rahbi, B., Matejuk, A., Grillon, C., and Kieda, C. (2011). Why is the partial oxygen pressure of human tissues a crucial parameter? Small molecules and hypoxia. *J. Cell. Mol. Med.* 15, 1239–1253. <https://doi.org/10.1111/j.1582-4934.2011.01258.x>.

Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21. <https://doi.org/10.1093/bioinformatics/bts635>.

Feuerstein, R., Gres, V., Elias Perdigo, N., Baasch, S., Freudenhammer, M., Eling, R., and Henneke, P. (2019). Macrophages are a potent source of streptococcus-induced IFN- $\beta$ . *J. Immunol.* 203, 3416–3426. <https://doi.org/10.4049/jimmunol.1900542>.

Ginhoux, F., Greter, M., Leboeuf, M., Nandi, S., See, P., Gokhan, S., Mehler, M.F., Conway, S.J., Ng, L.G., Stanley, E.R., et al. (2010). Fate mapping analysis reveals that adult microglia derive from primitive macrophages. *Science* 330, 841–845. <https://doi.org/10.1126/science.1194637>.

Gomez Perdiguero, E., Klapproth, K., Schulz, C., Busch, K., Azzoni, E., Crozet, L., Garner, H., Trouillet, C., de Bruijn, M.F., Geissmann, F., and Rodewald, H.R. (2015). Tissue-resident macrophages originate from yolk-sac-derived

### Figure 7. TRM-LCs employ different immunometabolic profiles upon stimulation *in vitro*

(A–C) Bioenergetic profiles of TRM-LCs are presented. Oxygen consumption rate (OCR) (top) and extracellular acidification rate (ECAR) (bottom) are measured over time during oligomycin (O), carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (F), and antimycin A plus rotenone (R&A) injections of MG-LCs (A), KC-LCs (B), and AM-LCs (C). Mean  $\pm$  SEM of two independent experiments is shown; n = 8/group.

(D–G) Quantification of basal respiration (D), ATP production (E), maximal respiration (F), and spare capacity (G) is presented. Mean  $\pm$  SEM is shown; n = 8/group. Color code is indicated in the key. \*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001.

- p>erythro-myeloid progenitors.
- Nature*
- 518, 547–551.
- <https://doi.org/10.1038/nature13989>
- .
- Gosselin, D., Link, V.M., Romanoski, C.E., Fonseca, G.J., Eichenfield, D.Z., Spann, N.J., Stender, J.D., Chun, H.B., Garner, H., Geissmann, F., and Glass, C.K. (2014). Environment drives selection and function of enhancers controlling tissue-specific macrophage identities. *Cell* 159, 1327–1340. <https://doi.org/10.1016/j.cell.2014.11.023>.
- Grace, S., Guthrie, L.A., and Johnston, R.B. (1988). The use of mouse serum and the presence of non-adherent cells for the culture of mouse macrophages. *J. Immunol. Methods* 114, 21–26. [https://doi.org/10.1016/0022-1759\(88\)90148-2](https://doi.org/10.1016/0022-1759(88)90148-2).
- Greter, M., Lelios, I., Pelczar, P., Hoeffel, G., Price, J., Leboeuf, M., Kündig, T.M., Frei, K., Ginhoux, F., Merad, M., and Becher, B. (2012). Stroma-derived interleukin-34 controls the development and maintenance of langerhans cells and the maintenance of microglia. *Immunity* 37, 1050–1060. <https://doi.org/10.1016/j.immuni.2012.11.001>.
- Grodzki, A.C.G., Giulivi, C., and Lein, P.J. (2013). Oxygen tension modulates differentiation and primary macrophage functions in the human monocytic THP-1 cell line. *PLoS One* 8, e54926. <https://doi.org/10.1371/journal.pone.0054926>.
- Guilliams, M., De Kleer, I., Henri, S., Post, S., Vanhoutte, L., De Prijck, S., Deswarte, K., Malissen, B., Hammad, H., and Lambrecht, B.N. (2013). Alveolar macrophages develop from fetal monocytes that differentiate into long-lived cells in the first week of life via GM-CSF. *J. Exp. Med.* 210, 1977–1992. <https://doi.org/10.1084/jem.20131199>.
- Guilliams, M., Thierry, G.R., Bonnardel, J., and Bajenoff, M. (2020). Establishment and maintenance of the macrophage niche. *Immunity* 52, 434–451. <https://doi.org/10.1016/j.immuni.2020.02.015>.
- Hagemeyer, N., Kierdorf, K., Frenzel, K., Xue, J., Ringelhan, M., Abdullah, Z., Godin, I., Wieghofer, P., Costa Jordão, M.J., Ulas, T., et al. (2016). Transcriptome-based profiling of yolk sac-derived macrophages reveals a role for Irf8 in macrophage maturation. *EMBO J.* 35, 1730–1744. <https://doi.org/10.15252/embj.201693801>.
- Haimon, Z., Volaski, A., Orthgiess, J., Boura-Halfon, S., Varol, D., Shemer, A., Yona, S., Zuckerman, B., David, E., Chappell-Maor, L., et al. (2018). Re-evaluating microglia expression profiles using RiboTag and cell isolation strategies. *Nat. Immunol.* 19, 636–644. <https://doi.org/10.1038/s41590-018-0110-6>.
- Hassan, N.F., Campbell, D.E., Rifat, S., and Douglas, S.D. (1991). Isolation and characterization of human fetal brain-derived microglia in vitro culture. *Neuroscience* 41, 149–158.
- Hoeffel, G., Chen, J., Lavin, Y., Low, D., Almeida, F.F., See, P., Beaudin, A.E., Lum, J., Low, I., Forsberg, E.C., et al. (2015). C-Myb<sup>+</sup> erythro-myeloid progenitor-derived fetal monocytes give rise to adult tissue-resident macrophages. *Immunity* 42, 665–678. <https://doi.org/10.1016/j.immuni.2015.03.011>.
- Honda, H., Kimura, H., and Rostami, A. (1992). Isolation and characterization of macrophages from rat embryonic muscle culture. *J. Leukoc. Biol.* 52, 537–544. <https://doi.org/10.1002/jlb.52.5.537>.
- Jagannathan, L., Cuddapah, S., and Costa, M. (2016). Oxidative stress under ambient and physiological oxygen tension in tissue culture. *Curr. Pharmacol. Rep.* 2, 64–72. <https://doi.org/10.1007/s40495-016-0050-5>.
- Kana, V., Desland, F.A., Casanova-Acebes, M., Ayata, P., Badimon, A., Nabel, E., Yamamoto, K., Sneenboer, M., Tan, I.-L., Flanagan, M.E., et al. (2019). CSF-1 controls cerebellar microglia and is required for motor function and social interaction. *J. Exp. Med.* 216, 2265–2281. <https://doi.org/10.1084/jem.20182037>.
- Kawakami, T., Kawamura, K., Fujimori, K., Koike, A., and Amano, F. (2016). Influence of the culture medium on the production of nitric oxide and expression of inducible nitric oxide synthase by activated macrophages in vitro. *Biochem. Biophys. Rep.* 5, 328–334. <https://doi.org/10.1016/j.bbrep.2016.01.006>.
- Kierdorf, K., and Dionne, M.S. (2016). The software and hardware of macrophages: a diversity of options. *Dev. Cell* 38, 122–125. <https://doi.org/10.1016/j.devcel.2016.07.008>.
- Kitani, H., Takenouchi, T., Sato, M., Yoshioka, M., and Yamanaka, N. (2010). A novel isolation method for macrophage-like cells from mixed primary cultures of adult rat liver cells. *J. Immunol. Methods* 360, 47–55. <https://doi.org/10.1016/j.jim.2010.06.004>.
- Köhler, C. (2007). Allograft inflammatory factor-1/Ionized calcium-binding adapter molecule 1 is specifically expressed by most subpopulations of macrophages and spermatids in testis. *Cell Tissue Res.* 330, 291–302. <https://doi.org/10.1007/s00441-007-0474-7>.
- Kolter, J., Kierdorf, K., and Henneke, P. (2020). Origin and differentiation of nerve-associated macrophages. *J. Immunol.* 204, 271–279. <https://doi.org/10.4049/jimmunol.1901077>.
- Kreuzburg-Duffy, U., and Macdonald, C. (1991). Establishment of immortalized cell lines from mouse peritoneal macrophages following transformation with SV40 early region DNA deleted at the origin of replication. *Immunology* 72, 368–372.
- Lee, C.Z.W., Kozaki, T., and Ginhoux, F. (2018). Studying tissue macrophages in vitro: are iPSC-derived cells the answer? *Nat. Rev. Immunol.* 18, 716–725. <https://doi.org/10.1038/s41577-018-0054-y>.
- Li, P.Z., Li, J.Z., Li, M., Gong, J.p., and He, K. (2014). An efficient method to isolate and culture mouse Kupffer cells. *Immunol. Lett.* 158, 52–56. <https://doi.org/10.1016/j.imlet.2013.12.002>.
- Luo, W., Friedman, M.S., Shedden, K., Hankenson, K.D., and Woolf, P.J. (2009). GAGE: generally applicable gene set enrichment for pathway analysis. *BMC Bioinformatics* 10, 161. <https://doi.org/10.1186/1471-2105-10-161>.
- Mattei, D., Ivanov, A., van Oostrum, M., Pantelyushin, S., Richetto, J., Mueller, F., Beffinger, M., Schellhammer, L., Vom Berg, J., Wollscheid, B., et al. (2020). Enzymatic dissociation induces transcriptional and proteotype bias in brain cell populations. *Int. J. Mol. Sci.* 21, E7944. <https://doi.org/10.3390/ijms21217944>.
- Napoli, I., Kierdorf, K., and Neumann, H. (2009). Microglial precursors derived from mouse embryonic stem cells. *Glia* 57, 1660–1671. <https://doi.org/10.1002/glia.20878>.
- Ritchie, M.E., Phipson, B., Wu, D., Hu, Y., Law, C.W., Shi, W., and Smyth, G.K. (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.* 43, e47. <https://doi.org/10.1093/nar/gkv007>.
- Schulz, C., Gomez Perdiguero, E., Chorro, L., Szabo-Rogers, H., Cagnard, N., Kierdorf, K., Prinz, M., Wu, B., Jacobsen, S.E.W., Pollard, J.W., et al. (2012). A lineage of myeloid cells independent of Myb and hematopoietic stem cells. *Science* 336, 86–90. <https://doi.org/10.1126/science.1219179>.
- Scott, C.L., Zheng, F., De Baetselier, P., Martens, L., Saeys, Y., De Prijck, S., Lippens, S., Abels, C., Schoonooghe, S., Raes, G., et al. (2016). Bone marrow-derived monocytes give rise to self-renewing and fully differentiated Kupffer cells. *Nat. Commun.* 7, 10321. <https://doi.org/10.1038/ncomms10321>.
- Sepulveda-Diaz, J.E., Ouidja, M.O., Socias, S.B., Hamadat, S., Guerreiro, S., Raisman-Vozari, R., and Michel, P.P. (2016). A simplified approach for efficient isolation of functional microglial cells: application for modeling neuroinflammatory responses in vitro. *Glia* 64, 1912–1924. <https://doi.org/10.1002/glia.23032>.
- Serbina, N.V., and Pamer, E.G. (2006). Monocyte emigration from bone marrow during bacterial infection requires signals mediated by chemokine receptor CCR2. *Nat. Immunol.* 7, 311–317. <https://doi.org/10.1038/ni1309>.
- Shemer, A., Grozovski, J., Tay, T.L., Tao, J., Volaski, A., Süß, P., Ardura-Fabregat, A., Gross-Vered, M., Kim, J.-S., David, E., et al. (2018). Engrafted parenchymal brain macrophages differ from microglia in transcriptome, chromatin landscape and response to challenge. *Nat. Commun.* 9, 5206. <https://doi.org/10.1038/s41467-018-07548-5>.
- Shimizu, Y., Sakuragi, N., Nakamura, K., Taira, T., Ayabe, T., and Fukui, A. (2019). A simple culture method for liver and intestinal tissue-resident macrophages from neonatal mice. *In Vitro Cell. Dev. Biol. Anim.* 55, 436–444. <https://doi.org/10.1007/s11626-019-00359-y>.
- Stanley, E.R., and Heard, P.M. (1977). Factors regulating macrophage production and growth. Purification and some properties of the colony stimulating

factor from medium conditioned by mouse L cells. *J. Biol. Chem.* 252, 4305–4312. [https://doi.org/10.1016/S0021-9258\(17\)40265-1](https://doi.org/10.1016/S0021-9258(17)40265-1).

Stuart, J.A., Fonseca, J., Moradi, F., Cunningham, C., Seliman, B., Worsfold, C.R., Dolan, S., Abando, J., and Maddalena, L.A. (2018). How supraphysiological oxygen levels in standard cell culture affect oxygen-consuming reactions. *Oxid. Med. Cell. Longev.* 2018, e8238459. <https://doi.org/10.1155/2018/8238459>.

Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S., and Mesirov, J.P. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. USA* 102, 15545–15550. <https://doi.org/10.1073/pnas.0506580102>.

Takata, K., Kozaki, T., Lee, C.Z.W., Thion, M.S., Otsuka, M., Lim, S., Utami, K.H., Fidan, K., Park, D.S., Malleret, B., et al. (2017). Induced-pluripotent-stem-cell-derived primitive macrophages provide a platform for modeling tissue-resident macrophage differentiation and function. *Immunity* 47, 183–198.e6. <https://doi.org/10.1016/j.immuni.2017.06.017>.

Tiede, L.M., Cook, E.A., Morsey, B., and Fox, H.S. (2011). Oxygen matters: tissue culture oxygen levels affect mitochondrial function and structure as well as responses to HIV viroproteins. *Cell Death Dis.* 2, e246. <https://doi.org/10.1038/cddis.2011.128>.

Van Hove, H., Martens, L., Scheyltjens, I., De Vlaminc, K., Pombo Antunes, A.R., De Prijck, S., Vandamme, N., De Schepper, S., Van Isterdael, G., Scott, C.L., et al. (2019). A single-cell atlas of mouse brain macrophages reveals unique transcriptional identities shaped by ontogeny and tissue environment. *Nat. Neurosci.* 22, 1021–1035. <https://doi.org/10.1038/s41593-019-0393-4>.

Voet, S., Prinz, M., and van Loo, G. (2019). Microglia in central nervous system inflammation and multiple sclerosis pathology. *Trends Mol. Med.* 25, 112–123. <https://doi.org/10.1016/j.molmed.2018.11.005>.

Woods, P.S., Kimmig, L.M., Meliton, A.Y., Sun, K.A., Tian, Y., O’Leary, E.M., Gökalp, G.A., Hamanaka, R.B., and Mutlu, G.M. (2020). Tissue-resident alveolar macrophages do not rely on glycolysis for LPS-induced inflammation. *Am. J. Respir. Cell Mol. Biol.* 62, 243–255. <https://doi.org/10.1165/rcmb.2019-0244OC>.

Wynn, T.A., and Vannella, K.M. (2016). Macrophages in tissue repair, regeneration, and fibrosis. *Immunity* 44, 450–462. <https://doi.org/10.1016/j.immuni.2016.02.015>.

Yoshida, H., Hayashi, S., Kunisada, T., Ogawa, M., Nishikawa, S., Okamura, H., Sudo, T., Shultz, L.D., and Nishikawa, S. (1990). The murine mutation osteopetrosis is in the coding region of the macrophage colony stimulating factor gene. *Nature* 345, 442–444. <https://doi.org/10.1038/345442a0>.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

**Critical commercial assays**

**Deposited data**

**Experimental models: Organisms/strains**

**Oligonucleotides**

(Continued on next page)

**Continued**

**RESOURCE AVAILABILITY**

**Materials availability**

This study did not generate new unique reagents.

**Data and code availability**

- No original code was generated in this study, all code used in this study is publicly available as outlined in the [method details](#).

**EXPERIMENTAL MODEL AND SUBJECT DETAILS**

**Mice**

*C57BL6/J* mice (Charles River): 8 weeks old, female, co-housed, 12 h/12 h light-dark cycle, water and food *ad libitum*.

*Ccr2*<sup>−/−</sup> mice (*B6.129S4-Ccr2<sup>tm1lf/J</sup>*) (Jackson Laboratory (#004999)): 8 weeks old, female and male, backcrossed to *C57BL6/J* mice, co-housed, 12 h/12 h light-dark cycle, water and food *ad libitum*.

All animal experiments and protocols were performed in accordance with the respective national, federal and institutional regulations and were approved by Regierungspräsidium Freiburg (X-17/02A, G-20/42). All possible efforts were made to minimize animal suffering and the number of animals used.

**METHOD DETAILS**

**Mice**

Adult 8 weeks old female *C57BL6/J* mice (Charles River) were used as wildtype (WT) mice throughout all experiments. *Ccr2*<sup>−/−</sup> mice (*B6.129S4-Ccr2<sup>tm1lf/J</sup>*) were originally obtained from the Jackson Laboratory (#004999) and backcrossed to *C57BL6/J* mice. Mice were co-housed and kept at 12 h/12 h light-dark cycle with water and food *ad libitum*.

### Transcardial perfusion

Adult tissues for cell culture were isolated from 8 weeks old female C57BL6/J mice after transcardial perfusion with phosphate buffered saline PBS (Sigma Aldrich). Mice were anaesthetized with a 200  $\mu$ L intraperitoneal injection of Ketamine (10%, Essex Tierarznei) and Xylazin ((Rompun) 2%, Bayer) (100 mg/kg Ketamine and 10 mg/kg Xylazin). After sterilizing the skin with 70% ethanol the mice were placed under a sterile laminar flow hood. Mice were sacrificed and transcardially perfused with 10 mL ice-cold PBS.

### Brain dissection and preparation for cell culture

The whole brain was removed from the skull and transferred into a glass potter filled with 10 mL of cold dissection medium (Hank's Balanced Salt Solution (HBSS, Thermo Fisher Scientific), 1,5% HEPES (1 M) (Thermo Fisher Scientific) and 1,3% Glucose (45%, Sigma-Aldrich)). The brain was homogenized in dissection medium to a single cell suspension and transferred through a 70  $\mu$ m cell strainer (Corning) into a 50 mL tube (Greiner). Afterwards the tube was centrifuged for 10 min at 400 g and 4°C. The supernatant was discarded and the cell pellet was resuspended in 10 mL of 37% Percoll (Sigma-Aldrich) and transferred into a fresh 15 mL tube (Greiner). The density gradient was centrifuged for 30 min at 1000 g at 4°C without brake and the resulting cell pellet contained the cells of interest. Afterwards cells were kept on ice and the myelin was carefully removed with the supernatant leaving only 1 mL on top of the cell pellet to increase isolation efficiency. The cell pellet was resuspended using a P1000 pipette and transferred with the same tip into a fresh 15 mL tube to decrease myelin contamination. The cells were washed by adding 10 mL PBS and then again centrifuged at 300 g for 5 min at 4°C. Supernatant was discarded and the cell pellet was resuspended in 10 mL MG medium. The cell suspension was then plated into previously coated T25 flasks (TPP). Three brains were cultured per flask.

### Liver dissection and preparation for cell culture

The liver was removed followed by 3 consecutive baths in sterile PBS. Next, the liver was transferred into 1 mL of enzyme mix (PBS, 4% fetal calf serum (FCS) (Thermo Fisher Scientific), 2 mg/mL DNase (Sigma Aldrich), 1 mg/mL Collagenase (Sigma Aldrich)) and cut into small pieces. The liver was digested in this enzyme mix for 30 min at 37°C. Afterwards, 1 mL of FACS buffer (PBS, 5% FCS, 2 mM EDTA) was added to stop the enzymatic reaction. The suspension was transferred into a 50 mL tube and passed through a 100  $\mu$ m strainer (Corning) via mechanical dissociation while washing with 9 mL FACS buffer. The cells were then centrifuged at 400 g for 10 min at 4°C after which the supernatant was discarded. The cell pellet was resuspended in 10 mL of 37% Percoll and transferred into a fresh 15 mL tube. The gradient was centrifuged for 30 min at 1000 g at 4°C without brake. Afterwards the cell pellet was kept on ice and the supernatant was carefully removed leaving 1 mL behind to increase the cell yield. The cell pellet was resuspended and transferred to a fresh 15 mL tube. PBS was added in order to dilute the remaining Percoll and to wash the cells. Cells were centrifuged at 300 g for 5 min at 4°C. The supernatant was discarded and the cell pellet was resuspended in 1 mL of red blood cell (RBC) lysis buffer (MilliQ water, 0.1 M  $\text{NH}_4\text{Cl}$ , 19 mM  $\text{NaHCO}_3$ , 0.1 mM EDTA). The cell suspension was incubated on ice for 5 min. Subsequently, 9 mL FACS buffer were added and the suspension was mixed by inversion. Cells were centrifuged at 300 g for 5 min at 4°C and the supernatant was discarded. The cell pellet was resuspended in 10 mL KC medium and plated in previously coated T25 flasks. One liver was cultured per flask.

### Lung dissection and preparation for cell culture

The lung was removed followed by 3 consecutive baths in sterile PBS. The lung was transferred into 1 mL of enzyme mix (PBS, 4% FCS, 2 mg/mL DNase, 1 mg/mL Collagenase), cut into small pieces and digested in the enzyme mix for 30 min at 37°C. 1 mL FACS buffer was added to stop the enzymatic reaction and the lung was transferred into a 50 mL tube through a 100  $\mu$ m strainer by mechanical dissociation while washing with 9 mL FACS buffer (PBS, 5% FCS, 2 mM EDTA). The cells were centrifuged at 400 g for 10 min at 4°C and the supernatant was discarded. Cell pellet was resuspended in 10 mL of 37% Percoll and transferred to a fresh 15 mL tube. The density gradient was centrifuged for 30 min at 1000 g at 4°C without brake, the cell pellet contained the cells of interest. Afterwards cells were kept on ice and the supernatant was carefully removed leaving 1 mL supernatant and the cell pellet in the tube for maximal cell yield. The cell pellet was then resuspended and transferred into a fresh 15 mL tube. 10 mL PBS were added in order to dilute the remaining Percoll and wash the cells. Cells were centrifuged at 300 g for 5 min at 4°C. The supernatant was discarded and the cell pellet resuspended in 1 mL of RBC lysis buffer. Suspension was put on ice for 5 min. Subsequently 9 mL FACS buffer were added and the suspension was mixed by inversion. The cells were centrifuged at 300 g for 5 min at 4°C and the supernatant was discarded. The cell pellet was resuspended in 10 mL AM medium and plated in previously coated T25 flasks. Three lungs were cultured per flask.

### Peritoneal lavage for cell culture

How the deposited data were processed for this re-analysis (not part of the article)

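RNA sequencing was analysed for FACS-sorted MG, KCs, PMs and AMs (ex vivo) and for MG-, KC-, PM- and AM-LCs cultured for 14 days (in vitro), with 3 libraries in each of the 8 groups. The authors prepared the libraries with the SMARTer and Nextera XT kits, sequenced them as single reads, trimmed the reads with Trimmomatic and aligned them with STAR to mm10. They deposited raw counts of reads per gene, 1 column per library, with no normalization or filter applied. The authors describe normalization and testing with limma-voom, and these steps were not applied to the deposited counts. All columns of the table belonged to a sample. Gene symbols, coordinates, transcript lengths and GC content were taken from the GENCODE annotation of the same genome assembly by Ensembl identifier, and 563 identifiers had no symbol in it.

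The analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and sva 3.50.0. In each population, the 3 ex vivo libraries were compared with the 3 in vitro libraries with edgeR's quasi-likelihood test, two-sided, after TMM normalization and a filter on low counts (filterByExpr with a minimum count of 10). P-values were adjusted by the Benjamini-Hochberg method over all genes tested in the population. The thresholds were an adjusted p of 0.05 and an absolute log2 fold change of 1.5, and genes that did not pass both were counted as shared. CPM values were normalized over all 24 libraries together, and log2 CPM were computed with a prior count of 2. Values given after ± are SDs over the 3 libraries of a group. A group without counts was compared at a floor of 3 counts, and the fold change is then given as a lower bound. This bound applies to the mean of the other group and leaves out the spread between its libraries.

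Gene families were lists of gene symbols written down before the data were examined. Each of 15 families was tested in each population with limma's camera test at a preset inter-gene correlation of 0.01, and the p-values were adjusted over the 60 tests. The difference between a population and the mean of the other 3 was tested as an interaction in a model of all 24 libraries over 17408 genes. Signature genes were derived from the 12 ex vivo libraries and their expression was tested in the 12 in vitro libraries, so that the libraries that defined a signature were not the libraries it was tested in. Genes named in the text are the genes the paper names for its RNA sequencing, the genes of its qPCR and surface markers, members of the gene and marker lists, and, for each population and direction, the 3 genes with the largest log2 fold change among those past both thresholds with an average log2 CPM above 5 and no overlap between the groups. This rule was set before the data were examined. A few genes it covers are not reported here.

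The number of reads counted per library gave a floor of at most 0.101 CPM. To test the procedure, 200 genes were changed in simulated counts with the means and spread of each population, and 139 of them were found in MG, 132 in KCs, 158 in PMs and 161 in AMs, next to 5, 9, 8 and 5 genes that had not been changed. All of these changes were larger than the threshold on the log2 fold change. Far fewer genes were changed than passed the thresholds in the real data, and no RNA of other cells was added. The shares found are therefore not the sensitivity of the real comparisons.

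The alternatives were limma-voom, DESeq2, RLE size factors, no filter on low counts, a filter of 1 CPM in 3 libraries, a threshold of 1.5 on the fold change itself, all 24 libraries in 1 model, replicate number as a block, an estimated inter-gene correlation, gene sets from Reactome (as distributed with fgsea), other settings of the principal component analysis and of the signature, and leaving out each library in turn. The pairing of libraries in the block comes from the replicate numbers in the sample labels, and neither the paper nor the labels say that libraries with the same number come from the same mice. Counts of genes were compared between alternatives by a factor of 1.5, and percentages by the SD over the fits that each left out 1 library. Limma-voom on genes with a count in at least 2 of the 6 libraries, alone and with 1, 2 or 3 surrogate variables, was added after seeing the data. With 3 surrogate variables, estimated from the same 6 libraries, the model has almost as many coefficients as libraries. Its p-values and counts of genes therefore carry little weight. The qPCR, flow cytometry, imaging and functional assays of the paper were not analysed here.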

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

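The tests of fibroblast, neuron and glia, hepatocyte and B cell genes and of nuclear RNA were chosen only after the results they concern were seen. All other tests in this part, and the lists of marker genes, were set before the data were examined.

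Genes expressed in fibroblasts and mesothelium were unevenly spread over the TRM-LC libraries. The paper states that contaminating host cells were eliminated by the coating of the flasks, and its Table S1 lists Col3a1, one of these genes. The sum over 8 genes (Col1a1, Col1a2, Col3a1, Dcn, Pdgfra, Lum, Msln and Upk3b) was 30930 CPM in replicate 1 of the MG-LCs, or 3.56% of all its reads, and 1012 CPM in replicate 3, against at most 0.271 CPM in sorted MG. In the other populations, the highest sums were 29.8 CPM in replicate 3 of the KC-LCs (at most 23.8 CPM in sorted KCs), 2208 CPM in replicate 2 of the PM-LCs, followed by 366 CPM in replicate 3 (at most 12.8 CPM in sorted PMs) and 1667 CPM in replicate 3 of the AM-LCs, followed by 181 CPM in replicate 2 (at most 0.657 CPM in sorted AMs). RNA from fibroblasts or mesothelium may explain part of the spread between the libraries of a group, since all 6 fibroblast and mesothelium genes that could be counted in MG-LCs were highest in the same library, as were all 8 in PM-LCs. For neurons and glia, 4 of 7 genes were highest in one and the same MG-LC library, which leaves RNA from neurons and glia open. Of the 2362 genes higher in MG-LCs, 231 or 9.78% had over 80% of their expression in the library with the most fibroblast RNA. Which of these genes were expressed by fibroblasts and which by MG-LCs cannot be told apart from counts per library. No biological explanation for the difference between replicates was tested, since the design gives none.

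The difference between sorted TRMs and TRM-LCs was not the same in all populations for several gene families. The interaction of each population with the mean of the other 3 was tested with limma's camera test with Benjamini-Hochberg adjustment over 60 tests. Families are given where the interaction was significant and the median of the population was opposite in sign to the middle value of the medians of the other 3. For cell cycle genes, the median log2 fold change was -5.07 in MG (6 of 6 libraries; interaction, adjusted p = 6.10e-21), 0.11 in PMs (5 of 6 libraries; adjusted p = 2.71e-05) and 0.38 in AMs (6 of 6 libraries; adjusted p = 1.55e-09). In KCs it was -0.72 (5 of 6 libraries). For complement genes, it was 2.14 in KCs (adjusted p = 1.5e-07) and -2.29 in AMs (adjusted p = 0.000241), and for MHC class II genes 3.41 in KCs (adjusted p = 1.20e-08) and -1.77 in AMs (adjusted p = 0.000241), each in 6 of 6 libraries. Chemokines and chemokine receptors were at 1.24 in KCs (6 of 6 libraries, adjusted p = 0.0226) and at -2.33, -1.71 and -0.97 in MG, PMs and AMs. The monocyte-associated genes of Figure 5A were at 0.83 in KCs (6 of 6 libraries, adjusted p = 0.0253). Cytosolic ribosomal proteins were at 0.22 in PMs (5 of 6 libraries, adjusted p = 1.03e-19), while they were at -1.91, -0.76 and -0.68 in MG, KCs and AMs. Immediate early genes were at 0.77 in AMs (6 of 6 libraries, adjusted p = 3.11e-05) and at -1.66, -1.49 and -2.18 in MG, KCs and PMs. With RLE size factors in place of TMM, the families kept the direction of their medians in all populations.

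Several technical explanations were tested for the gene families. In matched random lists, the median of the splicing family stayed above at least 99.45% of 2000 lists in all 4 populations when gene length was matched and in all 4 when GC content was matched, so gene length bias and GC content bias do not account for this family. For oxidative phosphorylation, matching gene length reduced the difference, from -1.56 to -0.63 in MG, from -0.84 to -0.27 in KCs and from -0.56 to -0.15 in AMs, where 5.85% of the random lists lay lower. Complement, MHC class II and hypoxia-responsive genes were tested in the same way, and the other families were not. Of 20 tests of nuclear RNA (Malat1, Neat1, Xist, Kcnq1ot1 and Tug1 in 4 populations), 19 were higher ex vivo, 11 of them past the threshold, and Neat1 in MG was the exception at -1.74. More nuclear RNA in the ex vivo libraries may therefore contribute to families with nuclear transcripts, and the families cannot be told apart from it. The family tests also passed the threshold when the libraries were regrouped. Each regrouped split mixed ex vivo and in vitro libraries unevenly in both groups. It thus kept part of the difference between the states, and does not show what would pass without one. Of the 4 splits of 6 libraries that part all pairs with the same replicate number, as many families as in the real split passed in 1 split in MG, 2 in KCs, 4 in PMs and 3 in AMs, the real one included. The other 6 splits keep at least 1 such pair together. With 4 splits, the share cannot fall under 0.05.

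For the immune families higher in sorted KCs, RNA from other liver cells may contribute. Of 8 hepatocyte genes, 7 were higher in every KC library than in every KC-LC library, which is the pattern that RNA from hepatocytes would give. Of 8 endothelial cell genes, 5 had this pattern, and of 8 B cell genes, 4 were higher in every KC library than in every other ex vivo library, which leaves RNA from endothelial cells and RNA from B cells open. The sum over the 8 B cell genes was higher in sorted MG, at up to 661 CPM, of which Ighm held up to 605 CPM, while Ms4a1, Igkc and Pax5 had no read there. The sum over the 8 hepatocyte genes was at 132 CPM in replicate 3 of sorted MG, against 112 to 235 CPM in sorted KCs. In replicates 1 and 2 of sorted MG it was at 21.2 and 27.0 CPM. Without the immunoglobulin and B cell receptor genes, the MHC class II family in KCs had a p of 3.94e-05 (camera test, unadjusted), a test that could hardly have come out otherwise, since the families share no gene. In sorted KCs, the marker genes added up to at most 235 CPM for hepatocytes, 402 CPM for B cells, 837 CPM for endothelial cells, 595 CPM for dendritic cells (at most 98.1 CPM in the other 2 libraries and 1.39 CPM in KC-LCs) and 238 CPM for T and NK cells, against 4785 CPM for H2-Ab1 and 1188 CPM for C6 alone. RNA from these cells would account for H2-Ab1 or C6 only if their expression there exceeded the sum of the 8 marker genes. Counts per library cannot decide whether it did, so RNA from these cells is not excluded. Dendritic cells express MHC class II genes, and how much of each family came from KCs was not tested.

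Genes of hypoxia were higher in vitro in all 4 populations, with medians of -3.25 in MG, -1.73 in KCs, -1.09 in PMs and -0.89 in AMs, each in 6 of 6 libraries. Culture oxygen could be tested only through the difference between AMs and the other 3 populations (interaction, adjusted p = 0.00306). PMs differed from the other 3 in the same direction (interaction, adjusted p = 0.0024), although PM-LCs had the same oxygen as MG- and KC-LCs. The growth factors and the glucose of the medium differ together with oxygen in the design, so these cannot be told apart.

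Several signature genes named in the paper changed to a different extent in their own population. The change in the own population minus the mean change in the other 3, on the log2 scale, was 5.73 for P2ry12, 6.90 for Sall1, 10.68 for Fcrls and 6.74 for Gpr34 in MG, 20.45 for Clec4f and 5.43 for Id3 in KCs and 8.82 for Gata6 in PMs, with adjusted p of 2.85e-05, 0.0278, 0.000127, 0.00235, 0.00021, 4.83e-05 and 0.00706 in this order (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Car4 and Siglecf in AMs and Cebpb in PMs, this difference was 3.39, 2.71 and 0.82 and did not pass the threshold (adjusted p = 0.281, 0.0792 and 0.0867, same test). All 3 libraries of the own sorted population lay above the 3 TRM-LC libraries for each of these except Id3, where they lay below. A gene with high expression in only 1 sorted population has more to lose there, and Sall1 and Clec4f had at most 1.81 CPM in every library of the other populations. For Gata6, the change in PMs was only 3.07, and the rest of the difference of 8.82 lies in the other populations, where it rose in culture to 8.36 CPM in replicate 3 of the AM-LCs and 2.36 CPM in replicate 1 of the MG-LCs, the libraries of these populations with the most fibroblast and mesothelium RNA. Fcrls rose in culture in the other populations, from 0.363 to 239 CPM in KCs and from 6.32 to 52.1 CPM in PMs. Id3 rose from 0.536 to 482 CPM in MG and from 5.11 to 639 CPM in PMs. RNA shared between the populations by mixing of samples was not tested.

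The number of differentially expressed genes was tested against other splits of the libraries, library depth and the most abundant genes. In MG, KCs, PMs and AMs, 1 of 4 comparable splits, the real one, gave as many genes, and the other splits gave 0 genes past the thresholds. The same held for genes changed in all 4 populations (1 of 4), the monocyte-associated genes (1 of 4 in each population), the signature genes named in the paper (1 of 4 in each) and the genes of the interaction (1 of 4 in each). With 4 splits, these tests cannot reach a share under 0.05. The other splits also mixed both states in each group, which widens the spread within groups. Few genes could have passed in them, so they hardly test the counts. Without the 50 genes with the most reads, the number of genes past the thresholds was 0.983 times as large in the population that changed the most, and 0.952 times after thinning all libraries to 29569486 reads, so neither a few genes taking most of the counts nor library size accounts for it.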

How the results depend on the processing

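The alternatives were chosen before the data were examined, except limma-voom on genes with a count in 2 libraries with and without surrogate variables, which was chosen after seeing the data. The cause was not tested for the changes below. With RLE size factors in place of TMM, all 41 main results and all 111 results for single genes and families kept their direction and side of the threshold. With a filter of 1 CPM in 3 libraries, which was not run for the families, 26 main results and 55 results for single genes kept their direction and side of the threshold, and 1 gene (Cd68 in MG) newly passed it.

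The share of unchanged genes depended on the genes tested and on the threshold. Without the filter on low counts it was 83.7% in MG, 87.2% in KCs, 89.2% in PMs and 86.6% in AMs. Without this filter, 1 monocyte-associated gene was higher ex vivo in PMs and 7.67% of the PM signature was retained. With the fold change itself above 1.5, the shares were 54.9% in MG, 66.2% in KCs, 71.4% in PMs and 56.5% in AMs. The counts were then 2977 genes higher ex vivo in MG, 1964 higher in vitro in KCs, 1619 higher ex vivo and 2262 higher in vitro in PMs, and 2701 and 3033 in AMs, with 196 genes higher ex vivo and 424 higher in vitro in all 4 populations. The genes higher ex vivo in all 4 populations numbered 114 with limma-voom, of which 60 were among the 63 found here, 99 with DESeq2, of which 58 were, and 100 with all 24 libraries in 1 model. This model also gave 83.9% shared genes in AMs and 1 monocyte-associated gene higher ex vivo in PMs.

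The family tests depended on the inter-gene correlation and on the lists. With the correlation estimated from the data, 0 families passed the threshold in each population, and the median log2 fold changes of 2.14 for complement in KCs (adjusted p = 0.52, range over the alternatives 2.28e-08 to 0.52), 9.10 for immunoglobulin and B cell receptor genes in KCs (0.258; 2.01e-16 to 0.814), 3.41 for MHC class II in KCs (0.568; 9.57e-08 to 0.663), 0.36 for splicing in PMs (0.52; 0.00208 to 0.52) and 0.39 for splicing in AMs (0.554; 0.000127 to 0.554) were no longer significant (camera test with Benjamini-Hochberg adjustment). In this setting, 31 other family results were weaker. With gene sets from Reactome, the direction of the test reversed (median log2 fold change in parentheses) for splicing in MG (-0.15) and KCs (-0.056), for immunoglobulin and B cell receptor genes in MG (-0.33), KCs (-0.073), PMs (-0.35) and AMs (-0.079), for MHC class II in MG (-0.63), KCs (-0.16) and PMs (-0.20) and for cell cycle in PMs (-0.030). In PMs, the medians of the lists used here were already negative for immunoglobulin and B cell receptor genes (-1.60) and MHC class II (-0.087), so only the test changed its direction. These sets are wider than the lists used here, except for splicing, where the set has 140 members and the list 144. Cytosolic ribosomal proteins and chemokines were not run with Reactome, since 53.7% and 77.9% of the members of the sets matched a gene.

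Of the AM signature genes, 12.5% were higher in AM-LCs than in each of the other TRM-LC populations, 0.285% of the PM signature genes in PM-LCs and 0% of the MG signature genes in MG-LCs. A signature with log2 fold changes above 3 gave 6.98% retained in PMs. In the principal component analysis, the nearest library was of the same group for 22 libraries with the 500 most variable genes and for 20 with genes centred only.

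With replicate number as a block, 43 main results were counted as unchanged, and of the results for single genes and families 104 were unchanged, 4 weaker and 3 stronger. The retained share of the signature was 3.38% in PMs and 0% in MG (2.40% without the block), and 1 monocyte-associated gene was higher ex vivo in PMs. The mean correlation across genes between libraries with the same number was 0.0237 in MG, 0.0232 in KCs, -0.0503 in PMs and 0.0328 in AMs, against -0.0118, -0.0116, 0.0249 and -0.0164 between libraries with other numbers.

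With limma-voom on genes with a count in 2 libraries, chosen after seeing the data, 3198 genes were higher ex vivo in MG and 1620 in PMs, 81.8% were shared in AMs and 132 were higher ex vivo in all 4 populations. With 1 surrogate variable, also chosen after seeing the data, there were 3545 genes higher ex vivo in MG, 1623 higher in vitro in KCs, 1866 higher ex vivo and 2142 higher in vitro in PMs, and 192 higher ex vivo and 262 higher in vitro in all 4. With 2 surrogate variables, there were 3749 and 4040 genes in MG, 3177 and 1634 in KCs, 2086 and 2163 in PMs, 83.1% shared in AMs and 175 genes higher ex vivo in all 4. With 3 surrogate variables, there were 4464 and 4407 genes and 59.2% shared in MG, 2294 and 2209 genes and 77.5% shared in PMs, and 86.5% shared in AMs, while this model could not be fitted in KCs.

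Leaving out 1 library at a time gave from 927 to 2697 genes higher ex vivo and from 1397 to 2892 higher in vitro in MG, and from 602 to 1568 higher ex vivo in PMs. The shared percentage went from 64.9 to 85.0 in MG, from 75.1 to 85.8 in KCs, from 78.9 to 88.7 in PMs and from 77.9 to 82.0 in AMs, and the genes higher ex vivo in all 4 populations from 18 to 132. The retained percentage of the signature went from 0 to 13.6 in MG, from 0.855 to 3.42 in PMs and from 24.6 to 33.5 in AMs. The genes of the interaction in KCs went from 1238 to 1818 and the signature genes named in the paper that passed the threshold in KCs from 10 to 17. Monocyte-associated genes higher in vitro went from 6 to 13 in MG and from 4 to 7 in KCs, and those higher ex vivo from 2 to 8 in MG, from 7 to 13 in KCs and from 0 to 8 in PMs. In PMs, the direction of the test, though not always the sign of the median, reversed for cell cycle without in vitro replicate 1 (-0.25) or 3 (-0.28; from -0.28 to 1.17 over the 6 fits), and without in vitro replicate 2 for oxidative phosphorylation (-0.028; from -0.49 to -0.028), mitochondrial ribosomal proteins (-0.021; from -0.42 to -0.021) and immunoglobulin and B cell receptor genes (-2.03; from -2.03 to 2.40). It also reversed for MHC class II in MG without in vitro replicate 3 (0.17; from -0.19 to 0.47) and for the monocyte-associated genes in AMs without ex vivo replicate 3 (0.25; from 0.11 to 0.29). Among other results for single genes and families, limma-voom made 7 weaker, all 24 libraries in 1 model made 4 weaker and 1 stronger, DESeq2 made 1 stronger and the Reactome sets made 1 weaker. Over the fits without 1 library, 590 were unchanged, 54 weaker and 15 stronger. The depth limits genes without reads in a group to a lower bound of their fold change.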

Differences from the paper's values

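The genes differentially expressed in all 4 populations were fewer than in the paper. The paper's 254 genes higher ex vivo compare with 63 found here. A gap in a count is called closed when the ratio of the 2 counts is at most 1.5 or their difference at most the standard deviation over the fits without 1 library. Of the alternatives set before the data were examined, a threshold of 1.5 on the fold change itself closed the gap (196 genes) and the others did not. Limma-voom on genes with a count in 2 libraries, chosen after seeing the values, also closed it with 1 surrogate variable (192) or 2 surrogate variables (175). The legend of Suppl. Figure 3 assigns the 2 numbers the other way round. By the legend, 254 genes in vitro would compare with 173, a ratio under 1.5, and only the gap ex vivo would remain. By the text, the paper's 275 genes higher in vitro compare with 173. DESeq2 (199), no filter on low counts (184) and all 24 libraries in 1 model (211) closed this gap among the alternatives set before the data were examined and the others did not, while limma-voom on genes with a count in 2 libraries, chosen after seeing the values, gave 201 genes, 262 with 1 surrogate variable and 236 with 2.

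The counts in each population were also lower than in the bars of Fig. 4B. In MG, the paper shows about 4500 genes higher ex vivo in Fig. 4B, read by eye, against 1941 here. None of the alternatives set before the data were examined closed this gap, and limma-voom on genes with a count in 2 libraries, chosen after seeing the values, gave 3198 genes, and 3545, 3749 and 4464 with 1, 2 and 3 surrogate variables. The counts with 3 surrogate variables carry little weight here and below, since that model has almost as many coefficients as libraries. For genes higher in vitro in MG, the paper's about 4200 in Fig. 4B, read by eye, compare with 2362. A threshold of 1.5 on the fold change (3530), all 24 libraries in 1 model (3104) and leaving out in vitro replicate 2 (2892) closed this gap and the others set before the data were examined did not, while limma-voom with 1, 2 and 3 surrogate variables, chosen after seeing the values, gave 3308, 4040 and 4407. In KCs, the paper's about 3700 genes higher ex vivo in Fig. 4B, read by eye, compare with 2005. The threshold on the fold change (2644) and all 24 libraries in 1 model (2619) closed this gap and the other alternatives set before the data were examined did not, and limma-voom with 1 and 2 surrogate variables, chosen after seeing the values, gave 2806 and 3177. For genes higher in vitro in KCs, the paper's about 2000 in Fig. 4B, read by eye, compare with 1039. The threshold on the fold change (1964), all 24 libraries in 1 model (1450) and leaving out ex vivo replicate 1 (1449) closed it and the others set before the data were examined did not, and limma-voom on genes with a count in 2 libraries, chosen after seeing the values, gave 1401, and 1623 and 1634 with 1 and 2 surrogate variables.

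In PMs, the paper's about 2700 genes higher ex vivo in Fig. 4B, read by eye, compare with 1028. None of the alternatives set before the data were examined closed this gap, and limma-voom with 1, 2 and 3 surrogate variables, chosen after seeing the values, gave 1866, 2086 and 2294. For genes higher in vitro in PMs, the paper's about 2400 in Fig. 4B, read by eye, compare with 1379. The threshold on the fold change closed it (2262) and the other alternatives set before the data were examined did not, and limma-voom with 1, 2 and 3 surrogate variables, chosen after seeing the values, gave 2142, 2163 and 2209. In AMs, the paper's about 2100 genes higher ex vivo in Fig. 4B, read by eye, compare with 1137. Again the threshold on the fold change (2701) was the only alternative set before the data were examined that closed the gap, and limma-voom on genes with a count in 2 libraries, chosen after seeing the values, gave 1607, and 1647 and 1482 with 1 and 2 surrogate variables. For genes higher in vitro in AMs, the paper's about 3100 in Fig. 4B, read by eye, compare with 1700. The threshold on the fold change (3033) was the only one set before the data were examined that closed this gap, and limma-voom with 1 surrogate variable, chosen after seeing the values, gave 2518.

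For single genes, log2 fold changes of Table S1 were compared where the paper's table is available, and 9 genes differed. A gap is called closed when the 2 values differ by at most the standard error of the gene in the comparison reported here. Limma-voom, set before the data were examined, closed the gap for all 9. For Sall1 in MG, the paper's 8.73 compares with 6.43, and limma-voom gave 7.64, the replicate block 7.68 and leaving out in vitro replicate 3 8.86. For Aif1 in MG, the paper's 2.75 compares with 2.30, and these alternatives gave 2.42, 2.43 and 2.82. For Mt2 in MG, the paper's -5.85 compares with -7.18, and limma-voom gave -6.43, the replicate block -6.38 and leaving out in vitro replicate 1 -5.52. For Siglech in MG, the paper's 15.60 compares with 10.76, and limma-voom gave 14.00 and leaving out in vitro replicate 3 16.82. For Col3a1 in MG, the paper's -14.06 compares with -18.84, and limma-voom gave -13.28, the replicate block -18.32, leaving out ex vivo replicate 1 -18.36, ex vivo replicate 3 -18.41 and in vitro replicate 1 -13.76. The standard error of Col3a1 was 4.49, so the replicate block and the fits without an ex vivo replicate count as closing the gap although they hardly moved the value. For Timp1 in MG, the paper's -11.93 compares with -17.51, and limma-voom gave -12.17 and leaving out in vitro replicate 1 -12.98. In KCs, the paper's 13.61 for Tlr12, 15.83 for C4b and -13.36 for Pcp4l1 compare with 15.55, 17.64 and -15.26, and limma-voom gave 13.61, 15.66 and -13.12. For Timp1, Tlr12, C4b and Pcp4l1, 1 group held no read, and for Col3a1 sorted MG held 1, so these log2 values depend on the count that each method adds and are not measured fold changes. For the mean of 3 libraries, the reads give at least 7832-fold for Timp1, 2059-fold for Tlr12, 8824-fold for C4b, 1573-fold for Pcp4l1 and 69788-fold for Col3a1. These bounds leave out the spread between libraries and need not hold in each of them. In replicate 2 of the MG-LCs, the 8 fibroblast and mesothelium genes, with Col3a1 among them, added up to only 7.39 CPM. Limma-voom on genes with a count in 2 libraries gave an adjusted p of 0.26 for Col3a1 and 0.145 for Timp1 (Benjamini-Hochberg adjustment). The other alternatives set before the data were examined did not close the gap for these genes. Limma-voom on genes with a count in 2 libraries, chosen after seeing the values, closed it for all 9, at 7.70 for Sall1, 2.48 for Aif1, -6.38 for Mt2, 13.99 for Siglech, -13.17 for Col3a1, -12.11 for Timp1, 13.58 for Tlr12, 15.63 for C4b and -13.15 for Pcp4l1, and with surrogate variables, also chosen after seeing the values, it did so except for Sall1 and Siglech with 2 of them.

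Some statements of the paper differ in direction, size or significance. The paper places terms of RNA splicing among those higher in freshly isolated TRM populations. Here the family of splicing factors did not pass the threshold in MG (median log2 fold change 0.21, adjusted p = 0.187) and KCs (0.31, adjusted p = 0.238, camera test with Benjamini-Hochberg adjustment). In each, 6 of 6 libraries followed the direction of the test. The direction was that of the paper, and the medians of MG and KCs lay above 99.5% and 99.95% of 2000 random lists of similar expression. The paper calls the changes of Gata6 in PMs and of Car4 in AMs small, and they were 3.07 and 2.57 on the log2 scale here. Fig. 4C places Cebpb of PMs on the in vitro side, while the text has it higher in PMs, as it was here at 0.77. The paper reports no upregulation in vitro of the genes of Figure 5A, and 12 were higher in vitro in MG, 9 in PMs, 8 in AMs and 4 in KCs, with Vegfa and Mt2 in all 4, while 5, 2, 10 and 13 were higher ex vivo. Tested as a list, they were higher in vitro only in PMs (median log2 fold change -0.14, adjusted p = 0.0400, camera test with Benjamini-Hochberg adjustment, 6 of 6 libraries), where 39.6% of 2000 random lists matched on expression had a lower median. The number of families past the threshold in PMs was also reached in all 4 comparable splits of the libraries. The paper states that the tissue signature was not lost in culture. Of the 546 KC signature genes, 369 were testable in vitro and 0 were significantly higher in KC-LCs than in the other TRM-LCs. At an unadjusted p under 0.05 there were 38, against 6.16% of all genes, and 0.0135% of all genes were significantly higher in KC-LCs. The retained share exceeded that of all genes in AMs (40.8% against 8.38%), PMs (5.41% against 0.405%) and MG (2.40% against 0.338%). The legend of Suppl. Figure 3 and the text assign the up- and downregulated genes shared by all populations to opposite states, and here 63 genes were higher ex vivo and 173 higher in vitro.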

Other observations

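The tests in this part were set before the data were examined. The labels of the 12 in vitro libraries were shuffled 100 times to test the retained signatures. The retained share was as high as the real one in 1 of 100 shuffles for MG, 2 of 100 for PMs and 1 of 100 for AMs, the real one included. For KCs, no gene was retained at an adjusted p under 0.05 and 38 had an unadjusted p under 0.05. Every shuffle reaches a share of 0%, so the share cannot decide for KCs. The median log2 fold change of the signature was as high in 1 of 100 shuffles for MG, 3 for PMs, 1 for AMs and 90 for KCs. The highest share in a shuffle was 1.70% for MG, 1.83% for KCs, 6.55% for PMs and 0.769% for AMs. For the tissue pattern, 1 of the 24 matchings of populations, the real one, had a mean correlation as high. Within it, the profile of PM-LCs correlated more with that of sorted KCs (0.0652) than the profile of KC-LCs did (0.0229).

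The hypothesis that RNA from monocytes is present in the cultures was tested with 8 monocyte genes, which were higher in vitro at an adjusted p under 0.05 in 0 of the 4 populations. In MG, where 4 of these genes could be tested, the median was on the in vitro side at -7.09, and the 8 genes added up to 17.2 to 217 CPM in the MG-LC libraries against at most 5.56 CPM in sorted MG. These counts alone leave RNA from monocytes open for MG-LCs. The paper also obtained MG-LCs from Ccr2-/- mice and after depletion of Gr1+ cells, and takes this as evidence against Ly6Chigh monocytes as their source. In sorted KCs, PMs and AMs, these genes already added up to at least 194, 694 and 18370 CPM, against at most 7.65, 57.1 and 8717 CPM in the TRM-LCs. Monocyte RNA in these cultures could therefore hardly have made the list higher in vitro, and the test does not decide on it there.

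For genes the paper measured by qPCR, the RNA values were as follows. Nr1h3 was at 628 CPM in KCs and 41.1 CPM in KC-LCs (log2 fold change 3.97, adjusted p = 0.000675) and Tgfb2 at 407 CPM in PMs and 10.4 CPM in PM-LCs (5.28, adjusted p = 0.00256, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 sorted libraries above all 3 TRM-LC libraries. In vitro, Nr1h3 had its highest mean in PM-LCs.

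For surface markers, Timd4 was at 804 CPM in KCs and 0.132 CPM in KC-LCs and at 1492 CPM in PMs and 3.88 CPM in PM-LCs. H2-Ab1 was at 4785 and 485 CPM in KCs and KC-LCs, at 456 and 2348 CPM in AMs and AM-LCs and at 7.31 and 76.6 CPM in MG and MG-LCs. Itgam was at 3.48 CPM in AMs and 534 CPM in AM-LCs, and Itgax at 0.175 CPM in PMs and 382 CPM in PM-LCs. Csf1r was at 13929 and 1684 CPM in MG and MG-LCs, and Adgre1 at 509 and 1086 CPM. For AM-LCs, where the paper reports loss of the Csf1r protein CD115, Csf1r RNA was at 340 to 598 CPM, against 526 to 535 CPM in AMs.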
